# A functional role of meningeal lymphatics in sex difference of stress susceptibility in mice

**DOI:** 10.1038/s41467-022-32556-x

**Published:** 2022-08-16

**Authors:** Weiping Dai, Mengqian Yang, Pei Xia, Chuan Xiao, Shuying Huang, Zhan Zhang, Xin Cheng, Wenchang Li, Jian Jin, Jingyun Zhang, Binghuo Wu, Yingying Zhang, Pei-hui Wu, Yangyang Lin, Wen Wu, Hu Zhao, Yan Zhang, Wei-Jye Lin, Xiaojing Ye

**Keywords:** Prefrontal cortex, Stress and resilience

## Abstract

Major depressive disorder is one of the most common mental health conditions. Meningeal lymphatics are essential for drainage of molecules in the cerebrospinal fluid to the peripheral immune system. Their potential role in depression-like behaviour has not been investigated. Here, we show in mice, sub-chronic variable stress as a model of depression-like behaviour impairs meningeal lymphatics in females but not in males. Manipulations of meningeal lymphatics regulate the sex difference in the susceptibility to stress-induced depression- and anxiety-like behaviors in mice, as well as alterations of the medial prefrontal cortex and the ventral tegmental area, brain regions critical for emotional regulation. Together, our findings suggest meningeal lymphatic impairment contributes to susceptibility to stress in mice, and that restoration of the meningeal lymphatics might have potential for modulation of depression-like behaviour.

## Abstract (web summary)

The mechanisms underlying sex differences in response to stress are unclear. Here, the authors show that meningeal lymphatics dysfunction modulates the sex difference in the stress susceptibility to depression- and anxiety-like behaviours in mice.

## Introduction

Major depressive disorder (MDD), characterized by persistent depressed mood as well as loss in motivation and pleasure, is a debilitating mental disorder affecting 4.4% of the world’s population, and the leading cause of non-fatal health loss^1,2^. Women are more likely than men to suffer from MDD and develop more severe depressive symptoms^3–6^. Despite of the well-documented sex difference in MDD in the clinical reports, the underlying mechanisms remain largely unknown.

Multiple hypotheses have been proposed for the pathological development of depression from different perspectives. At the circuit level, impaired activation of dopaminergic neurons in the ventral tegmental area (VTA) is considered as key to the deficits of the brain reward circuit and lack of motivation in depression^7^. In addition to changes in neurons, abnormalities in neuroglia have also been noticed. For example, in the postmortem brains of MDD patients, decreased expression of astrocytic markers, such as S100β and glial fibrillary acidic protein (GFAP), have been observed in the medial prefrontal cortex (mPFC), a brain region rendering resilience to stress^8–10^. In rodent models, pharmacological clearance of astrocytes or preventing astrocytic release of ATP caused depressive-like phenotypes^11,12^. However, the upstream factors that initiate or sustain these changes in the brain remain unclear.

Repeated stress is an important environmental factor promoting the pathogenesis of depression^13^. It has been noticed for long that repeated stress also induces, in parallel, profound changes in the immune system^14^. Elevated levels of circulating leukocytes and multiple inflammatory cytokines were detected in the peripheral blood samples of MDD patients, and further elevated in treatment-resistant MDD patients^15–19^. Children with higher circulating levels of interleukin-6 are at a greater risk of developing MDD in adulthood^20^. In the reverse fashion, MDD patients have a higher risk of developing inflammatory disorders, such as diabetes and cardiovascular disorders^21–23^. While these findings suggest a strong link between aberrant immune functions with depression, still little is known about how stress changes the immune system to modulate the susceptibility for depression.

The central nervous system (CNS) has long been considered an “immune privilege” organ, lacking the lymphatic vessels to transport immune cells^24^. However, recent studies have confirmed the existence of lymphatic vessels in the dura mater of human and other animals^25–27^. These meningeal lymphatics constantly drain fluid and molecules from the CNS to the periphery by connecting to the deep cervical lymph nodes (dCLNs), as well as playing an important role in the active transportation of immune cells^25,28,29^. Changes in the meningeal lymphatics have been reported to occur and contribute to the disease progression during aging as well as in the neurodegenerative and neurological diseases, including Alzheimer’s disease, Parkinson’s disease, traumatic brain injury, encephalitis, and brain tumor^29–34^. However, whether stress affects meningeal lymphatics to regulate the development of depression remains to be investigated.

In this work, we use the sub-chronic variable stress (SCVS) paradigm which exposes mice to three alternating stressors across 6 days. This paradigm has been reported to induce depression-like behaviors in females, but not in males, thus providing a suitable model for investigating sex-dependent stress susceptibility^14,35^. Here we report that SCVS impairs meningeal lymphatics in female but not male mice. Gain-of-function and loss-of-function studies further suggest that meningeal lymphatics contributed to sex differences in the stress susceptibility to depression- and anxiety-like behaviors in mice. Our findings therefore reveal the unexpected effects of short-term stress on the morphology of meningeal lymphatics and brain drainage function through the meningeal lymphatics in a sex-dependent manner. Changes in the meningeal lymphatics, in turn, can modulate the stress susceptibility.

## Results

### Sub-chronic variable stress impairs meningeal lymphatics in female but not male mice

To explore the contribution of meningeal lymphatics to sex-different stress susceptibility, we employed the 6-day SCVS paradigm (Supplementary Figs. 1a, 2a). Consistent with previous reports^14,35^, after SCVS, mice of both sexes had significant weight loss (Supplementary Figs. 1b, 2b). However, female but not male mice exhibited depression-like behaviors, including decreased grooming in the splash test, increased immobility in the forced swim test and increased latency to feeding in the novelty-suppressed feeding test (Supplementary Figs. 1c–e, 2c–e). Furthermore, the stressed female mice traveled less to the center zone of an open field arena (Supplementary Fig. 1f–i). Thus, SCVS induced both depression- and anxiety-like behaviors in female mice. In contrast, the stressed male mice showed significantly increased traveled distance in the center zone of the open field, indicating an anxiolytic phenotype (Supplementary Fig. 2f–i).

To investigate whether the sex-different behavioral phenotypes were accompanied by changes in meningeal lymphatics, we examined the mRNA levels of *Lyve1*, a marker of lymphatic endothelial cells (LECs)^25,36^ in the dura mater, collected after SCVS or from non-stressed control mice. qPCR analysis revealed that SCVS significantly decreased *Lyve1* mRNA level in the dura mater of female but not male mice (Supplementary Fig. 3a–c).

To further validate the impairment of meningeal lymphatics by SCVS in female but not male mice, we injected a 70kD Dextran-Texas Red tracer into the cisterna magna 72 h after the last behavioral test. The mice were sacrificed 1 h later (Fig. 1a–c). We found that in female mice, the intensity of LYVE1 immunofluorescence staining as well as the diameters of LYVE1-labeled meningeal lymphatic vessels in the superior sagittal sinus (SSS), the transverse sinus (TS) and the confluence of sinuses (COS) of the dura mater were significantly reduced by SCVS. There was also a trend toward decreased coverage area of meningeal lymphatic vessels (Fig. 1d–i). In line with the structural deficits of meningeal lymphatics, significantly less intracisternally injected tracer was detected after SCVS in SSS, TS, and COS areas of the dura mater, where the meningeal lymphatics reside (Fig. 1j). The amount of tracer drained to dCLNs was also significantly reduced (Fig. 1p, q). Of note, impairment in the morphology of meningeal lymphatic vessels in female mice could be observed as early as 24 h after the last episode of SCVS (Supplementary Fig. 4).

**Fig. 1:**
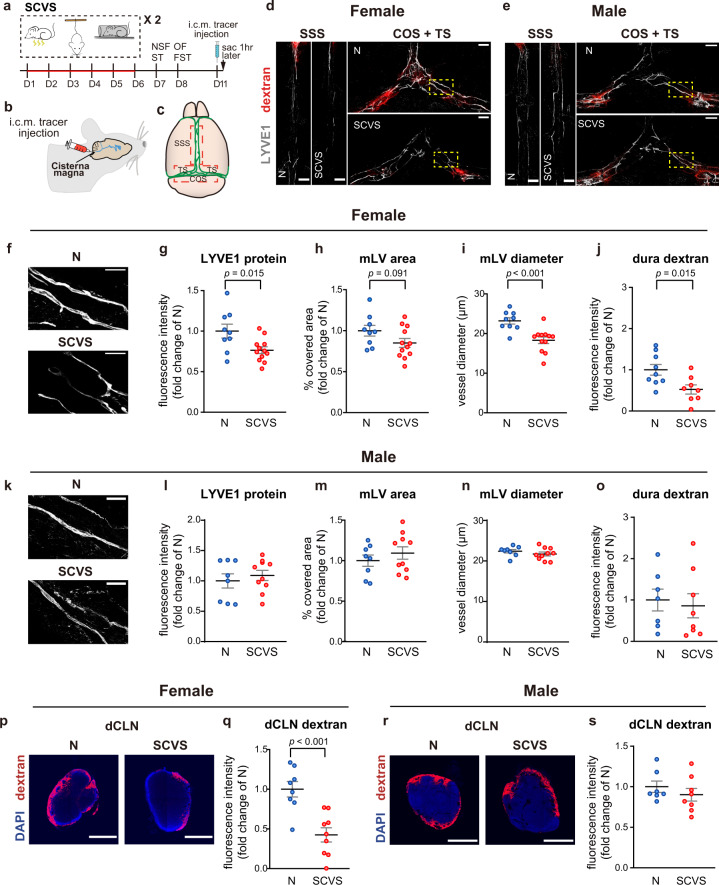
Sub-chronic variable stress (SCVS) impairs meningeal lymphatics in female but not male mice. **a** The experimental timeline of the SCVS paradigm, behavioral tests, injection of the 70kD dextran tracer into the cisterna magna (i.c.m.), and tissue collection (sac). **b** Schematic diagram of the i.c.m tracer injection. **c** The schematic diagram of dura mater, with dotted red line bordering the superior sagittal sinus (SSS) as well as the confluence of sinus and transverse sinus (COS + TS) areas chosen for image analyses. **d**, **e** Representative images depicting the LYVE1 staining (gray) and the dextran tracer (red) in the SSS and COS + TS areas of dura mater of female (**d**) and male (**e**) mice, comparing non-stressed naive group (N) and the SCVS group. Scale bars: 500 µm. **f**, **k** Representative images depicting LYVE1-labeled meningeal lymphatic vessels (mLV) of female (**f**) and male (**k**) mice at higher magnification for analysis of the diameters. Scale bars: 200 µm. **g**–**j**, **l**–**o** Quantification of the fluorescence intensity of the LYVE1 staining (**g**, **l**), the area covered by mLV (**h**, **m**), and the diameter of LYVE1-labeled mLV (**i**, **n**) in the SSS and COS + TS areas of dura mater in female (**g**–**i**: *n* = 9–12 per group; results from three independent experiments) and male (**l**–**n**: *n* = 8–10 per group; results from two independent experiments) mice. **j**, **o** Quantification of the fluorescence intensity of the dextran tracer in the SSS and COS + TS areas of dura mater of female (**j**: *n* = 8–9 per group) and male (**o**: *n* = 7-8– per group) mice. **p**, **r** Representative images depicting the dextran tracer (red) and DAPI (blue) in the deep cervical lymph nodes (dCLN) of female (**p**) and male (**r**) mice. Scale bars: 500 µm. **q**, **s** Quantification of the fluorescence intensity of dextran tracer in the dCLN of female (**q**: *n* = 8–9 per group) and male (**s**: *n* = 7–8 per group) mice. All data are presented as mean ± s.e.m. and analyzed by unpaired Student’s *t* tests (**g**–**j**, **m**–**o**, **q**, **s**) or Mann–Whitney test (**l**). Source data are provided as a Source data file.

In contrast, the intensity of LYVE1 immunofluorescence staining, the coverage area as well as the diameters of meningeal lymphatic vessels in the SSS, TS, and COS areas of dura mater remained unchanged after SCVS in male mice (Fig. 1e, k–n). The amount of intracisternally-injected 70kD Dextran-Texas Red tracer detected in SSS, TS, and COS areas of the dura mater as well as in the dCLNs were also unaltered by SCVS in male mice (Fig. 1o, r, s). Although the meningeal lymphatics of female and male mice showed different sensitivity to stress, we found no significant difference in the overall morphology of meningeal lymphatic vessels as well as in the drainage of intracisternally-injected tracer to the dCLNs comparing non-stressed adult female versus male mice (Supplementary Fig. 3d–h). These data suggest that, consistent with previous reports^30,37^, the properties of basal adult female and male meningeal lymphatic vessels were similar.

Collectively, these data uncovered that SCVS induced impairment of the meningeal lymphatics in female but not male mice.

### Improvement of meningeal lymphatics alleviates susceptibility to stress in female mice

Could improvement of meningeal lymphatics render female mice resilient to stress? It is well characterized that vascular endothelial growth factor-C (VEGFC), a secreted protein, binds to the vascular endothelial growth factor receptor 3 (VEGFR3), which mainly expresses on LECs, to promote the growth of lymphatic vessels^38^. Previous studies reported that intracisternal injection of adeno-associated virus (AAV) overexpressing VEGFC promoted the growth of meningeal lymphatics and drainage to dCLNs without affecting meningeal blood vessels^30,39^. Of note, although VEGFC has the capacity to signal on other cells in the brain that express VEGFR2 or VEGFR3, intracisternally injected AAV infects cells mostly surrounding meningeal lymphatics in the dura mater, likely due to the direction of the cerebrospinal fluid (CSF) flow, and did not affect meningeal blood vessel coverage or proliferation of neural stem cells in the hippocampus, which could potentially be mediated by VEGFC signaling^30,39^. Thus, this method provides a way to deliver secreted VEGFC toward meningeal lymphatics in a relatively spatially restricted manner. We therefore injected AAV overexpressing VEGFC or enhanced green fluorescent protein (eGFP) as control into the cisterna magna of female mice. One month later, both groups of mice were subjected to 6-day SCVS (Fig. 2a). Consistent with previous reports^30,39^, AAV-infected cells labeled by eGFP were detected mostly in the TS, COS, and part of the SSS that covered the olfactory bulb, surrounding LYVE1-labeled meningeal lymphatics (Fig. 2b). We did not observe infected cells in the brain parenchyma, except occasionally few cells in the cerebellum that near needle insertion site. Overexpression of VEGFC significantly enhanced the intensity of LYVE1 immunofluorescence staining in the SSS and TS/COS of dura mater, as well as the diameter and the coverage area of meningeal lymphatics (Fig. 2c–g). Furthermore, these mice showed increased drainage of intracisternally injected tracer into the dura mater and dCLNs (Fig. 2c, h, I, j).

**Fig. 2:**
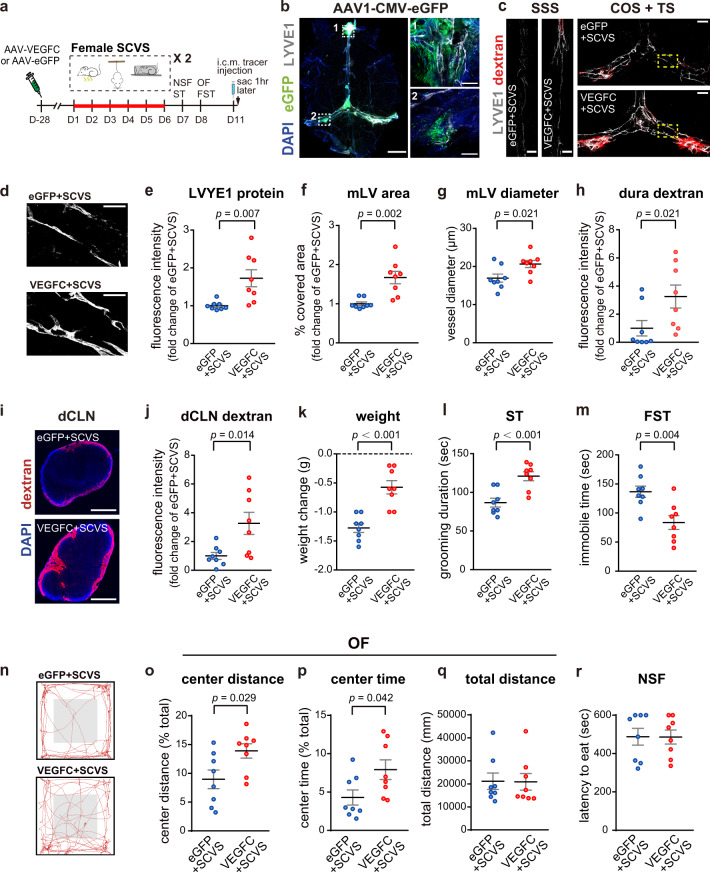
Intracisternal delivery of AAV-VEGFC improves meningeal lymphatics and alleviates stress-induced depression-like behaviors in female mice. **a** The experimental timeline of the intracisternal AAV infusion, sub-chronic variable stress (SCVS), behavioral tests, tracer injection into the cisterna magna (i.c.m.), and tissue collection (sac). **b** Representative images depicting eGFP (green)-labeled AAV1-infected cells surrounding LYVE1 (gray)^+^ meningeal lymphatics (mLV). Nuclei: DAPI (blue). left: whole mount dura mater, scale bars: 2000 µm. right: enlarged views of the boxed areas from the image on the left, scale bars: 200 µm. **c** Representative images depicting the LYVE1 staining (gray) and the dextran tracer (red) in the SSS and COS + TS areas of dura mater, comparing female mice injected with AAV-VEGFC *versus* those injected with AAV-eGFP. Both groups received SCVS. Scale bars: 500 µm. **d** Representative images depicting LYVE1^+^ mLV at higher magnification. Scale bars: 200 µm. **e**–**h** Quantification of the fluorescence intensity of the LYVE1 staining (**e**), the area covered by mLV (**f**), the diameter of LYVE1^+^ mLV (**g**), and the fluorescence intensity of the dextran tracer in the SSS and COS + TS areas of dura mater (**h**). **i** Representative images depicting the dextran tracer (red) and DAPI (blue) in the deep cervical lymph nodes (dCLN). Scale bars: 500 µm. **j** Quantification of the fluorescence intensity of dextran tracer in the dCLN. **k** Quantification of changes in the body weight. **l** Quantification of grooming duration in the splash test (ST). **m** Quantification of the immobile time in the forced swim test (FST). **n** Representative traces of animal’s paths in the open field (OF). **o**–**q** Quantification of the traveled distance in the center zone as a percentage of the total traveled distance (**o**), the time spent in the center zone as a percentage of the total time (**p**), and total traveled distance (**q**) in the OF. **r** Quantification of the latency to eat in the novelty-suppressed feeding test (NSF) (**e**–**h**, **j**–**m**, **o**–**r**: *n* = 8 per group; results from two independent experiments). All data are presented as mean ± s.e.m. and analyzed by unpaired Student’s *t* tests (**e**, **g**, **j**–**m**, **o**, **p**) or Mann–Whitney tests (**f**, **h**, **q**, **r**). Source data are provided as a Source data file.

Importantly, the VEGFC-treated female mice had significantly less weight loss after SCVS (Fig. 2k). They also exhibited significantly enhanced grooming duration in the splash test, reduced immobility in the forced swim test, and increased exploration of the center zone in the open field test (Fig. 2l–p). Of note, the latency to feeding in the novelty-suppressed feeding test and general locomotion, as measured by the total distance traveled in the open field test, were not affected (Fig. 2q, r). In the non-stressed female mice, intracisternal injection of AAV-VEGFC promoted meningeal lymphatic growth without affecting the aforementioned behaviors (Supplementary Fig. 5a–m), suggesting that enhancement of meningeal lymphatics per se was not sufficient to alter depression- or anxiety-like behaviors in female mice, but rather, increased their resilience to stress.

Social avoidance and anhedonia are common symptoms of depression^40,41^. Compared to non-stressed group, female mice that experienced SCVS exhibited significant reduction in preferences for social interaction and sucrose water, both of which were prevented by intracisternal injection of AAV-VEGFC (Supplementary Fig. 6a–e).

Taken together, these results suggest that improvement of meningeal lymphatics by intracisternal injection of AAV overexpressing VEGFC in the dura mater prevented stress-induced depression- and anxiety-like behaviors in female mice.

### Improvement of meningeal lymphatics ameliorates stress-induced alterations in the mPFC and the VTA of female mice

Previous studies suggest that meningeal lymphatics are connected to the glymphatic system, a perivascular space aligned by astrocyte end-feet in the brain parenchyma, to facilitate the clearance of molecules from the brain parenchyma to meningeal lymphatics and further to the peripheral lymph nodes^42^. Alteration in meningeal lymphatics could change the rate of cerebrospinal fluid (CSF) influx and interstitial fluid (ISF) diffusion in the brain parenchyma^30,42^. To examine whether CSF influx and diffusion in the brain parenchyma could be affected by SCVS and the VEGFC treatment, we injected ovalbumin (OVA)-Alexa Fluor 647 tracer into the cisterna magna of female mice, and perfused the mice 1 h later. Significantly less tracer was found in the brain parenchyma after SCVS, which was prevented by intracisternal infusion of AAV-VEGFC that improved meningeal lymphatics (Supplementary Fig. 7a–c).

To estimate the amount of intracisternally-injected tracer accumulated in the brain parenchyma and in the ventricles, we collected the whole brains (excluding skulls) from another cohort of female mice and measured the amount of tracer in the tissue homogenates of naive mice and mice subjected to SCVS. No difference was detected between the two groups (Supplementary Fig. 7d–e). Since SCVS reduced tracer detected in the brain parenchyma, in the vicinity of meningeal lymphatics and in the dCLNs (Fig. 1j, p, q and Supplementary Fig. 7a–c), these data suggest that SCVS increased tracer accumulation in the brain ventricles and the subarachnoid space of female mice.

It has been reported that substantial amount of tracer that reached the dura mater could be phagocytosed by macrophages^29,43^. Could SCVS alter the phagocytic activity of macrophages near meningeal lymphatics? Using CX3CR1-eGFP mice to label macrophages, we found that less tracer was detected in the TS of dura mater, along with less tracer detected in the nearby macrophages. However, the tracer in the macrophages as a percentage of total tracer was not significantly altered after SCVS (Supplementary Fig. 7f–k), suggesting that alteration in the phagocytic activity of macrophages was unlikely to be responsible for the reduction of tracer detected near meningeal lymphatics.

Impairment of CSF perfusion is often associated with deficits in the efflux of ISF macromolecules from the brain parenchyma^30,44^. To examine whether SCVS also impaired efflux of ISF molecules, we injected 70kD and 40kD Dextran tracers into the mPFC and the VTA. For both regions, the clearance of these tracers was significantly reduced by SCVS (Supplementary Fig. 7l–q). Collectively, these data suggest that SCVS led to reduction in CSF perfusion in female mice, which was likely due to impairment of meningeal lymphatics. The decreased CSF perfusion was accompanied by reduction in efflux of ISF macromolecules and reduction of CSF reaching the vicinity of meningeal lymphatics and dCLNs.

Although SCVS and the VEGFC treatment affected the CSF perfusion of the whole brain, we noticed that the distribution of intracisternally-injected tracer in the brain parenchyma was uneven, with an enrichment in the mPFC at 15–30 min post-injection, and an enrichment in the hypothalamus and mid-brain regions including VTA at 30–60 min post-injection, in naive female mice (Fig. 3a, b). Importantly, the mPFC and the VTA are both critically involved in the regulation of emotions^7–10^.

**Fig. 3:**
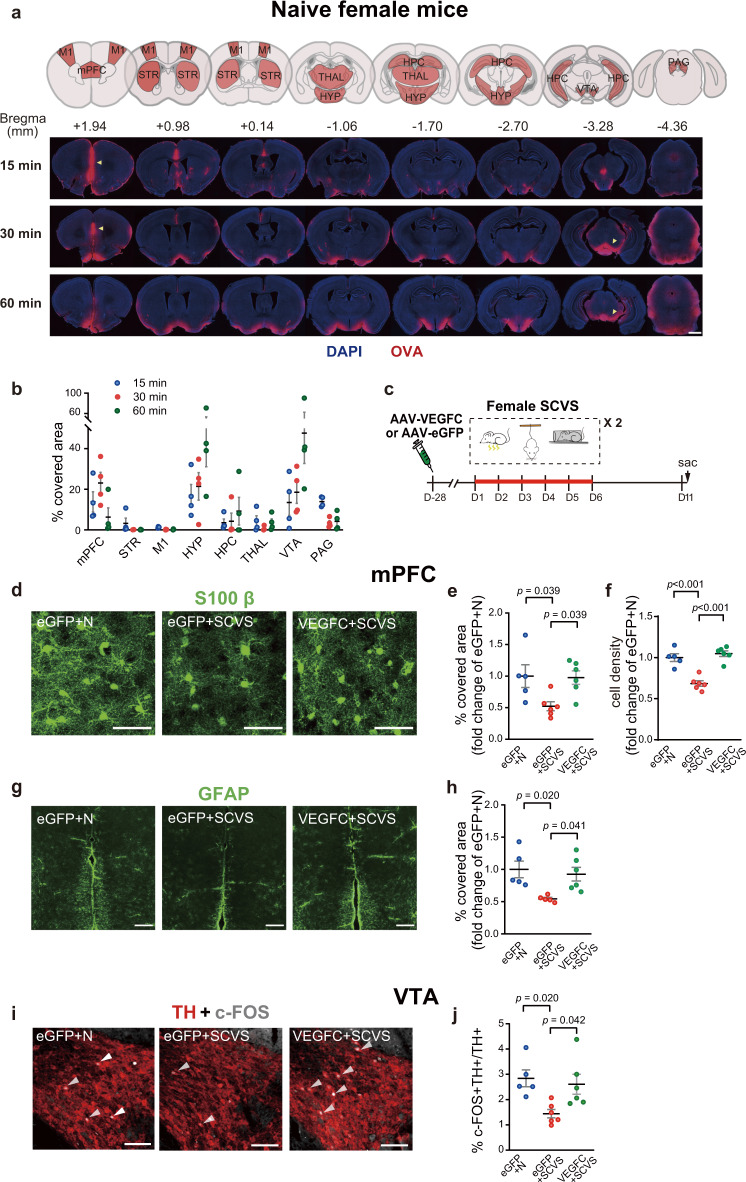
Intracisternal delivery of AAV-VEGFC in female mice rescues sub-chronic variable stress (SCVS)-induced impaired expression of astrocytic markers in the mPFC and cFOS expression in the VTA dopaminergic neurons. **a** Upper panel, the coronal atlas, with the brain regions of interest highlighted in orange. Lower panel, Representative images of intracisternally-injected OVA-Alexa Fluor 647 tracer (red) distribution in the brain sections at 15, 30, and 60 min post-injection, with DAPI staining (blue). Scale bars: 1000 μm. Yellow arrowheads indicated accumulation of tracer in the mPFC at 15 and 30 min post-injection, and in the VTA at 30 and 60 min post-injection. **b** Quantification of the distribution of tracer in multiple brain regions at different time points post-intracisternal injection (*n* = 4 per group). **c** The experimental timeline of the intracisternal AAV infusion, sub-chronic variable stress (SCVS) paradigm, and tissue collection (sac). **d**, **g** Representative images depicting the S100β (**d**: scale bars: 50 µm) and GFAP (**g**: scale bars: 200 µm) staining in the mPFC. **e**, **h** Quantification of the percentage of covered area by S100β (**e**) and GFAP (**h**) staining in mPFC. **f** Quantification of the density of S100β-labeled astrocytes in the mPFC. **i** Representative images of the TH (red) and c-FOS (gray) staining in the VTA. White arrowheads denote cells dual-labeled by c-FOS and TH. Scale bars: 100 µm. **j** Quantification of the percentage of c-FOS^+^ neurons in TH-labeled dopaminergic neurons in the VTA (**e**–**j**: *n* = 5–6 per group; results from two independent experiments). All data are presented as mean ± s.e.m. and analyzed by one-way ANOVA followed by Tukey’s post hoc tests. Source data are provided as a Source data file.

The mPFC is considered essential in rendering stress resilience^45^. In addition, previous studies have found hypoactive astrocytes in the mPFC of the postmortem brains of MDD patients^8–10^. Since the glymphatic system is aligned by astrocyte end-feet^42^, we reasoned that impairment of drainage through meningeal lymphatics by stress might lead to accumulation of macromolecules in the glymphatic system in the mPFC, which in turn resulted in impairment of mPFC astrocytes. Consistent with the clinical observations^8–10^, we found that SCVS significantly reduced the expression of astrocyte markers, S100β and GFAP, as well as the density of S100β-labeled astrocytes in the female mPFC. Improvement of meningeal lymphatics by intracisternal injection of AAV over-expressing VEGFC in the dura mater prevented stress-induced reduction of S100β and GFAP levels as well as astrocyte density in the mPFC (Fig. 3d–h).

In addition, decreased activity of dopaminergic neurons in the VTA has long been implicated in the development of depression^7^. We also found that SCVS reduced the expression of c-FOS, an indicator of neuronal activity^46^, in the tyrosine hydroxylase-positive (TH^+^) dopaminergic neurons in the VTA of female mice. AAV-mediated VEGFC overexpression in the dura mater significantly enhanced c-FOS expression in the TH^+^ neurons, indicating an improvement in VTA dopaminergic neuronal activity (Fig. 3i–j). Of note, the expression of c-FOS in the mPFC or the expression of GFAP in the VTA was not significantly changed by SCVS (Supplementary Fig. 8). Furthermore, the VEGFC treatment alone did not alter astrocytic protein expression in the mPFC or c-FOS expression in VTA dopaminergic neurons (Supplementary Fig. 5n–t) in non-stressed female mice, suggesting that enhancement of meningeal lymphatics per se was not sufficient to alter the mPFC astrocytes and the VTA dopaminergic neuronal activity.

One of the key physiological functions of lymphatic vessels is to absorb and transport lipids^47^. On the other hand, lipids are enriched and engaged in a wide range of physiological functions in the brain^48^. Previous studies have reported that chronic unpredictable stress alters lipidomic profiles in the prefrontal cortex^49^, and the activity of dopaminergic neurons in the VTA can be modulated by triacylglycerols (TAGs)^50^. As efflux of ISF macromolecules decreased after SCVS (Supplementary Fig. 7l–q), we reasoned that impairment of meningeal lymphatics by SCVS might lead to accumulation of lipids in the brain parenchyma, which in turn caused abnormalities in the mPFC and the VTA, whereas the VEGFC treatment prevented these changes. Toward that end, we performed lipidomic analyses of the mPFC, the VTA and the dura mater, comparing three groups of female mice as follows: (1) naive mice injected with AAV-eGFP, (2) mice injected with AAV-eGFP and experienced SCVS, and (3) mice injected with AAV-VEGFC and experienced SCVS (Supplementary Fig. 9a). The partial least squares discrimination analysis (PLS-DA) score plots showed clear separations of the three groups (Supplementary Fig. 9b). After SCVS, significant increase in a variety of lipids including long-chain TAGs was notable in the mPFC while a small subset of TAGs were also increased in the VTA after SCVS, which were partially prevented by the VEGFC treatment (Supplementary Fig. 9c, d). Importantly, the VEGFC treatment significantly increased a panel of lipid molecules, including long-chain TAGs, in the dura mater (Supplementary Fig. 9e). These findings were consistent with the notion that increased drainage through meningeal lymphatic by the VEGFC treatment might facilitate lipid efflux and reduced stress-induced accumulation of lipid molecules in the mPFC and the VTA of female mice.

To examine the functional link between identified lipids significantly changed by SCVS in the mPFC and the VTA of female mice, we focused on the long-chain TAGs, which were accumulated in both brain regions after SCVS and the accumulation were partially prevented by the VEGFC treatment. The results showed that direct injection of TAGs into the mPFC led to significant loss of astrocytes, whereas in the VTA the injection decreased the expression of c-FOS in the TH^+^ dopaminergic neurons (Supplementary Fig. 9f–i).

Collectively, the findings above suggest that enhancement of meningeal lymphatics by VEGFC prevented SCVS-induced abnormalities in the mPFC astrocytes and the VTA dopaminergic neurons in the female mice, likely through the facilitation of long-chain TAG efflux from the two brain regions.

### Impairment of meningeal lymphatics renders male mice susceptible to stress

Could impairment of meningeal lymphatics in male mice facilitate the induction of depression-like phenotypes by SCVS? The VEGFC binds VEGFR3 to regulate lymphangiogenesis^51^. Intracisternal injection of AAV expressing VEGFR3_d1-4_-IgG Fc has been reported to disrupt the growth of meningeal lymphatic vessels^39^. The VEGFR3_d1-4_-IgG Fc contains the extracellular domains 1–4 of VEGFR3 that bind to VEGFC, but the intracellular domain was replaced with the immunoglobulin fragment crystallizable domain (Fc). Thus, VEGFR3_d1-4_-IgG Fc competes with endogenous VEGFR3 for VEGFC binding but fails to initiate signaling. The control virus expressed the IgG Fc-fused extracellular domains of 4–7 of VEGFR3, which does not bind to VEGFC^39,52–54^. We injected AAV expressing VEGFR3_d1-4_-IgG Fc or VEGFR3_d4-7_-IgG Fc as control into the cisterna magna of male mice (Fig. 4a). The AAV-infected cells were found mostly near LYVE1-labeled meningeal lymphatics in the TS/COS and part of the SSS that covered the olfactory bulb in the dura mater (Fig. 4b). The overexpression of VEGFR3_d1-4_-IgG Fc from the AAV-infected cells would sequester VEGFC in the microenvironment and prevent them from binding to VEGFR3 on the meningeal LECs. Both groups of mice were then subjected to 6-day SCVS (Fig. 4a). The results showed that VEGFR3_d1-4_-IgG Fc overexpression significantly reduced LYVE1 expression in the SSS and TS/COS of dura mater, as well as the diameter and the coverage area of LYVE1-labeled meningeal lymphatics (Fig. 4c–g). In parallel, there were significant decreases in the amount of intracisternally injected tracer detected in the dura mater and dCLNs (Fig. 4c, h–j).

**Fig. 4:**
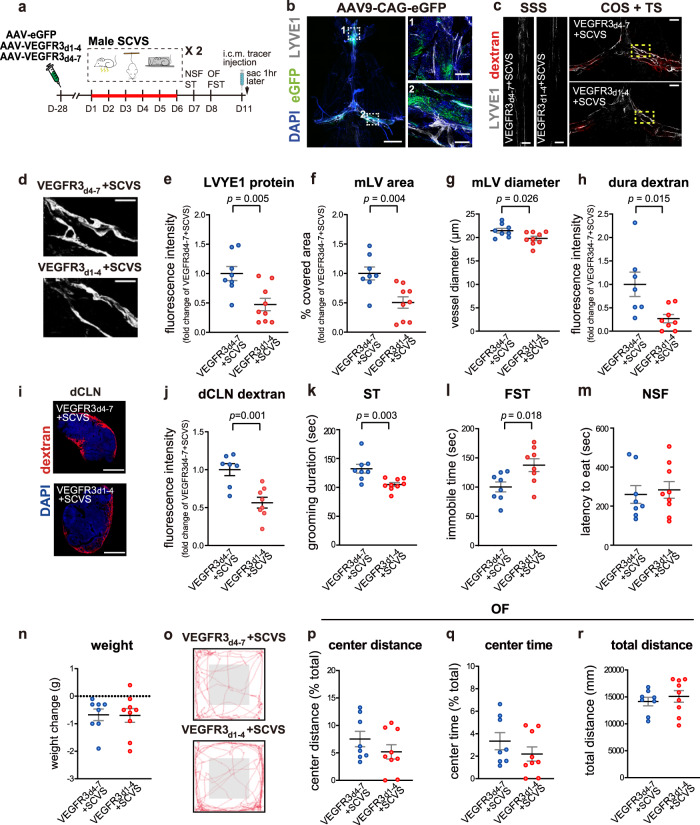
Intracisternal delivery of AAV-VEGFR3_d1-4_ impairs meningeal lymphatics and promotes stress-induced depression-like behaviors in male mice. **a** The experimental timeline of the AAV infusion, sub-chronic variable stress (SCVS), behavioral tests, trace injection into the cisterna magna (i.c.m.), and tissue collection (sac). **b** Representative images of eGFP (green)-labeled AAV9-infected cells surrounding LYVE1 (gray)-positive meningeal lymphatics (mLV). Nuclei: DAPI (blue). Left: whole mount dura mater, scale bars: 2000 µm. Right: enlarged views of the boxed areas from the image on the left, scale bars: 200 µm. **c** Representative images of the LYVE1 staining (gray) and the dextran tracer (red) in the SSS and COS + TS areas of dura mater, comparing male mice injected with AAV-VEGFR3_d1-4_ (VEGFR3_d1-4_ + SCVS) with those injected with AAV-VEGFR3_d4-7_ (VEGFR3_d4-7_ + SCVS). Both groups experienced SCVS. Scale bars: 500 µm. **d** Representative images of LYVE1^+^ mLV at higher magnification. Scale bars: 200 µm. **e**–**h** Quantification of the fluorescence intensity of the LYVE1 staining (**e**), the area covered by mLV (**f**), the diameter of LYVE1^+^ mLV (**g**), and the fluorescence intensity of the dextran tracer in the SSS and COS + TS areas of dura mater (**h**). **i** Representative images of dextran tracer (red) and DAPI (blue) in the dCLNs. Scale bars: 500 µm. **j** Quantification of the fluorescence intensity of dextran tracer in the dCLNs. **k**–**n** Quantification of grooming duration in the splash test (ST, **k**), the immobile time in the forced swim test (FST, **l**), the latency to eat in the novelty-suppressed feeding test (NSF, **m**) and changes in the body weight (**n**). **o** Representative traces of animal’s paths in the open field (OF). The center zone: the gray box in the center. **p**–**r** Quantification of the traveled distance in the center zone as a percentage of the total traveled distance (**p**), the time spent in the center zone as a percentage of the total time (**q**), and total traveled distance (**r**) in the OF (**e**–**g**, **k**–**n**, **p**–**r**: *n* = 8–9 per group; **h**, **j**: *n* = 7–8 per group; results from two independent experiments). All data are presented as mean ± s.e.m. and analyzed by unpaired Student’s *t* tests (**e**–**h**, **j**–**l**, **n**, **p**–**r**) or Mann–Whitney test (**m**). Source data are provided as a Source data file.

Importantly, the VEGFR3_d1-4_-IgG Fc overexpressed male mice showed significantly decreased grooming time in the splash test, increased immobility time in the forced-swim test, and impaired social interactions after SCVS (Fig. 4k, l and Supplementary Fig. 6f–I). There was no significant difference in the latency to feeding in the novelty-suppressed feeding test, change of body weight, overall locomotion and exploration of the center zone in the open field test, nor in the sucrose preference test between groups of VEGFR3_d1-4_ or VEGFR3_d4-7_ overexpressed male mice (Fig. 4m–r and Supplementary Fig. 6f, j).

Of note, without SCVS, the VEGFR3_d1-4_ treatment alone did not affect the performance of non-stressed male mice in the tests for depression-like behaviors (Supplementary Fig. 10a–d), suggesting that impairment of meningeal lymphatic per se was not sufficient to induce depression-like behaviors in male mice, but increased their susceptibility to stress. There was a trend toward decease in the time spent in the center zone of the open field arena (*p* = 0.055) for the VEGFR3_d1-4_ treatment group, indicating a potential anxiogenic phenotype (Supplementary Fig. 10e–h). Furthermore, intracisternal injection of AAV overexpressing VEGFC in male mice subjected to SCVS did not affect animals’ performances in depression- and anxiety-like behavioral tests, as well as changes in body weight (Supplementary Fig. 10i–q), suggesting existence of a “ceiling effect” for the role of meningeal lymphatics in regulating depression- and anxiety-like behaviors.

Similar to female mice (Fig. 3a, b), there was an enrichment of tracer in the mPFC at 15–30 min post-injection, and in the hypothalamus and the VTA at 30–60 min post-injection in naive male mice (Fig. 5a, b). SCVS did not significantly alter astrocytic protein expression in the mPFC, nor alter c-FOS expression in the TH^+^ dopaminergic neurons in the VTA of male mice. However, the VEGFR3_d1-4_ treated male mice exhibited significantly less S100β and GFAP expression as well as reduced density of S100β^+^ astrocytes in the mPFC, and less c-FOS expression in the TH^+^-dopaminergic neurons in the VTA after SCVS (Fig. 5c–j).

**Fig. 5:**
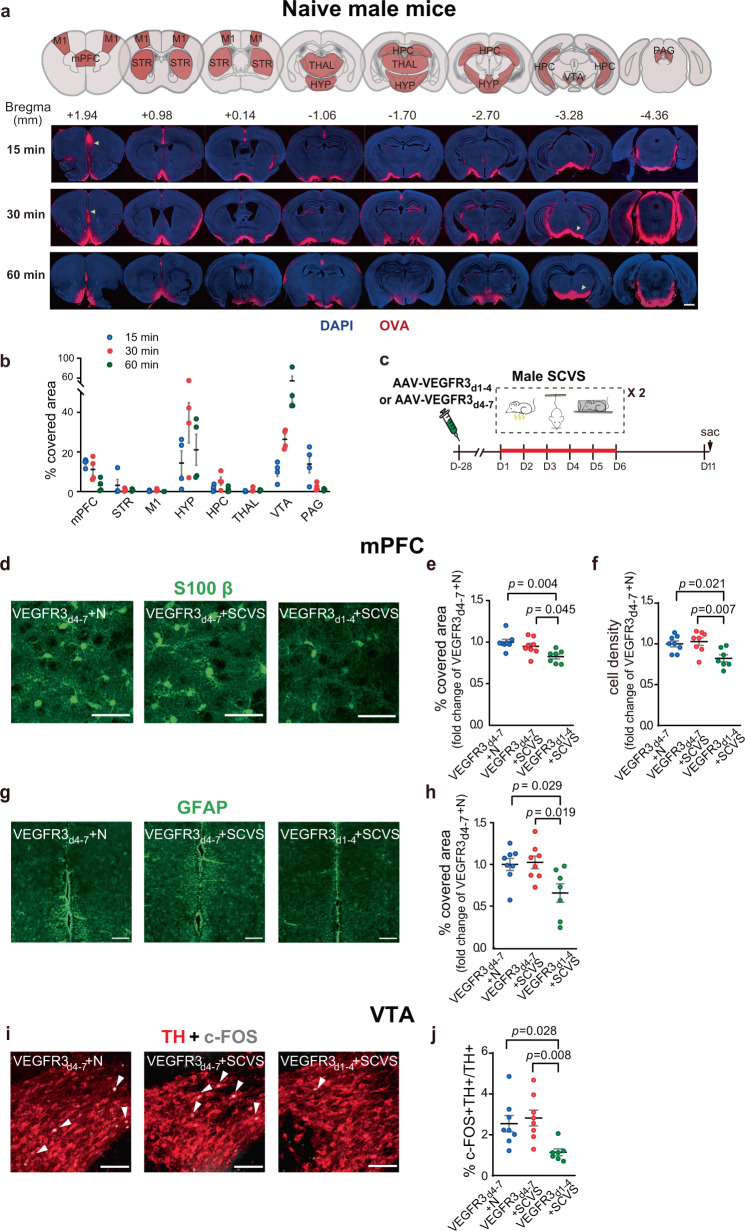
Intracisternal delivery of AAV-VEGFR3_d1-4_ in male mice promotes sub-chronic variable stress (SCVS)-induced impaired expression of astrocytic markers in the mPFC and cFOS expression in the VTA dopaminergic neurons. **a** Upper panel, the coronal atlas, with the brain regions of interest highlighted in orange. Lower panel, Representative images of intracisternally-injected OVA-Alexa Fluor 647 tracer (red) distribution in the brain sections at 15, 30, and 60 min post-injection, with DAPI staining (blue). Scale bars: 1000 μm. Yellow arrowheads indicated accumulation of tracer in the mPFC at 15 and 30 min post-injection, and in the VTA at 30 and 60 min post-injection. **b** Quantification of the distribution of tracer in multiple brain regions at different time points post-intracisternal injection (*n* = 4 per group). **c** The experimental timeline of the intracisternal AAV infusion, SCVS paradigm and tissue collection (sac). **d**, **g** Representative images depicting the S100β (**d**: scale bars: 50 µm) and GFAP (**g**: scale bars: 200 µm) staining in the mPFC. **e**, **h** Quantification of the percentage of covered area by S100β (**e**) and GFAP (**h**) staining in mPFC. **f** Quantification of the density of S100β-labeled astrocytes in the mPFC. **i** Representative images of the TH (red) and c-FOS (gray) staining in the VTA. White arrowheads denote cells dual-labeled by c-FOS and TH. Scale bars: 100 µm. **j** Quantification of the percentage of c-FOS^+^ neurons in TH-labeled dopaminergic neurons in the VTA (**e**, **f**, **h**, **j**: *n* = 7–8 per group; results from two independent experiments). All data are presented as mean ± s.e.m. and analyzed by one-way ANOVA followed by Tukey’s post hoc tests. Source data are provided as a Source data file.

Due to the concern of potential lymphatic-independent effects of manipulation of VEGFC-VEGFR3 signaling on stress susceptibility, we also examined whether ligation of the lymphatic afferent vessels to the dCLNs, which blocks the drainage pathway through meningeal lymphatics^28,29^, rendered male mice susceptible to SCVS. Compared to sham-operated mice, male mice received the ligation surgery showed less intracisternally-injected tracer drained to the dCLNs (Fig. 6a–c). Moreover, these mice exhibited decreased grooming duration in the splash test and increased immobility in the forced-swim tests after SCVS, without significant alterations of behaviors in the novelty-suppressed feeding test and the open field test as well as body weight changes (Fig. 6d–k). These mice also showed decreased S100β and GFAP expression as well as reduced density of S100β^+^ astrocytes in the mPFC, and reduced c-FOS expression in the TH^+^ dopaminergic neurons in the VTA after SCVS (Fig. 6l–r).

**Fig. 6:**
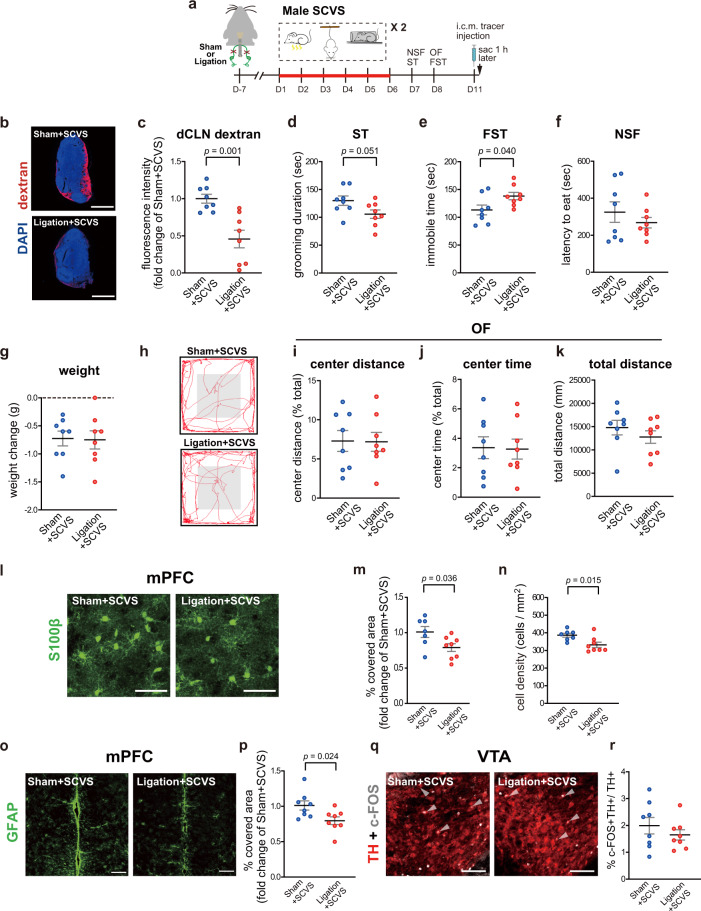
Surgical ligation of the lymphatic vessels afferent to the deep cervical lymph nodes (dCLN) in male mice promotes sub-chronic variable stress (SCVS)-induced depression-like behaviors as well as reduction of astrocytic protein expression in the mPFC and c-FOS expression in the VTA dopaminergic neurons. **a** The experimental timeline of the surgical ligation of the lymphatic vessels afferent to the dCLN, sub-chronic variable stress (SCVS) paradigm, behavioral tests, injection of the dextran tracer into the cisterna magna (i.c.m.), and tissue collection (sac). **b** Representative images depicting the dextran tracer (red) and DAPI (blue) in the dCLN. Scale bars: 500 µm. **c** Quantification of the fluorescence intensity of dextran tracer in the dCLN. **d** Quantification of grooming duration in the splash test (ST). **e** Quantification of the immobile time in the forced swim test (FST). **f** Quantification of the latency to eat in the novelty-suppressed feeding test (NSF). **g** Quantification of changes in the body weight by SCVS. **h** Representative traces of animal’s paths in the open field (OF). **i**–**k** Quantification of the traveled distance in the center zone as a percentage of the total traveled distance (**i**), the time spent in the center zone as a percentage of the total time (**j**), and total traveled distance (**k**) in the OF. **l**, **o** Representative images of the S100β (**l**: scale bars: 50 µm) and GFAP (**o**: scale bars: 200 µm) staining in the mPFC. **m**, **p** Quantification of the percentage of covered area by S100β (**m**) and GFAP (**p**) staining in mPFC. **n** Quantification of the density of S100β-labeled astrocytes in mPFC. **q** Representative images of the TH (red) and c-FOS (gray) staining in the VTA. White arrowheads denote cells dual-labeled by c-FOS and TH. Scale bars: 100 µm. **r** Quantification of the percentage of c-FOS^+^ neurons in TH-labeled dopaminergic neurons in the VTA (**c**–**g**, **i**–**k**, **p**, **r**: *n* = 8 per group; **m**, **n**: *n* = 7–8 per group; results from two independent experiments). All data are presented as mean ± s.e.m. and analyzed by unpaired Student’s *t* tests. Source data are provided as a Source data file.

Collectively, the data above revealed that impairment of meningeal lymphatics or drainage through meningeal lymphatics increased the susceptibility of male mice to stress, and facilitated stress-induced abnormalities in the mPFC and the VTA.

### Sub-chronic variable stress changes the transcriptional profile of meningeal lymphatic endothelial cells in female mice

To explore the mechanism by which stress regulates meningeal lymphatics, we wondered whether the differential impairment of meningeal lymphatics in female but not male mice by SCVS was due to sex difference in the level of corticosterone, the stress hormone considered as important for pathological development of depression and anxiety^55,56^. Toward that end, we measured serum corticosterone levels before and after the completion of SCVS in both female and male mice (Supplementary Fig. 11a). Consistent with previous reports on circadian oscillation of corticosterone levels^57^, the serum corticosterone levels were higher at 8:00 PM as compared with those at 8:00 AM in the naive female and male mice without detectable sex difference. Notably, when comparing serum corticosterone levels at 8:00 AM, increases in corticosterone levels were evident in both female and male mice after SCVS as compared to the naive mice. However, dramatic decreases in corticosterone levels were observed in female and male mice after SCVS when the serum corticosterone levels were examined at 8:00 PM (Supplementary Fig. 11b, c). Therefore, the circadian oscillation of serum corticosterone levels was blunted after SCVS, with similar magnitudes of changes detected in both female and male mice. To directly examine the effect of corticosterone on meningeal lymphatics, male mice received consecutive corticosterone injection for 28 days, which generated depression-like phenotypes as reported previously (Supplemental Fig. 11d–f)^58^. However, the chronic corticosterone administration did not induce detectable changes in the meningeal lymphatics as measured by the LYVE1 expression, the coverage of LYVE1-labeled meningeal lymphatics as well as the diameter of meningeal lymphatics (Supplemental Fig. 11g–k). Our findings therefore suggested that corticosterone was unlikely to be responsible for the SCVS-induced sex-dependent impairment of meningeal lymphatics.

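For RNA sequencing, meningeal LECs were sorted from the dura mater of female mice as CD45-CD31+PDPN+ cells, with 5 biological replicates from naive mice and 5 from mice after 6 days of SCVS, each pooled from 3 to 4 animals. The authors amplified the RNA with a whole-transcriptome kit made for very small inputs, aligned the reads to the mm9 mouse genome and deposited the raw count of reads on each gene for each replicate. The paper's text does not name the program that counted the reads, its annotation or its use of strand. The deposited table lists 55401 genes, of which 25952 had no read in any replicate. Between 10421467 and 13975282 reads were counted on genes in each naive replicate and between 9984743 and 14094155 in each SCVS replicate, with medians of 13329263 and 12324922. At these depths, 3 counts, taken as the floor below which a gene cannot be told from an undetected one, correspond to between 0.213 and 0.3005 CPM, the count scaled to a total of 1000000 per replicate. The reads carry no molecular identifiers, so such a floor covers counting error only and not the loss of transcripts before amplification. Reads were found on 14467 ± 547 genes in naive mice (SD, n = 5) and on 15165 ± 808 genes in SCVS mice (SD, n = 5), a difference within the spread of the replicates (exact permutation test, two-sided, p = 0.151). Genes with more than 5 counts in at least 3 of the 10 replicates, which is the filter given in the paper's methods, were tested, 14815 in all, after TMM normalization with edgeR. The correlation of log2 CPM across these genes was 0.417 to 0.632 between naive replicates, 0.516 to 0.612 between SCVS replicates and 0.439 to 0.626 between replicates of different groups, and genes are not independent replicates. The biological coefficient of variation estimated by edgeR, which is the replicate SD of a gene's expression relative to its mean, was 1.59. Among the tested genes, 5153 (34.8%) had 0 counts in one naive replicate and at least 100 in another, and 4820 (32.5%) did so among the SCVS replicates. No read was counted on the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, and Xist had between 407 and 6632 counts in each replicate. As a check on the sorted cells, 12 lists of genes, 11 of them markers of cell types and 1 of immediate early genes, were scored in each replicate as the mean of log2(CPM + 1). The lymphatic endothelial list (Prox1, Lyve1, Flt4, Pdpn, Mmrn1, Ccl21a, Reln, Tbx1 and Maf) scored 4.79 ± 2.18 (SD, n = 5) in naive mice and 6.13 ± 1.18 (SD, n = 5) in SCVS mice (exact permutation test, two-sided, p = 0.278). The blood endothelial list (Flt1, Plvap, Cldn5, Sox17, Vwf, Ly6c1, Slco1a4 and Aplnr) scored 7.62 ± 2.93 and 8.30 ± 0.41 (SD, n = 5 each; exact permutation test, two-sided, p = 0.968). After Benjamini-Hochberg adjustment over the 12 lists, no list differed between the groups, and the smallest adjusted p was 0.905 (exact permutation test), for the myeloid and the erythroid lists. These tests compare the groups and do not show which cells each library came from. Pdpn, a marker used in the sort, had 0 counts in naive replicate 1 and 51 to 2920 in the others. Prox1 had 0 counts in naive replicate 1 and 2 in SCVS replicate 5.

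**Figure D1:**
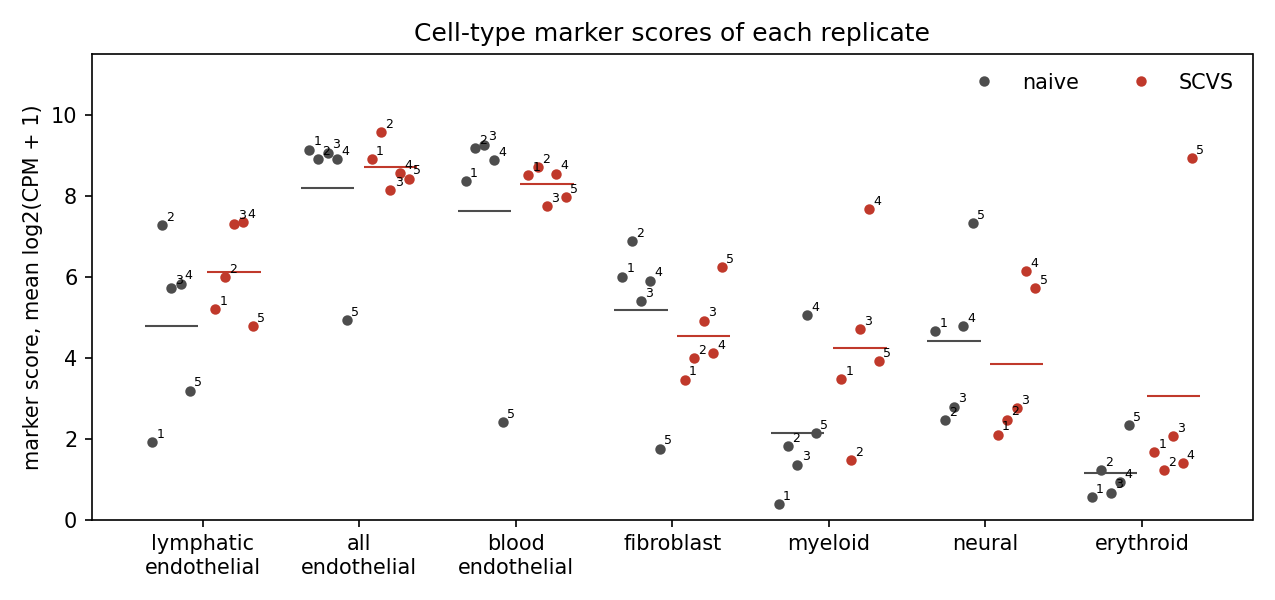
Marker score (mean log2(CPM + 1) over a list of marker genes, vertical axis) for 7 lists of cell-type markers, with 1 point per replicate, its replicate number beside it, and the mean of each group as a line. Naive replicate 5 lies below every other replicate for the markers of all endothelial cells, at 4.93, and SCVS replicate 5 lies above every other replicate for the erythroid markers, at 8.92.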

To further explore the molecular mechanisms by which stress affects meningeal lymphatics, we performed RNA-seq analysis of meningeal LECs (CD45^−^CD31^+^PDPN^+^) sorted from female mice subjected to SCVS and from non-stressed counterparts (Fig. 7a, b). We found that the percentage of LECs in the total viable cells were significantly lowered in the dura mater of stressed female mice compared to non-stressed mice, further supporting our observation above that SCVS impaired meningeal lymphatics (Fig. 7c). No significant changes were detected in other meningeal cell types, including the blood endothelial cells (CD45^−^CD31^+^PDPN^−^), leukocytes (CD45^+^) or other stromal cells (CD45^−^CD31^−^, composed mostly of fibroblast-like cells) (Fig. 7d–f)^43^.

**Fig. 7:**
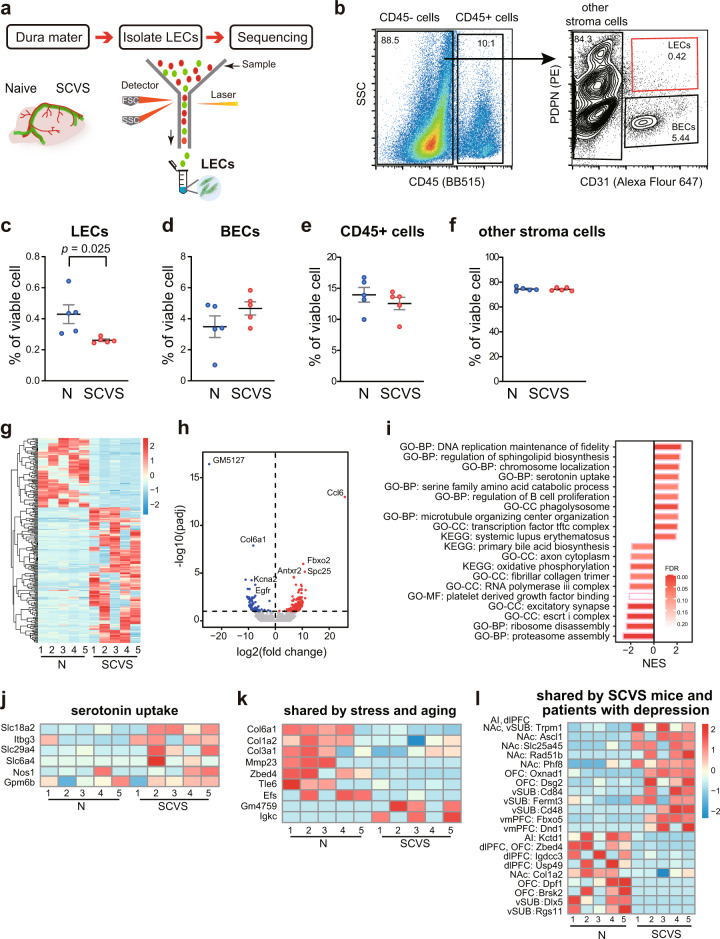
Sub-chronic variable stress (SCVS) induces transcriptional changes of meningeal lymphatic endothelial cells in female mice. **a** Schematic of harvesting the dura mater, isolating meningeal lymphatic endothelial cells (LECs) by fluorescence-activated cell sorting (FACS) and RNA sequencing. **b** Representative dot and contour plots showing the gating strategy used to isolate meningeal LECs (CD45^−^PDPN^+^CD31^+^). **c**–**f** Quantification of the percentages of LECs (**c**), blood endothelial cells (BECs, gated as CD45^−^PDPN^−^CD31^+^) (**d**), CD45^+^ leukocytes (**e**) and other stromal cells (CD45^−^CD31^−^) (**f**) in viable cells, comparing female SCVS mice with non-stressed naive mice (N) (5 biological replicates per group. Each replicate was pooled from 3 to 4 animals). Data are presented as mean ± s.e.m. and analyzed by unpaired Student’s *t* tests. **g** Heatmap showing relative expression levels of differentially expressed genes (DEGs, adjusted *p* < 0.1 by Deseq2) in the meningeal LECs, comparing naive (N) with SCVS groups. Color scale bar values represent standardized rlog-transformed values across samples. **h** Volcano plot showing gene expression changes by comparing naive (N) with SCVS groups. Blue and red dots represent significantly downregulated and upregulated genes, respectively. **i** Top enriched (normalized enrichment score, NES > 0; false-discovery rate, FDR < 0.25) and de-enriched (NES < 0, FDR < 0.25) gene sets in the SCVS samples revealed by gene set enrichment analysis (GSEA). GO-BP: gene ontology – biological process, GO-CC: gene ontology – cellular component, GO-MF: gene ontology – molecular function, KEGG: the Kyoto Encyclopedia of Genes and Genomes signaling pathway. **j** Heatmap of DEGs enriched in the serotonin uptake pathway. **k** Heatmap of DEGs co-regulated by stress and aging. **l** Heatmap of DEGs shared by LECs of female mice after SCVS and brain regions of depressed humans. AI anterior insula, NAc nucleus accumbens, vSUB ventral subiculum, dlPFC dorsolateral PFC, vmPFC ventromedial PFC, OFC orbitofrontal cortex. Source data are provided as a Source data file.

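In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no gene had an adjusted p under 0.1 between SCVS and naive mice, and the smallest adjusted p was 0.964. Without naive replicate 5 no gene passed either, and the smallest adjusted p in that test was 0.3345. With all replicates, 460 genes had an unadjusted p under 0.05, where 740.8 would be expected among the tested genes if none differed. This number depended on the fit, with 774 in limma with voom and 661 in DESeq2. With no filter on low counts, edgeR's quasi-likelihood test gave 4941 of 29449 genes, where 1472 would be expected. DESeq2 with its default settings on the 14815 filtered genes gave 114 with an adjusted p under 0.1, of which 74 were higher and 40 lower in SCVS, and its Cook's filter on outlying counts left 817 genes without a p. Without that filter the number was 123. With no floor set on the counts, every SCVS replicate lay above or below every naive replicate in CPM for 93 genes. Of them 66 were higher and 27 lower in SCVS, where chance gives 0.794% of genes, or 117.6, if no values are tied. Among the 93, the 3 with the smallest p in each direction were Fbxo2, Rap2b and Phf11b, higher in SCVS, and Gm5141, Tmtc2 and Zbed4, lower in SCVS. Fbxo2 (ENSMUSG00000041556, mm9 chromosome 4, 147534730 to 147540533) had 0 counts in every naive replicate and 76 to 558 counts in the SCVS replicates, or 20.6 ± 15.9 CPM (SD, n = 5), which is at least 86.9-fold higher. Here and below, such a bound sets a group mean against the floor of 3 counts. It does not cover the spread between replicates. Rap2b (ENSMUSG00000036894, chromosome 3, 61168429 to 61172625) had at most 1 count in naive mice and 1.84 ± 1.15 CPM (SD, n = 5) in SCVS mice, at least 7.77-fold higher, and a gene on the opposite strand overlaps it. SCVS replicate 3 had 3 Rap2b counts, which is at the floor. Phf11b (ENSMUSG00000091649, chromosome 14, 59939801 to 59960167) had 0.264 ± 0.363 CPM in naive mice and 31.2 ± 34.3 CPM in SCVS mice (SD, n = 5 each). Gm5141 (ENSMUSG00000091183, chromosome 13, 62470223 to 62473296) had 21.1 ± 23.1 CPM in naive mice (SD, n = 5) and at most 3 counts in SCVS mice, at least 85.9-fold lower. Tmtc2 (ENSMUSG00000036019, chromosome 10, 104624719 to 105011507), which 4 annotated genes overlap, had 79.1 ± 33.4 CPM in naive mice and 18.3 ± 9.82 CPM in SCVS mice (SD, n = 5 each), a log2 fold change of −2.20 (standard error 0.57). Zbed4 (ENSMUSG00000034333, chromosome 15, 88582090 to 88614946) had 7.02 ± 7.48 CPM in naive mice (SD, n = 5) and at most 1 count in SCVS mice, at least 28.5-fold lower. Naive replicate 3 had 2 Zbed4 counts, which is below the floor. The adjusted p of each of these 6 genes was 0.964 in edgeR's quasi-likelihood test, which is also that of Gm5127, Kcna2, Spc25 and Antxr2, labeled in the volcano plot of Fig. 7h. DESeq2 with its default settings called all 8 genes labeled there, with an adjusted p of 4.895e-09 for Fbxo2, 4.841e-07 for Antxr2, 3.694e-06 for Spc25, 6.393e-05 for Kcna2 and at most 1e-10 for Gm5127. It also called Phf11b (1.98e-06), Gm5141 (2.838e-06), Tmtc2 (0.00568) and Zbed4, but not Rap2b (0.283). For each of these 10 genes the highest adjusted p among the alternatives planned in advance was 1.0. All of the 10 apart from Gm5127 and Tmtc2 also passed the threshold in edgeR's likelihood ratio test, Rap2b with 0.0997, and Fbxo2 and Gm5141 passed it in limma with voom. Gm5127 (ENSMUSG00000073010, chromosome X, 103778525 to 103905896), a gene that overlaps 8 others, had 518 and 525 counts in 2 naive replicates, 10 in 1 naive replicate and 0 in the other 7 replicates. Kcna2 (ENSMUSG00000040724, chromosome 3, 106904485 to 106909797) had 31.4 ± 29.0 CPM in naive mice and 0.196 ± 0.352 CPM in SCVS mice (SD, n = 5 each), with 10 counts in SCVS replicate 2 and at most 1 in each of the others. Spc25 (ENSMUSG00000005233, chromosome 2, 69031952 to 69044251) had 0 counts in every naive replicate and 29.1 ± 31.8 CPM in SCVS mice (SD, n = 5), at least 122.9-fold higher. Antxr2 (ENSMUSG00000029338, chromosome 5, 98313707 to 98459981) had 0.251 ± 0.389 CPM in naive mice, most of it in replicate 2, and 28.7 ± 16.5 CPM in SCVS mice (SD, n = 5 each), a log2 fold change of 6.76 (standard error 1.62).

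**Figure D2:**
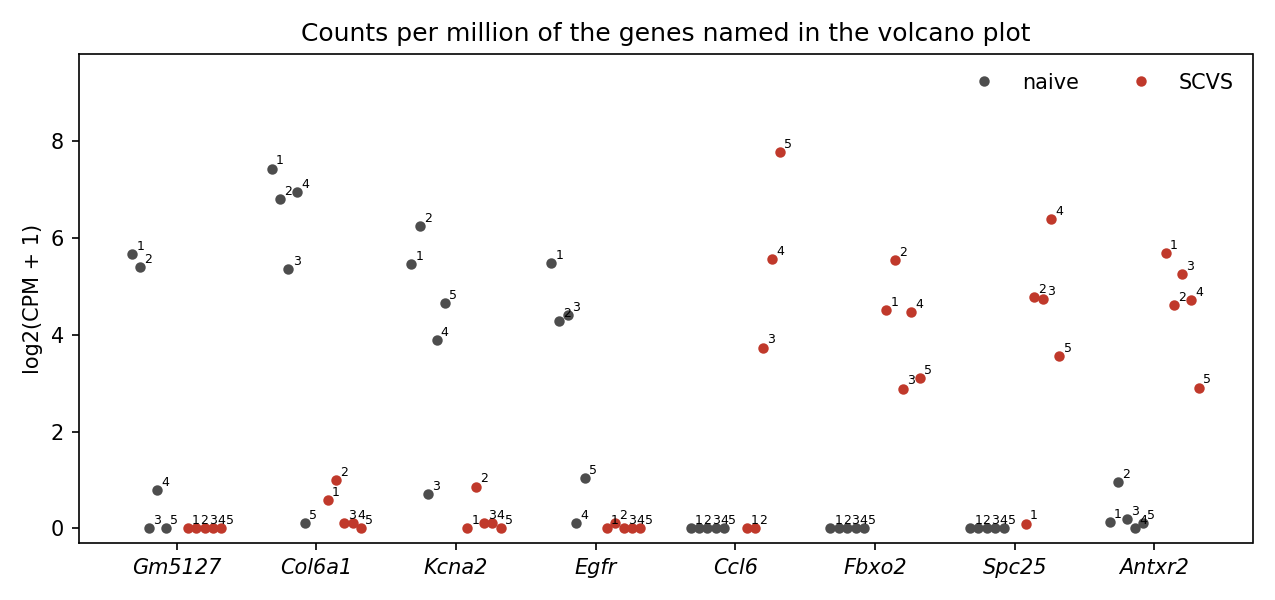
Expression as log2(CPM + 1) (vertical axis) of the 8 genes labeled in the volcano plot, with 1 point per replicate and its replicate number beside it, naive mice at the left and SCVS mice at the right of each gene. Every SCVS replicate of Fbxo2 lies above 0 and every naive replicate at 0, whereas 2 naive replicates of Gm5127 stand apart from the other 3.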

Deseq2 analysis with a cutoff of *p*-adjusted <0.1 identified a total of 236 differentially expressed genes (DEGs), with 156 upregulated and 80 downregulated by SCVS in the meningeal LECs (Fig. 7g, h). Notably, the expression of epidermal growth factor receptor (*Egfr*) was among the top downregulated genes by stress, indicating a deficit in signaling supporting lymphatic sprouting^59^ (Fig. 7h). 

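Egfr (ENSMUSG00000020122) lies on chromosome 11 of mm9 from 16652206 to 16818161, where the annotation places 2 other genes on the opposite strand. It had 456, 236 and 284 counts in naive replicates 1 to 3, 1 and 14 counts in naive replicates 4 and 5, and a single count over all SCVS replicates. Its mean was 16.7 ± 17.8 CPM in naive mice (SD, n = 5) and 0.0164 ± 0.0367 CPM in SCVS mice (SD, n = 5), which is at least 68.04-fold lower in SCVS. The spread of the naive replicates was larger than this difference in means, and the adjusted p was 0.964 in edgeR's quasi-likelihood test. DESeq2 gave an adjusted p of 2.437e-04, and across the alternatives planned in advance the adjusted p ranged from 2.418e-04, in DESeq2 without Cook's filter, to 1.0.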

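The gene sets of the paper's enrichment analysis come from MSigDB and are not used here. Instead, 4 families defined by gene symbol were tested over the same genes with camera, a competitive test of whether a family's genes move apart from the others, with its preset correlation between genes of 0.01. Proteasome subunits and assembly factors (48 genes) did not differ between SCVS and naive mice, with an adjusted p of 0.619 over the 4 families (camera in edgeR) and a median log2 fold change of 0.03. Cytosolic ribosomal proteins (85 genes) had a median log2 fold change of −0.06 and an adjusted p of 0.437 (camera in edgeR), and nuclear genes of the respiratory chain (99 genes) had a median of −0.06 and an adjusted p of 0.228 (camera in edgeR). Collagen chains (34 genes) were lower in SCVS mice, with a median log2 fold change of −0.72, 26 of 34 genes lower and an adjusted p of 0.0107 (camera in edgeR). When camera estimated the correlation between collagen genes from the data in place of the preset value, the adjusted p of the family was 0.767. A ranked enrichment test, fgsea, gave the collagen family a normalized enrichment score of −2.15 and an adjusted p of 0.00872, from permutations of genes and not of replicates.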

We further performed gene set enrichment analysis (GSEA), which revealed that gene sets involved in the regulation of DNA replication, sphingolipid biosynthesis, serotonin uptake were enriched in the meningeal LECs harvested from the stressed female mice, whereas gene sets engaged by proteasome assembly, ribosome disassembly, platelet-derived growth factor binding were de-enriched, suggesting that stress-induced profound functional changes of meningeal lymphatics (Fig. 7i). It is worth noting that the enrichment in the gene set of serotonin uptake (normalized enrichment score = 2.14, false discover rate = 0.059) in the meningeal LECs of stressed female mice indicates possible involvement of serotonin, a neurotransmitter critically engaged in depression, in mediating stress-induced impairment of meningeal lymphatics (Fig. 7i, j)^60,61^.

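Of the 6 serotonin uptake genes shown in Fig. 7j, 5 passed the filter on low counts, and their adjusted p in edgeR's quasi-likelihood test lay between 0.964 and 1.0. Slc18a2 (ENSMUSG00000025094, mm9 chromosome 19, 59335368 to 59370502) had 0.257 ± 0.361 CPM in naive mice and 26.0 ± 23.3 CPM in SCVS mice (SD, n = 5 each), a log2 fold change of 6.58 (standard error 2.14), with more than 3 counts in 1 naive and 4 SCVS replicates. It was the only one of the 6 genes that DESeq2 with its default settings called, with an adjusted p of 0.00774. Itgb3 (ENSMUSG00000020689, chromosome 11, 104469370 to 104531790) had 1.73 ± 3.75 CPM in naive mice, 88 of its counts being in replicate 1, and 12.3 ± 9.25 CPM in SCVS mice (SD, n = 5 each). Slc29a4 (ENSMUSG00000050822, chromosome 5, 143178055 to 143198443) had at most 3 counts in naive mice and 2.97 ± 3.76 CPM in SCVS mice (SD, n = 5), at least 12.5-fold higher. Nos1 (ENSMUSG00000029361, chromosome 5, 118231041 to 118408849) had 191 counts in naive replicate 4 and 80 and 134 counts in SCVS replicates 4 and 5, with at most 3 counts in the others, and its log2 fold change of 0.52 was smaller than its standard error of 2.50. With the number of genes detected as a covariate the log2 fold change of Nos1 was −2.89. Gpm6b (ENSMUSG00000031342, chromosome X, 162676843 to 162826920) had 213 ± 293 CPM in naive mice and 187 ± 122 CPM in SCVS mice (SD, n = 5 each), and its log2 fold change of −0.24 (standard error 1.01) became 1.10 without naive replicate 5, which held 9700 of its counts. Slc6a4 (ENSMUSG00000020838, chromosome 11, 76812105 to 76845842), the serotonin transporter, had 1372 counts in SCVS replicate 2, 10 in SCVS replicate 4 and 0 in the other 8 replicates, and was removed by the filter. The counting's use of strand is not stated, and genes on the opposite strand overlap Slc6a4 and Gpm6b.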

Previous studies have reported impairment of meningeal lymphatics by aging^30,32^. In addition, stress can accelerate brain aging and the progress of aging-related neurodegenerative diseases^62,63^. Thus, we wondered whether the regulation of meningeal LECs by stress and aging shared any common mechanism. Toward that end, we compared the DEGs identified in the current study with those identified in a previous study examining how aging affected the transcriptome of meningeal LECs^30^. 

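Col6a1 (ENSMUSG00000001119) lies on chromosome 10 of mm9 from 76171537 to 76188913 and had 89.0 ± 68.5 CPM in naive mice and 0.328 ± 0.416 CPM in SCVS mice (SD, n = 5 each), a log2 fold change of −8.15 (standard error 1.73; adjusted p = 0.964 in edgeR's quasi-likelihood test). Naive replicate 5 had a single Col6a1 count, whereas the other naive replicates had 559 to 1789. In DESeq2 the adjusted p of Col6a1 was 5.449e-07, and over the alternatives planned in advance it lay between 4.806e-07, in DESeq2 without Cook's filter, and 1.0. Col1a2 (ENSMUSG00000029661, chromosome 6, 4454814 to 4491543) had 130.9 ± 121 CPM in naive mice and 20.2 ± 16.2 CPM in SCVS mice (SD, n = 5 each), a log2 fold change of −2.70 (standard error 0.96; adjusted p = 0.975 in edgeR's quasi-likelihood test). Col3a1 (ENSMUSG00000026043, chromosome 1, 45368383 to 45406551) had 100.3 ± 131 CPM in naive mice and 5.62 ± 6.48 CPM in SCVS mice (SD, n = 5 each), a log2 fold change of −4.14 (standard error 1.88; adjusted p = 1.0 in edgeR's quasi-likelihood test and 0.435 in DESeq2), and 1 and 62 counts in naive replicates 4 and 5 lay within the SCVS range of 0 to 193. Mmp23 (ENSMUSG00000029061, chromosome 4, 155024764 to 155027493) had 133, 311 and 364 counts in naive replicates 1 to 3 and 0 in the other naive replicates and in every SCVS replicate, at least 51.4-fold lower in SCVS (adjusted p = 0.964 in edgeR's quasi-likelihood test and 0.0941 in DESeq2). Of the other 5 genes of Fig. 7k, Zbed4 passed the threshold in DESeq2 with an adjusted p of 0.00618, and Tle6, Efs, Gm4759 and Igkc had adjusted p of 0.229 to 0.395 there. Tle6 and Efs had more than 3 counts in 3 naive replicates and 1 SCVS replicate each, and Gm4759 and Igkc in 3 SCVS replicates and no naive replicate each. The data on aged mice with which the paper compares these genes are not analysed here.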

Interestingly, we found that several genes encoding collagen, including *Col6a1*, *Col1a2*, and *Col3a1* as well as a gene encoding a matrix metalloproteinase that processes collagen, *Mmp23*, were significantly downregulated by both stress and aging, suggesting that dissociation from the extracellular matrix might be a key event mediating meningeal lymphatic degeneration (Fig. 7k). To further explore whether gene expression changes identified in the stressed female mice in the current study share any similarity with those associated with human depression, we compared the DEGs identified in the current study with those identified in a previous study by Labonté et al.^64^ which explored changes in transcriptional profiles across 6 brain regions from postmortem tissues of patients suffered from female MDD. This analysis identified collectively 12 upregulated and 9 downregulated DEGs shared by LECs of female mice subjected to SCVS with at least one of the examined brain regions by Labonté et al. Among these DEGs, the most noticeable one is Trpm1, which encodes a transient receptor potential cation channel, and was upregulated in the LEC of female mice subjected to SCVS in our study as well as in ventral subiculum, dorsolateral prefrontal cortex, nucleus accumbens and anterior insula of female MDD patients, indicating it as a candidate gene worthy of further exploration for the development of depression. 

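The data of Labonté et al. are not analysed here, so the values below are those of the sorted meningeal cells. Trpm1 (ENSMUSG00000030523) lies on chromosome 7 of mm9 from 71298721 to 71414643, where a microRNA gene, Mir211, lies within it on the same strand. It had 0, 2, 3, 0 and 0 counts in the naive replicates and 131, 6, 118, 6 and 20 counts in the SCVS replicates, or 4.36 ± 4.67 CPM (SD, n = 5), which is at least 18.4-fold higher. Its adjusted p was 0.964 in edgeR's quasi-likelihood test and 0.138 in DESeq2. All 12 genes listed as upregulated in Fig. 7l had higher mean CPM in SCVS than in naive mice, with naive means from 0 to 1.75 and SCVS means from 3.47 for Rad51b to 62.9 for Fermt3. Phf8 was the only one of the 12 apart from Trpm1 with more than 3 counts in every SCVS replicate, and it had an adjusted p under 0.1 in DESeq2. Replicate counts of the remaining genes were uneven, as for Oxnad1, which had 0 counts in SCVS replicate 1 and 113 to 308 in the others, and Fermt3, which had 0 counts in SCVS replicate 3 and 485 to 1849 in the others. All 9 genes listed as downregulated had lower mean CPM in SCVS mice, and apart from Col1a2 none had an SCVS mean above 0.111 CPM. Of these 9, Kctd1, Dpf1, Dlx5, Rgs11 and Zbed4 had an adjusted p under 0.1 in DESeq2, and 1545 of the Rgs11 counts were in naive replicate 5. No gene of either list had an adjusted p under 0.964 in edgeR's quasi-likelihood test. When the 40 tested genes named in Fig. 7h and j to l were adjusted over that list alone, 37 had an adjusted p under 0.1 in edgeR's quasi-likelihood test, against 0 over all tested genes, but the list was drawn from these same data.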

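The counts of Col1a2 were 629, 4234, 1636, 1772 and 202 in naive replicates 1 to 5 and 209, 175, 9, 364 and 437 in SCVS replicates 1 to 5, so that naive replicate 5 lay within the SCVS range. Its adjusted p in DESeq2 with default settings was 0.253, and its log2 fold change lay between −3.41 and −2.02 over the alternatives planned in advance, all of them lower in SCVS.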

We also noticed that Col1a2, a downregulated gene in the LEC shared by aging and stress, was also downregulated in the nucleus accumbens of female MDD patients (Fig. 7l).

From the RNA-seq data, we noticed a robust induction of chemokine (C-C motif) ligand 6 (*Ccl6*) in the female meningeal LECs by SCVS (Fig. 7h). 

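Ccl6 (ENSMUSG00000018927) lies on chromosome 11 of mm9 from 83401384 to 83406589, where the annotation places E230016K23Rik on the opposite strand. No Ccl6 read was counted in any naive replicate or in SCVS replicates 1 and 2, and 152, 609 and 2188 reads were counted in SCVS replicates 3, 4 and 5. The mean was 55.5 ± 93.4 CPM in SCVS mice (SD, n = 5), which is 234.5-fold the mean CPM of 3 counts in naive mice. This ratio leaves out the spread of the SCVS replicates. Without SCVS replicate 5 the SCVS mean was 14.6 CPM. With reads in only 3 of the 10 replicates, the test of the difference in mean CPM could not give a smaller p than the one obtained (exact permutation test, two-sided, p = 0.167). It therefore does not tell whether the groups differ. The adjusted p was 0.964 in edgeR's quasi-likelihood test and at most 1e-10 in DESeq2, and among the alternatives planned in advance the highest was 1.0.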

To examine the potential regulatory role of CCL6 in SCVS-induced meningeal lymphatic impairment in female mice, we intracisternally infused CCL6-neutralizing antibody to disrupt CCL6 signaling^65^. The results showed that functional blockage of CCL6 prevented SCVS-induced depression-like phenotypes and impairment of meningeal lymphatics in female mice (Fig. 8). These findings suggest upregulation of CCL6 as a potential mechanism underlying reduction of meningeal lymphatic coverage induced by SCVS in the female mice. Of note, from the RNA-seq results, the expression of C-C motif chemokine receptor 1 (*Ccr1*, the receptor for CCL6) was low in the meningeal LECs of female mice in the naive group (average counts per million reads: 0.662). 

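Ccr1 (ENSMUSG00000025804) lies on chromosome 9 of mm9 from 123876959 to 123883525. Its counts were 32, 0, 3, 0 and 0 in naive replicates 1 to 5, or 0.657 ± 1.35 CPM by the total count of each replicate (SD, n = 5), so that nearly all of the naive expression came from replicate 1. In 3 of the 5 naive replicates Ccr1 was not detected at a depth where 3 counts are 0.221 to 0.235 CPM.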

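In SCVS mice, 458 and 624 Ccr1 reads were counted in replicates 4 and 5 and none in replicates 1 to 3, for a mean of 19.4 ± 28.4 CPM (SD, n = 5). The p for the difference from naive mice (exact permutation test, two-sided, p = 0.444) is set by these 2 replicates, which hold nearly all of the reads. Every regrouping that keeps them together gives at least as large a difference. The log2 fold change was 4.83 (standard error 2.93), with an adjusted p of 1.0 in edgeR's quasi-likelihood test and 0.9997 in DESeq2.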

*Ccr1* mRNA levels were elevated in 2 out of the 5 biological replicates in the SCVS group, but remained low in the other 3 replicates (average counts per million reads for the SCVS group: 19.660; adjusted *p* = 0.999 compared to the naive group). Based on these data, we suspect that CCL6 is likely acting in cell non-autonomous manner, by signaling on dural cellular intermediaries other than LECs, which in turn leads to reduction in meningeal lymphatic coverage of female mice after SCVS.

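Ccl6 and Ccr1 both had more than 3 counts in SCVS replicates 4 and 5, Ccl6 alone in SCVS replicate 3, and Ccr1 alone in naive replicate 1.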

**Fig. 8:**
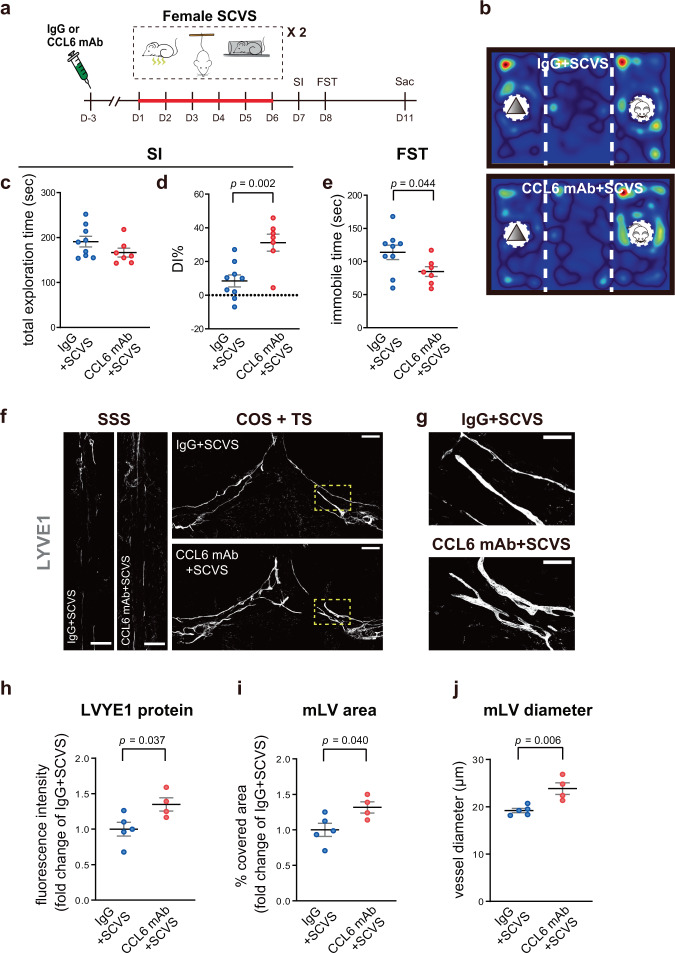
Intracisternal delivery of CCL6-neutralizing antibody (CCL6 mAb) alleviates sub-chronic variable stress (SCVS)-induced depression-like behaviors and impairment of meningeal lymphatics (mLV) in female mice. **a** The experimental timeline of the intracisternal CCL6 mAb or control immunoglobulin (IgG), SCVS paradigm, behavioral tests, and tissue collection (sac). **b** Representative heatmaps of animals’ trace in the social interaction (SI) test. **c**, **d** Quantification of the total exploration time and differential index (DI) in the SI, comparing female mice intracisternally injected with CCL6 mAb or control IgG. Both groups of mice experienced SCVS. **e** Quantification of the immobile time in the forced swim test (FST) (**c**–**e**: *n* = 7–9 per group; results from two independent experiments). **f** Representative images of the LYVE1 staining (gray) in the SSS and COS + TS areas of dura mater. Scale bars: 500 µm. **g** Representative images of LYVE1-labeled mLV at higher magnification. Scale bars: 200 µm. **h**–**j** Quantification of the fluorescence intensity of the LYVE1 staining (**h**), the area covered by mLV (**i**), and the diameter of LYVE1-labeled mLV (**j**) in the SSS and COS + TS areas of dura mater (**h**–**j**: *n* = 4–5 per group). All data are presented as mean ± s.e.m. and analyzed by unpaired Student’s *t* tests. Source data are provided as a Source data file.

## Discussion

In summary, our data showed that SCVS impairs the structure of meningeal lymphatics as well as brain drainage function in the female but not male mice, which is accompanied by profound transcriptomic changes of meningeal LECs. Improvement of meningeal lymphatics by intracisternal delivery of AAV overexpressing VEGFC alleviates stress-induced depression- and anxiety-like behaviors, as well as alterations in the mPFC and VTA in female mice, whereas impairment of meningeal lymphatics by intracisternal injection of AAV overexpressing VEGFR3_d1-4_ or reduction of drainage through meningeal lymphatics by ligation of afferent vessels to the dCLNs increases the susceptibility of male mice to SCVS. Collectively, these findings reveal a functional role of meningeal lymphatics in mediating sex difference in susceptibility to stress.

Since the (re)discovery of meningeal lymphatics in 2015, emerging evidences have suggested their involvement in a variety of neurological disorders^25,28–34,66–70^. Encephalomyelitis, brain tumors, and brain injury have been reported to stimulate meningeal lymphangiogenesis, whereas aging and neurodegenerative diseases impairs meningeal lymphatics^29–34,66–70^. However, such changes often develop over a relatively long period of time and/or accompanied by dramatic brain damage. For example, the structural impairment of meningeal lymphatics in the 5xFAD mouse model of Alzheimer’s disease were not observed until the age of 13–14 months, which represents a late stage of the disorder^30,67^. Here, we show that as short as 6 days, 1 h per day of stress can impair meningeal lymphatics, suggesting that the adult meningeal lymphatics are readily undergoing plastic changes upon even relatively mild stimulation. These findings have advanced the current understanding of the regulation of meningeal lymphatics. Furthermore, our data suggest that the reduced coverage and diameter of meningeal lymphatics by SCVS in female mice likely alters the CSF drainage, resulting in reduction of CSF influx and ISF efflux in the brain parenchyma, and reduction of CSF reaching the vicinity of meningeal lymphatics. Such alteration in the CSF drainage might be caused by impairment in the drainage capacity of meningeal lymphatics due to its morphological changes. However, we cannot exclude the possibility that alterations in the pathway that connects the brain perivascular/subarachnoid spaces and the dual stroma occur. Of note, tracer that reaches the dura mater can be phagocytosed by macrophages^29,43^. In our study, the tracer detected in the dura macrophages as a percentage of total tracer was not significantly altered after SCVS, indicating that changes in macrophage activity is unlikely involved in the reduction of tracer detected near meningeal lymphatics.

We acknowledge that, although the SCVS paradigm is a commonly used model for studying sex differences in stress-induced depressive-like behaviors in rodents, our findings should be interpreted carefully since the 6 days stress paradigm may not well-translate into the nature of human depression and other types of animal models for depression that are induced by prolonged chronic stress. We are also aware of the limitation of our current findings, which only showed the impairment of meningeal lymphatics in the SCVS female mice that was detected at 24 h and 5 days after the completion of SCVS paradigm. Whether the state of meningeal lymphatic may continue at a later time point of female mice that experienced SCVS, and its mechanistic link with depressive-like behaviors in other chronic stress models, remain to be determined.

What are the mechanisms underlying stress-induced impairment of meningeal lymphatics? Although corticosterone is a well-recognized stress hormone important for the pathological development of depression and anxiety^55,56^, we did not detect sex differences in serum corticosterone levels at baseline and after SCVS. Furthermore, chronic administration of corticosterone did not induce detectable changes in the meningeal lymphatics. Therefore, corticosterone was unlikely to contribute to the sex difference in SCVS-induced meningeal lymphatic impairment. From the RNA-seq analysis of meningeal LECs and functional manipulation experiments, our study suggests SCVS-induced upregulation of CCL6, a chemokine previously reported to regulate the pathogenesis of IL-13-induced tissue inflammation and the homeostasis of hematopoietic stem cells^65,71^, as a potential mechanism underlying reduction of meningeal lymphatic coverage in female mice. It is also worth noting that the CCL6 ortholog gene product in human, CCL23, has been reported as a diagnostic biomarker in the serum or cerebrospinal fluid of patients with Alzheimer’s disease and ischemic stroke^72,73^. Whether human CCL23 may be involved in the regulation of meningeal lymphatics and the disease progression of neurodegenerative disorders is warranted for further studies.

Interestingly, our RNA-seq analysis of meningeal LECs also revealed that the expression of collagens and their modifier, which were previously found to be decreased by aging^30^, were also reduced by stress. Lymphatic vessels are attached to the extracellular matrix composed of collagens and other structural proteins, which supports their development and maintenance^74–79^. Softening of the extracellular matrix reduces proliferation of endothelial cells^74,76,77,79^. Therefore, we speculate that the reduction in collagens and their modifier by stress and aging may lead to matrix softening which in turn impair meningeal lymphatics. In addition, our RNA-seq analysis also identified changes in the enrichment of a number of gene sets, whose contributions to stress-induced deficits of meningeal lymphatics await further examination. Of note, the gene set of serotonin uptake was among the top enriched terms. Serotonin is considered essential for reward processing, and that selective serotonin reuptake inhibitors are standard treatments for depression^60,61,80,81^. It will be of interest to examine in the future studies whether serotonin signaling contributes to stress-induced impairment of meningeal lymphatics and how the upregulation of genes for serotonin uptake process in the meningeal LECs by stress affects the development of depression.

Importantly, our data suggest that changes in the meningeal lymphatics modulate the sex difference in susceptibility to stress. Gain- and loss-of-function manipulations of meningeal lymphatics prevented and facilitated, respectively, SCVS-induced depression- and anxiety-like behaviors. We further show that manipulation of meningeal lymphatics led to changes in the mPFC and the VTA, two key brain regions for emotional regulation^7–10^. Such changes might underlie alterations in susceptibility to stress. We found these data surprising, however, because the meningeal lymphatics are not in direct contact with the neural circuits for emotion. Previous studies have suggested that macromolecules in the interstitial fluid (ISF) and cerebrospinal fluid (CSF) of brain parenchyma can be drained to the meningeal lymphatics and further to the dCLNs^25,28,29,42^. In mouse model of Alzheimer’s disease, blockade of this drainage system enhanced accumulation of amyloid-beta in the brain parenchyma and altered hippocampal gene expression^30^. For traumatic brain injury, ablation of meningeal lymphatics aggravated neuroinflammation^34^. In the current study, we found that efflux of ISF macromolecules in the mPFC and the VTA of female mice were impaired by SCVS. Furthermore, results from lipidomic analyses as well as intracerebral injection of TAGs suggest that SCVS induced accumulation of long-chain TAGs in the mPFC and the VTA, which can impair mPFC astrocytes and VTA dopaminergic neurons, whereas enhancement of meningeal lymphatics facilitates lipid efflux from the brain parenchyma. These findings are consistent with previous studies reporting that lymphatic vessels play an important role in transportation of lipids and that TAGs can modulate activity of VTA dopaminergic neurons^47,50^. However, it remains to be explored further the long-term impact of SCVS-induced accumulation of TAGs and other lipids in the mPFC and the VTA, whether these changes in lipidomic profiles are sex-dependent, and how excess TAGs contribute to the abnormalities in brain emotional circuit and thus increased susceptibility to depression.

Of note, we found that among the depression-like behaviors, the novelty suppressed feeding was not significantly affected by manipulation of the meningeal lymphatics. In line with several previous studies^82–84^, these findings suggest heterogenous mechanisms underlying different depressive phenotypes. In addition, although improvement of meningeal lymphatics ameliorated SCVS-induced body weight loss and anxiety-like behaviors in female mice, impairment of meningeal lymphatics did not significantly impair body weight or induce anxiety-like behaviors in stressed male mice. These findings suggest that impairment of meningeal lymphatics is required but not sufficient for stress-induced body weight changes and anxiety-like behaviors. Alternatively, the inconsistency may be explained by differential sensitivity of female and male mice to the manipulations of meningeal lymphatics. Moreover, despite significant reduction in the mPFC astrocytes and c-FOS expression in the dopaminergic neurons of the VTA were induced by impairment of meningeal lymphatics or blockage to drainage pathway to the dCLNs in male mice subjected to SCVS, the alteration in depression-like behaviors was selective to certain behavioral tests. We reasoned that there might be two factors underlying the phenotypic inconsistency between the detected changes in the brain regions and the behavioral outcomes. First, more prolonged or larger magnitude of changes in the mPFC astrocytes and VTA dopaminergic neuronal activity may be required to generate robust depression-like behaviors in male mice^7,11^. Second, out results suggest that manipulation of meningeal lymphatics per se does not directly alter depression-like behaviors in mice, but rather changes their susceptibility to stress. Of note, although 6 days of SCVS can induce depression- and anxiety-like phenotypes in female mice, 21 days of chronic variable stress was required in order to generate robust behavioral changes in male mice^64^. Therefore, it is possible that administration of variable stress with prolonged period of time is required for impairment of meningeal lymphatics to generate more depression-like phenotypes in male mice.

Our findings have therefore promoted a better understanding of the mechanisms underlying sex differences in depression. Despite of the strong sexual dimorphism in depression documented in clinical studies^3–6^, the investigation of the underlying mechanisms is still at very early stage. Previous studies have revealed sex differences in several aspects of the brain parenchyma, including changes in the volumes, abnormalities in the electrophysiological properties of neurons and transcriptomic profiles of several brain regions including the mPFC and the VTA, as well as serotonin signaling and hypothalamic–pituitary–adrenal axis activity by stress^35,64,85–87^. Our study has identified that in addition to changes in the brain parenchyma, the sex different sensitivity of meningeal lymphatics to stress is an aggravating factor, and contributes to, at least in part, sex-dependent changes in the brain parenchyma and mood modulation. Much more work is still required to understand the complex relationship between sex different properties of the meningeal lymphatics with those in the brain parenchyma during the development of depression.

We would like to point out that the drainage function of the meningeal lymphatics can be assessed by clinically available imaging techniques, such as magnetic resonance imaging (MRI) and computed tomography (CT)^26,32,88,89^. It will therefore be worth examining in the future whether abnormalities in the meningeal lymphatics can serve as a novel biomarker for early diagnosis and prediction for the effectiveness of depression treatment in the clinics. Our study has also suggested that the improvement of meningeal lymphatics may be of therapeutic potential for depression treatment and other stress-related neuropsychiatry disorders.

## Methods

### Animals

Three-month-old female and male wild-type C57BL/6J mice obtained from the Institute of Experimental Animals of Sun Yat-sen University, Guangdong Medical Laboratory Animal Center or Zhuhai Bai Shi Tong Animal Center, and female CX3CR1-GFP transgenic mice (stock #005582; the Jackson Laboratory), were used for the experiments. The sex of animals used in each experiment was specified in the related texts of the result section and figure legends. The animals were housed in groups of 4–5 in an environmentally controlled (temperature: 23 ± 2 °C, humidity: 50–60%) animal facility on a 12 h/12 h dark/light cycle, with access to regular food and water ad libitum. The animals were allowed to habituate to the animal facility for at least 1 week before the start of experiments. All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University (approval number: SYSU-IACUC-2019-000010).

### Sub-chronic variable stress (SCVS)

Animals were handled for 2–3 min per day for 3 days before the experiments. They were then subjected to three different stressors, alternating over a period of 6 days to avoid habituation: On day 1, the mice (5–10 together in the shock chamber, Med Associates, St. Albans, Vermont, USA) received one hundred 0.45 mA, 1 s foot-shocks delivered at random intervals for 1 h. On day 2, they were subjected to tail suspension stress for 1 h. On day 3, the mice were each placed inside a perforated restraint tube for 1 h within their home-cage. The same stressors were repeated for the next 3 days. The body weights were measured before the first day of stress and 1 d after the last day of stress to calculate the stress-induced changes in body weight.

### Behavioral tests

Depression-like and anxiety-like behaviors were assessed over 2 days after the completion of SCVS. Prior to testing, the animals were allowed to acclimate to the testing room for 1–2 h. The behavioral testing apparatus was cleaned with 75% ethanol between animals. The order of the behavioral tests was specified in the experimental timeline in the figure legends.

#### Novelty suppressed feeding

After food restriction for 24 h, mice were placed into one of the corners of a white plastic box (40 × 40 × 40 cm) with a single food pellet present in the center. The box was enclosed in a sound-insulated chamber, illuminated under red-light (80–100 Lux). The latency to begin food consumption in a 10-min test was measured by a researcher blinded to the experimental groups.

#### Splash test

The test was carried out in a normal mouse-cage under red-light (80–100 Lux) in a sound-insulated chamber. The dorsal coat of mice was sprayed 3 times with a 10% sucrose solution and videotaped for 5 min. The time spent grooming was recorded using a stopwatch by a researcher blinded to the experimental groups.

#### Forced swim test

Mice were placed into a 5 L glass beaker containing 3.5 L of water at 24–25 °C under white light (210–280 Lux), and videotaped for 6 min. The immobility time, defined as absence of any movement except that necessary for the mice to keep their heads above water, was scored over the last 4 min duration by a researcher blinded to the experimental groups.

#### Open field

The open-field arena was a white box (40 × 40 × 40 cm) illuminated with red-light (80–100 Lux), placed inside a sound-insulated chamber. The mice were placed onto a corner of the arena and allowed to explore the arena for 5 min. The total distance traveled, as well as the distanced traveled and time spent in the 20 × 20 cm center zone were tracked and analyzed by the DigBehv software (version 4.1.7.171129, Ji-Liang, Shanghai, China).

#### Social interaction test

Social interaction was measured in a 60 × 40 × 20 cm box, divided into three chambers by two transparent dividing walls, under regular white light (210–280 Lux). For each dividing wall, there was an opening (5 × 5 cm) located in the center which allowed free access of mouse to each chamber. Two wire-mesh enclosures were placed in the middle of the left and right chambers. A stranger mouse was habituated in the enclosure for 10 min one day before testing to minimize excessive stress. During the test day, the test mouse was firstly allowed to explore the box with empty enclosures for 10 min. Then the stranger mouse was placed in one of the enclosure, while a toy mouse was placed in the other enclosure. The test mouse was placed back to the box for 10 min free exploration. Both phases of the test were videotaped and analyzed by a researcher blinded to the experimental groups. Heatmaps of mouse’ traces were generated by the EthoVision XT software (version 15.0.1416, Noldus, Netherlands). The discrimination index (DI%) was calculated as follows: (time exploring the stranger mouse − time exploring the toy mouse)/(time exploring the stranger mouse + time exploring the toy mouse) × 100%.

#### Sucrose preference test

During this test, each mouse was individually housed in a cage with two bottles with drinking water. All mice had access to chow diet ad libitum. On day 1, the mouse was adapted to the environment and drank freely for 24 h. On day 2–4, a bottle of regular drinking water (M1 water) and a bottle of 0.5% sucrose solution (M1 sugar) were placed in the mouse cage. The position of two bottles were exchanged daily to minimize possible place-preference, and measurements of consumed water and sucrose solution were recorded daily. On day 5, the weight of the remaining water (M2 water) and 0.5% sucrose solution (M2 sugar) were recorded. At the end of the test, all animals were returned to group housing. Sucrose preference was calculated as follows: [M1 sugar − M2 sugar]/[(M1 sugar − M2 sugar) + (M1 water − M2 water)] × 100%.

### Corticosterone administration treatment

For chronic corticosterone exposure to induce depression-like behavior, male mice received intraperitoneal injection of corticosterone (40 mg/kg body weight, dissolved in 10% (2-Hydroxypropyl)-β-cyclodextrin in saline, Sigma, cat. No. 27840) or vehicle once daily for 33 days^90^. Vehicle-treated control animals received injections of 10% (2-Hydroxypropyl)-β-cyclodextrin in saline in parallel. Injections were given between 9:00 and 11:00 AM. On day 29 and 30 of injection, mice underwent the behavioral tests beginning 1 h after receiving corticosterone or vehicle injection, and were sacrificed for tissue collection on day 33.

### Measurement of serum corticosterone level

Orbital sinus blood was collected under anesthesia at 8:00 AM and 8:00 PM on the day before the beginning of SCVS (before SCVS), and the day after the completion of SCVS (after SCVS). For each collection, ~100 μL whole blood was collected into 0.5 mL tube, sat for 1 h at room temperature for clotting, and centrifuged for 15 min at 956 × *g*. The supernatants were collected as serum and stored at −80 °C until analysis. Serum corticosterone concentrations were measured with an ELISA kit (Abcam, Ab108821), following the manufacturer’s instructions.

### Intra-cisterna magna injection

Seventy-two hours after the last behavioral test (unless specified in the “Results” section), the animals were injected intracisternally with a fluorescent tracer and sacrificed 1 h later to evaluate the drainage function of meningeal lymphatics. We chose the 72 h post-testing (5 days after the last stress episode) as the time point for tissue collection for two reasons: first, to avoid potential complication of acute stress from behavioral testing on animals; and second, to examine whether SCVS could induce relatively long-lasting changes in the meningeal lymphatics.

Mice were anesthetized by sodium pentobarbital (100 mg/kg body) and placed on a heating pad to maintain body temperature. Their eyes were lubricated with Vaseline mixed with sterile saline. The head of mouse was secured on a stereotaxic frame. The hair over the back neck was shaved and the underneath skin were disinfected with iodine and 70% ethanol. An incision was made at the midline, and muscle layers were retracted to expose the cisterna magna. The injection was carried out using a Hamilton syringe mounted on an infusion pump (Model R452, RWD Life Science, China) and coupled to a 30-gauge needle by a PE tube. 5 μL 70 kDa Dextran-Texas Red or Ovalbumin-Alexa Fluor 647 (Thermo Scientific, Waltham, MA, USA; 0.5% in artificial cerebrospinal fluid) were injected at a rate of 1 μL/min. The needle was left in place for an additional 10 min before withdrawal. The skin was sutured. All mice were kept anesthetized on a heating pad before being euthanized at time specified in the experimental timeline in the figure legends after the end of tracer injection. Intracisternal AAV infusion was carried out in a similar way. 3 μL AAV1-CMV-VEGFC, AAV1-CMV-eGFP, AAV9-CAG-VEGFR3_d1-4_-IgG Fc, AAV9-CAG-VEGFR3_d4-7_-IgG Fc, or AAV9-CAG-eGFP (1 × 10^12^ genome copies per mL, OBiO, Shanghai, China) was injected^30,39^. Mice were allowed to recovered for 28 days before conducting SCVS experiments. For intracisternal CCL6-neutralizing antibody infusion, rat anti-CCL6 IgG (MAB487, lot# UPR0221021, R&D System, USA) and rat isotype control IgG2b (MAB0061, lot# HBI1021101, R&D System, USA) were used^65^. 5 μL antibody (1 μg/μL) was injected at a rate of 1 μL/min and the needle was left in place for an additional 10 min before withdrawal. Mice were allowed to recover for 3 days before conducting SCVS experiment.

### AAV viral vector construction

For AAV viral vectors used in this study, the AAVs expressing eGFP (AAV-CMV-eGFP-3FLAG, AAV-CAG-eGFP), VEGFC (AAV-CMV-VEGFC-P2A-eGFP-3FLAG), and two VEGFR3 mutants (AAV-CAG-VEGFR3_d1-4_-IgG Fc and AAV-CAG-VEGFR3d_4-7_-IgG Fc) were custom-made by OBiO (Shanghai, China). Briefly, PCR-amplified fragments of mouse *Vegfc* coding sequence (NM_009506.2) were cloned into the pAAV-CMV-eGFP-3FLAG backbone vector (CMV: cytomegalovirus promoter; eGFP: eGFP, enhanced green fluorescent protein; 3FLAG: 3 copies of FLAG epitope tag) with self-cleaving 2A peptide (P2A) in between sequences encoding VEGFC and eGFP (AAV-CMV-VEGFC-P2A-eGFP-3FLAG)^30,67^. PCR-amplified fragments of mouse VEGFR3-coding sequence (NM_008029.3) encoding amino acid sequence 45–415 of mouse VEGFR3 domain 1–4 (VEGFR3_d1-4_) and amino acid sequence 331–764 of VEGFR3 domain 4–7 (VEGFR3_d4-7_) were cloned into the pAAV-CAG-IgG Fc-HA backbone vector and fused in frame with the mouse IgG Fc domain (CAG: the CMV early enhancer/chicken beta-actin promoter; IgG: mouse IgG Fc domain; HA: the hemagglutinin epitope tag) for constructing the pAAV-CAG-VEGFR3_d1-4_-IgG Fc and pAAV-CAG-VEGFR3_d4-7_-IgG Fc plasmids, as reported previously^39,91^. The plasmids of AAV-CMV-eGFP-3FLAG and AAV-CMV-VEGFC-P2A-eGFP-3FLAG were packaged into AAV serotype 1 (AAV1). The plasmids of AAV-CAG-VEGFR3_d1-4_-IgG Fc, AAV-CAG-VEGFR3_d4-7_-IgG Fc, and AAV-CAG-eGFP were packed into AAV serotype 9 (AAV9).

### Analysis of distribution of intracisternally-injected fluorescence tracer in the brain parenchyma

One hour after the intracisternal injection of fluorescence tracer, mice were anesthetized and transcardially perfused with PBS for 1 min and 4% paraformaldehyde for 5 min at a rate of 10 mL/min. The brains were harvested and postfixed in 4% paraformaldehyde at 4 °C overnight. 100 μm coronal brain sections were collected by a cryostat, stained with DAPI (5 µg/mL, Cell Signaling Technology) in PBS for 15 min at room temperature, and mounted in anti-fade reagents on the glass slides. The infiltration of the tracer was imaged by Nikon Eclipse Ni-U epi-fluorescent microscope (Nikon, Japan). The region of interest (ROI) of 8 brain slices (as specified in the related figure legends) per animal was defined based on the DAPI channel, according to the coronal mouse brain atlas provided by the Allen Brain Institute^92^, and tracer coverage between slices were analyzed by ImageJ (version 1.52n, NIH, USA) and averaged as a biological replicate for one animal. The analyzed ROIs include primary motor cortex (M1), medial prefrontal cortex (mPFC), striatum (STR), thalamus (THAL), hypothalamus (HYP), hippocampus (HPC), ventral tegmental area (VTA), and periaqueductal gray (PAG).

### Evans blue injection

After the female mice underwent 6 days of SCVS, mice were intracisternally injected with 1% Evans blue dye (Sigma) in the artificial cerebrospinal fluid and sacrificed 1 h later for brain collection. The whole brain (including cerebellum) was homogenized by a Glas-Col homogenizer on ice, let stand on ice for 30 min (protected from light), and centrifuged at 21,130 × *g* for 30 min in 4 °C. Evans blue dye in the supernatant was then measured by a multi-functional plate reader (Victor Nivo 5s, PerkinElmer, USA) at 620 nm and converted into milligram dye per milligram tissue^93^.

### Lymphatic vessel ligation

The mouse was anesthetized. The hair over the front neck was shaved and the underneath skin was disinfected with iodine and 70% ethanol. Their eyes were lubricated with Vaseline mixed with sterile saline. An incision was made at the midline, and muscle layers were retracted to expose the dCLNs. Under a stereo-microscope (RWD Life Science, China), the collecting lymphatic vessels anterior to the dCLNs were ligated by 8-0 nylon sutures. Sham-operated mice received the incision and had the muscle layer retracted, but the lymphatic vessels were not ligated. After the surgery, the skin was sutured and mice were placed on a heating pad until awake. Mice were allowed to recover for 7 days before SCVS experiments.

### Immunofluorescence staining

Mice were transcardially perfused with PBS for 2 min and 4% paraformaldehyde for 5 min at a rate of 10 mL/min. The whole dorsal meninges attached to the skullcap were harvested^25,31^, and postfixed in 2% paraformaldehyde at 4 °C overnight. The dura mater was then carefully peeled off from the skull. The brains and dCLNs were harvested^25,31^, and postfixed in 4% paraformaldehyde at 4 °C overnight, followed cryoprotection in 30% sucrose in PBS for 2–3 days at 4 °C. 30–40 μm coronal brain sections were collected by a cryostat for free-floating staining. Two coronal sections containing the mPFC at approximately 1.77 and 1.97 mm anterior to the Bregma, and two sections containing the VTA at approximately 2.91 and 3.15 mm posterior to the Bregma were sampled for each immunostaining. The averaged values for the same brain region of each animal were taken as one data point. The brain regions of interest were identified based on the 4th edition of “the Mouse Brain in Stereotaxic Coordinates” by Paxinos and Franklin^94^. The sections were incubated with a blocking buffer (5% goat serum, 1% BSA, 0.4% Triton X-100 in PBS) for 2 h at room temperature, and then with primary antibodies (diluted in the blocking buffer) for GFAP (Abcam, Cambridge, UK; cat# ab4674, lot# GR3349945-1; 1:5000), S100β (Abcam, Cambridge, UK; cat# ab52642, lot# GR3215095-15, clone# EP1576Y; 1:500), TH (R&D Systems, Emeryville, CA, USA; cat# MAB7566, lot# CGUO0120071, clone# 779427; 1:8000) and c-FOS (Cell Signaling Technology, Danvers, MA, USA; cat# 2250, lot# 12, clone# 9F6; 1:500) for 48 h at 4 °C. Afterward, the sections were washed for 3 times of 10 min each in PBS with 0.4% Triton X-100, followed by incubation with secondary antibodies diluted in the blocking buffer for 2 h at room temperature. The sections were washed again for 3 times and mounted onto glass-slides. The schematic diagram of dura mater was referenced from previous reports^25^. For whole-mount meninges staining, the meninges were blocked with PBS containing 5% goat serum, 1% BSA, 0.1% Triton X-100, and 0.05% Tween-20 for 2 h at room temperature, and incubated with primary antibody for LYVE1 (Abcam, Cambridge, UK; cat# ab14917, lot# GR3392340-6; 1:500) diluted in PBS containing 1% BSA, 0.5% Triton X-100 for overnight at 4 °C. Washes and secondary antibody staining were carried out similarly to the staining procedures of brain sections. 30-μm sections of dCLNs were collected, mounted on glass-slides. Images were taken by Nikon Eclipse Ni-U epi-fluorescent microscope (Nikon, Japan) or Zeiss LSM880 confocal microscope (Zeiss, Germany), and analyzed by ImageJ (version 1.52n, NIH, US). For assessment of the diameter of meningeal lymphatic vessels, 80 measurements (40 along the TS and 40 along the SSS) per meninx were taken by an experimenter blinded to the experimental groups, and the averaged value was taken as one data point^34^. For assessment of i.c.m.-injected tracer diffusion in the brain parenchyma, 8 representative brain sections were imaged by the Nikon Eclipse Ni-U epi-fluorescent microscope (Nikon, Japan) equipped with a motorized stage and the images of each brain section were automatically stitched. For assessment of tracer in the dCLNs, 8–10 representative sections from each of left and right dCLNs were imaged and the mean area fractions were calculated for each animal.

### Phagocytosis of meningeal tracer

For the assessment of the proportion of OVA-647 tracer phagocytosed by the macrophages on the meninges, female CX3CR1-GFP transgenic mice at 3 months of age were used as previously described^29^. Female CX3CR1-GFP mice went through SCVS for 6 days, followed by intracisternal OVA-647 injection and 1 h later, mice were sacrificed for meninges collection and staining following the same procedures as described in the section above. The proportion of OVA-647 phagocytosed by the GFP-labeled macrophages in the tracer-enriched TS region of the meninges was imaged by Zeiss LSM800 confocal microscope with ×10 objective lens. The ratio of OVA-647 covered area in the total imaged areas and in GFP-labeled macrophage area was analyzed by ImageJ (version 1.52n, NIH, USA).

### Tissue dissection and metabolite extraction

Mice were sacrificed by rapid cervical dislocation. The brains were sliced into 1 mm sections on a brain matrix (RWD Life Science, Shenzhen, China) in ice-cold dissection buffer. The mPFC and VTA were dissected out with a 15G puncher. The meninges were scrapped from the skullcap in ice-cold dissection buffer. The sample was snapped frozen on dry ice. Four meninges or indicated brain regions were pooled as one biological sample, and 3 biological samples per group were used for metabolite extraction and LC-MS analysis, which were carried out by BIOTREE (Shanghai, China). 25 mg of each sample was added sequentially with 200 μL water and 480 μL extract solution (methyl-tert-butyl ether/methanol = 5:1, vol/vol). After vortexing for 30 s, the samples were homogenized by sonication for 10 min in ice-water bath. The homogenization and sonication cycles were repeated for 3 times, followed by incubation at −40 °C for 1 h and centrifuged at 845 × *g* for 15 min at 4 °C. 300 μL of supernatant was transferred to a fresh tube and dried in a vacuum concentrator at 37 °C. The dried samples were then re-constituted in 100 μL solution of dichloromethane/methanol mixture (1:1, vol/vol) by vortexing for 30 s and sonication for 10 min in ice-water bath, and centrifuged at 15,871 × *g* for 15 min at 4 °C. 75 μL of supernatant was transferred to a fresh glass vial for LC/MS analysis. The quality control (QC) sample was prepared by mixing an equal amount of 20 μL supernatants from all samples.

### LC-MS/MS lipidomic analysis

LC-MS/MS analyses were performed using an UHPLC system (1290, Agilent Technologies), equipped with a Kinetex C18 column (2.1 × 100 mm, 1.7 μm, Phenomen). The mobile phase A consisted of 40% water, 60% acetonitrile, and 10 mmol/L ammonium formate. The mobile phase B consisted of 10% acetonitrile and 90% isopropanol, which was added with 50 mL 10 mmol/L ammonium formate for every 1000 mL mixed solvent. The analysis was carried out with elution gradient as follows: 0–1.0 min, 40% B; 1.0–12.0 min, 40–100% B; 12.0–13.5 min, 100% B; 13.5–13.7 min, 100–40% B; 13.7–18.0 min, 40% B. The column temperature was 55 °C. The auto-sampler temperature was 4 °C, and the injection volume was 2 μL (pos) or 2 μL (neg), respectively. The raw data files were converted to files in mzXML format using the ‘msconvert’ program from ProteoWizard. The CentWave algorithm in XCMS was used for peak detection, extraction, alignment, and integration. The minfrac for annotation was set at 0.5, and the cutoff for annotation was set at 0.3. Lipid identification was achieved through a spectral match using LipidBlast library, which was developed using R and based on XCMS (version 3.2). The Partial least squares discrimination analysis (PLS-DA) was used to determine lipid differences between the three groups. For paired comparison, the score plots of Orthogonal Partial Least Squares-Discriminant Analysis (OPLS-DA) model was generated on the positive- and negative-mode MS data obtained from the XCMS program, which had been centered and scaled to unit variance scaling. Both PLS-DA and OPLS-DA were performed using the SIMCA (V16.0.2, Sartorius Stedim Data Analytics AB, Umea, Sweden). The significantly altered metabolites were determined by variable importance in projection (VIP) scores from pairwise OPLS-DA analysis and comparisons using the Student’s *t*-test. Differentially changed lipid were defined as those with Student *t*-test *p* value <0.05 and the variable importance in the projection (VIP) > 1, and visualized as heatmaps using the pheatmap (version 1.0.12) package in R (version 4.1.0).

### Intracerebral triacylglycerol (TAG) and tracer injection

Synthetic TAG powder (Macklin, Cat. no. G810370, China) was dissolved in chloroform (200 μL chloroform per 100 mg TAG), dried by nitrogen gas, and re-constituted in BSA solution (10 mg/mL in PBS) with sonication, to make 100 mg/mL TAG stock solution. Mice were anesthetized and head-fixed on a stereotaxic frame. mPFC (A/P: +1.8 mm, M/L: ±0.3 mm, D/V: −2.45 mm) and VTA (A/P: −3.2 mm, M/L: ± 0.5 mm, D/V: −4.45 mm) were injected with 1 mg/mL TAG (diluted in sterile PBS) or vehicle (0.1 mg/mL BSA in sterile PBS) at a volume of 200 nL and injection rate of 40 nL/min, and the needle was left in place for an additional 5 min before withdrawal. Mice were sacrificed at 24 h after injection and their brains were collected for immunofluorescence staining as described in above. The same procedure was used for intracerebral tracer injection. 200 nL mixture of 70kD Dextran-Texas Red and 40kD Dextran-Alexa Fluor 488 (Thermo Scientific, Waltham, MA, USA; 0.01% in sterile PBS) were injected into mPFC and VTA. Mice were sacrificed 2.5 h after tracer injection.

### RNA extraction and quantitative real-time polymerase chain reaction (qPCR) analysis

Mice were euthanized by rapid cervical dislocation. The meninges were quickly scrapped from the skullcap in ice-cold dissection buffer, and snap-frozen on dry ice. Total RNAs were extracted using Trizol (Thermo Scientific, Waltham, MA, USA) and the cDNAs were synthesized using the NovoScript Plus All-in-on Strand cDNA Synthesis Supermix (Novoprotein, Suzhou, China) following the manufacturer’s instructions. For qPCR analysis, the following primers were used: *Lyve1* primers (forward: 5′-CAGCACACTAGCCTGGTGTTA-3′, reverse: 5′-CGCCCATGATTCTGCATGTAGA-3′), *Gapdh* primers (forward: 5′-GAACATCATCCCTGCATCCA-3′, reverse: 5′- CCAGTGAGCTTCCCGTTCA-3′). 5 ng cDNA were amplified with NovoStart SYBR qPCR SuperMix Plus (Novoprotein, Suzhou, China) using the following condition: 95 °C for 3 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 30 s, and 72 °C for 20 s. Triplicates of each sample were analyzed, and the average cycle threshold (Ct) value was used for assessing the relative expression of target mRNAs using the ΔΔCt method. The relative amounts of *Lyve1*, mRNAs were normalized to the mRNA level of *Gapdh*.

### Sorting of meningeal LECs

Meningeal LECs were collected following previous reported protocol with modifications^43^. Mice transcardially perfused with ice-cold PBS for 1 min under anesthesia. Individual meninx was quickly dissected from the skullcap in DMEM with 2% FBS (Thermo Scientific, Waltham, MA, USA), and digested in preheated DMEM with 2% FBS, 1 mg/mL collagenase VIII, 0.5 mg/mL DNase I (Sigma-Aldrich, St. Louis, MO), 45 μM actinomycin D (Selleck, Houston, TX, USA) for 12 min at 37 °C. At the end of the digestion, 1 mL DMEM with 10% FBS were added to the solution to terminate digestion. Individual samples consisted of cell suspensions pooled from 3 to 4 meninges were filtered through a 70 μm nylon-mesh filter and washed with ice-cold fluorescence-activated cell sorting (FACS) buffer (PBS free of calcium and magnesium, 1 mM EDTA and 1% BSA, pH 7.4). The cells were pelleted by centrifugation at 400 × *g*, 4 °C for 5 min, resuspended in 400 μL FACS buffer with anti-CD45–BB515 (BD Biosciences, San Jose, California, USA; cat# 564590, lot# 0216978, clone 30-F11, 1:200), anti-CD31-Alexa Fluor 647 (BD Biosciences, San Jose, California, USA; cat# 563608, lot# 9199302, clone 390, 1:200), anti-Podoplanin-PE (eBioscience, San Diego, California, USA; cat# 12-5381-82, lot# 2120142, clone 8.1.1, 1:200) and DAPI (Sigma, 0.2 μg/mL), and incubated for 15 min at 4 °C. Cells were then washed and resuspended in ice-cold FACS buffer. Cells were sorted by MoFlo Astrios EQs (Beckman Coulter, Indianapolis, IN, USA) and analyzed by the FlowJo software (version 10, Tree Star, Ashland, OR, USA). Singlets were gated using the height, area and the pulse width of the forward-scatter cells, and cells negative for DAPI were selected as viable cells. The LECs were gated as CD45^−^CD31^+^podoplanin^+^ and sorted into a PCR tube containing 1 μL lysis buffer (Vazyme, Nanjing, China).

### Library preparation and RNA sequencing

The library preparation and RNA sequencing were carried out by GENEWIZ (South Plainfield, NJ, USA). The Discover-sc WTA Kit (version 6.2, Vazyme, Nanjing, China) was used to amplify the RNAs and prepare the cDNA library. Then the libraries were loaded onto an Illumina HiSeq instrument (Illumina, San Diego, CA, USA) for paired-end 150 bp sequencing. The raw sequencing reads were filtered for removing adapter sequencing, primers, polyA tail sequences, and reads of low-quality bases. The quality of the reads was evaluated using FastQC. Then the processed sequences were aligned to the mm9 mouse reference genome (UCSC) using Hisat2 (version 2.0.1). Low expression genes with count number no more than 5 in over 70% of the samples were excluded from analysis. DESeq2 (version 1.32.0) were used to normalize the raw counts and perform differential expression analysis. Differentially expressed genes (DEGs) were defined as having an adjusted *p* value <0.1 by the Benjanmini–Hochberg false-discovery rate procedure. The heatmap and volcano plot of the DEGs were generated using the pheatmap package (version 1.0.12) in R (version 4.1.0). Functional enrichments were performed with the gene-set enrichment analysis (GSEA) to identify KEGG pathways (c2.cp.kegg.v7.4.symbols.gmt) and gene ontology (GO, c5.go.bp.v7.4.symbols.gmt, c5.go.mf.v7.4.symbols.gmt and c5.go.cc.v7.4.symbols.gmt) that were differentially enriched in the stressed group and the control counterparts. Gene set size filters were set at minimum of 5 and maximum of 1000. False-discovery rates (FDR) for the enrichment score of the gene set were calculated based on 1000 gene set permutations. The top 10 gene sets enriched in each group were plotted with ggplot2 (version 3.3.5) in R (version 4.1.0). Gene expression datasets of different brain regions from woman MDD patients (Supplementary Table 3 of Labonte et al.^64^) and gene expression datasets of sorted meningeal LECs from aging mice (GEO accession number: GSE104181) were used for comparison with the DEGs identified in the current study. The VennDiagram (version 1.6.20) was used to identify common DEGs. Heatmaps were generated by the pheatmap package (version 1.0.12) of R (version 4.1.0) to show relative expression of the common DEGs in each biological replicate.

### Statistical analysis

Data were analyzed by Prism 7.0 (GraphPad Software, San Diego, CA) and presented as mean ± SEM. We conducted the Shapiro–Wilk test to evaluate the normality of the datasets. For datasets which were normally distributed, outliers were identified as being >2 standard deviations from the mean and excluded from statistical analysis as previously described^95^. For two-group comparisons, two-tailed unpaired Student’s *t*-test was used for normally-distributed datasets, and the Mann–Whitney test was used for non-normally distributed datasets. For multiple-group comparisons, one-way or two-way ANOVA with Tukey’s post hoc tests was used. *p* < 0.05 was considered as statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA sequencing data generated for this study can be found in the GEO repository under accession number GSE201368. Source data are provided as a Source data file. Further information of this study is available upon reasonable request from the corresponding authors Xiaojing Ye (), Wei-Jye Lin (), and Yan Zhang (). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A functional role of meningeal lymphatics in sex difference of stress susceptibility in mice
**Source:** Nat Commun. 2022 Aug 16;13:4825. doi: 10.1038/s41467-022-32556-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Title:** A functional role of meningeal lymphatics in sex difference of stress susceptibility in mice

**Authors:** Weiping Dai<sup>1,2,3†</sup>, Mengqian Yang<sup>2,3†</sup>, Pei Xia<sup>2,3†</sup>, Chuan Xiao<sup>1,3,4</sup>, Shuying Huang<sup>2,3</sup>, Zhan Zhang<sup>1,3,4</sup>, Xin Cheng<sup>2,3</sup>, Wenchang Li<sup>5</sup>, Jian Jin<sup>6</sup>, Jingyun Zhang<sup>2,3</sup>, Binghuo Wu<sup>7</sup>, Yingying Zhang<sup>2,3</sup>, Pei-hui Wu<sup>5</sup>, Yangyang Lin<sup>3,8</sup>, Wen Wu<sup>6</sup>, Hu Zhao<sup>2,3</sup>, Yan Zhang<sup>9\*</sup>, Wei-Jye Lin<sup>1,3,4\*</sup>, Xiaojing Ye<sup>2,3\*</sup>

†These authors have contributed equally to this work

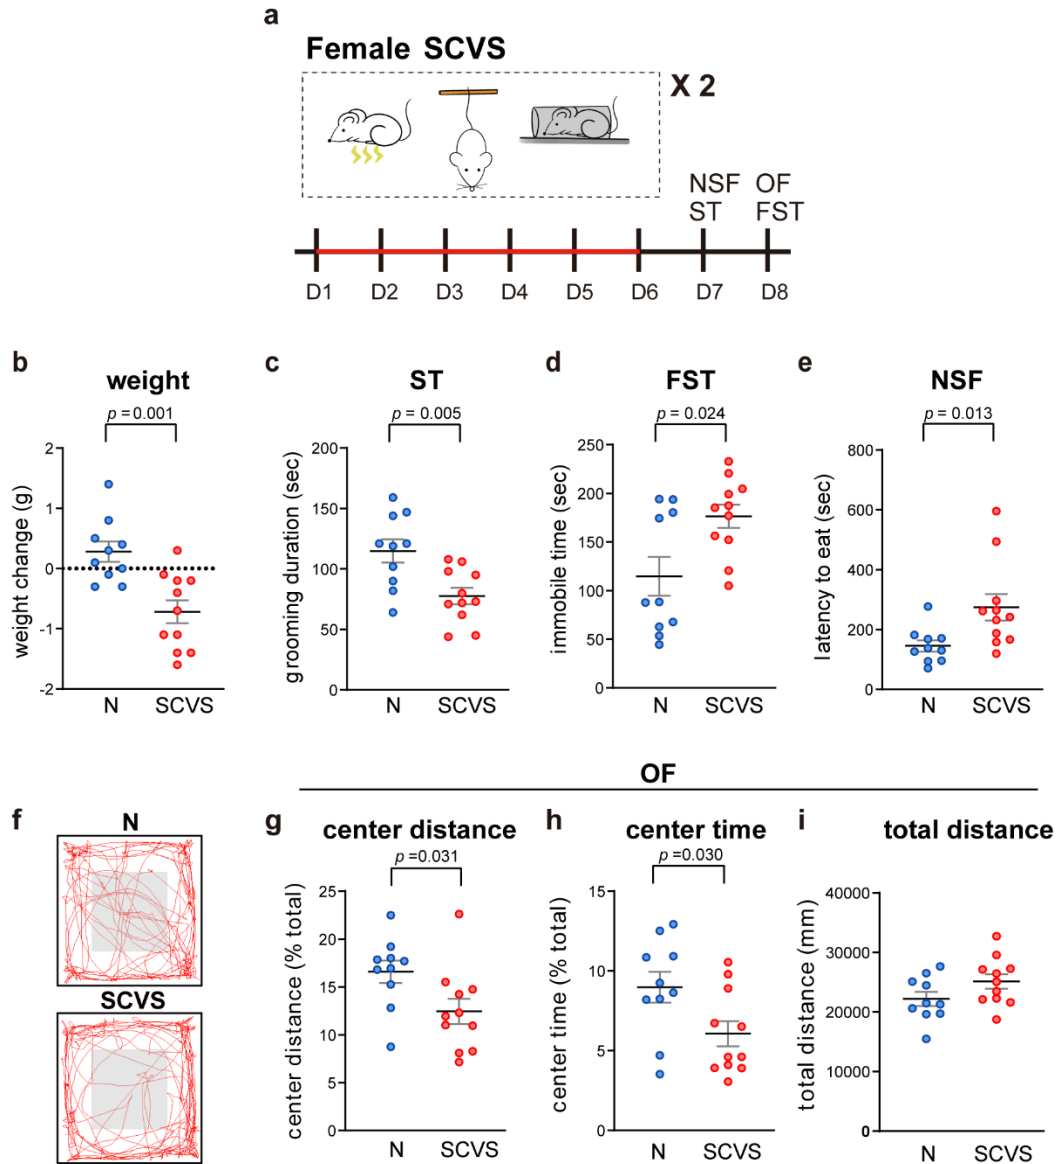

**Supplementary Figure 1. Six days of sub-chronic variable stress (SCVS) induce depression- and anxiety-like behaviors in female mice. a** The experimental timeline of the SCVS paradigm and behavioral tests. **b** Quantification of changes in the body weight by SCVS, compared with non-stressed naïve mice (N). **c** Quantification of grooming duration in the splash test (ST). **d** Quantification of the immobile time in the forced swim test (FST).

**e** Quantification of the latency to eat in the novelty-suppressed feeding test (NSF). **f** Representative traces of animal's paths in the open field (OF). The center zone is indicated by the grey box in the center. **g-i** Quantification of the travelled distance in the center zone as a percentage of the total travelled distance (**g**), the time spent in the center zone as a percentage of the total time (**h**), and total travelled distance (**i**) in the OF (**b-e, g-i**:  $n = 10-11$  per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by unpaired Student's  $t$  tests (**b, c, g-i**) or Mann Whitney tests (**d, e**). Source data are provided as a Source Data file.

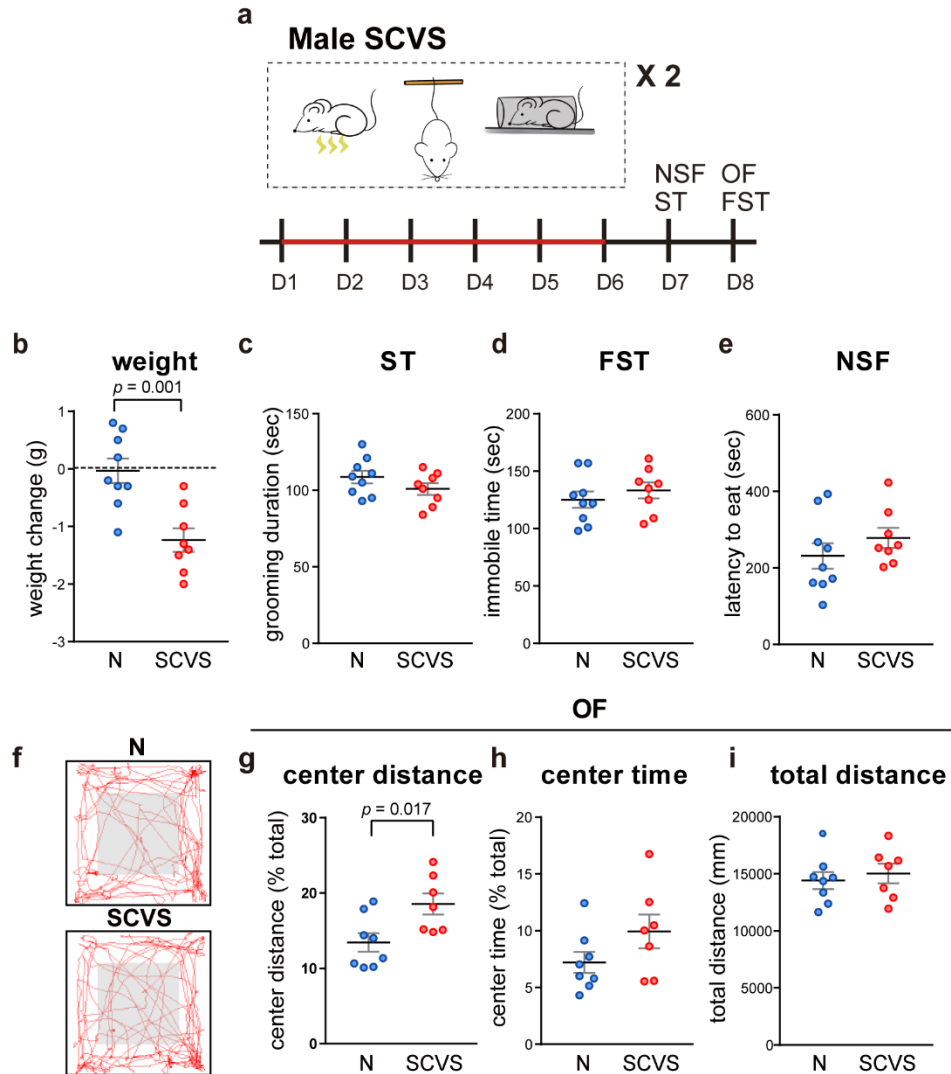

**Supplementary Figure 2. Six days of sub-chronic variable stress (SCVS) do not induce depression- or anxiety-like behaviors in male mice.** **a** The experimental timeline of the SCVS paradigm and behavioral tests. **b** Quantification of changes in the body weight by SCVS, compared with non-stressed naïve mice (N). **c** Quantification of grooming duration in the splash test (ST). **d** Quantification of the immobile time in the forced swim test (FST). **e** Quantification of the latency to eat in the novelty-suppressed feeding test (NSF). **f** Representative traces of animal's paths in the open field (OF). The center zone is indicated

by the grey box in the center. **g-i** Quantification of the travelled distance in the center zone as a percentage of the total travelled distance (**g**), the time spent in the center zone as a percentage of the total time (**h**), and total travelled distance (**i**) in the OF (**b-c**:  $n = 8-9$  per group; **g-i**:  $n = 7-8$  per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by unpaired Student's  $t$  tests. Source data are provided as a Source Data file.

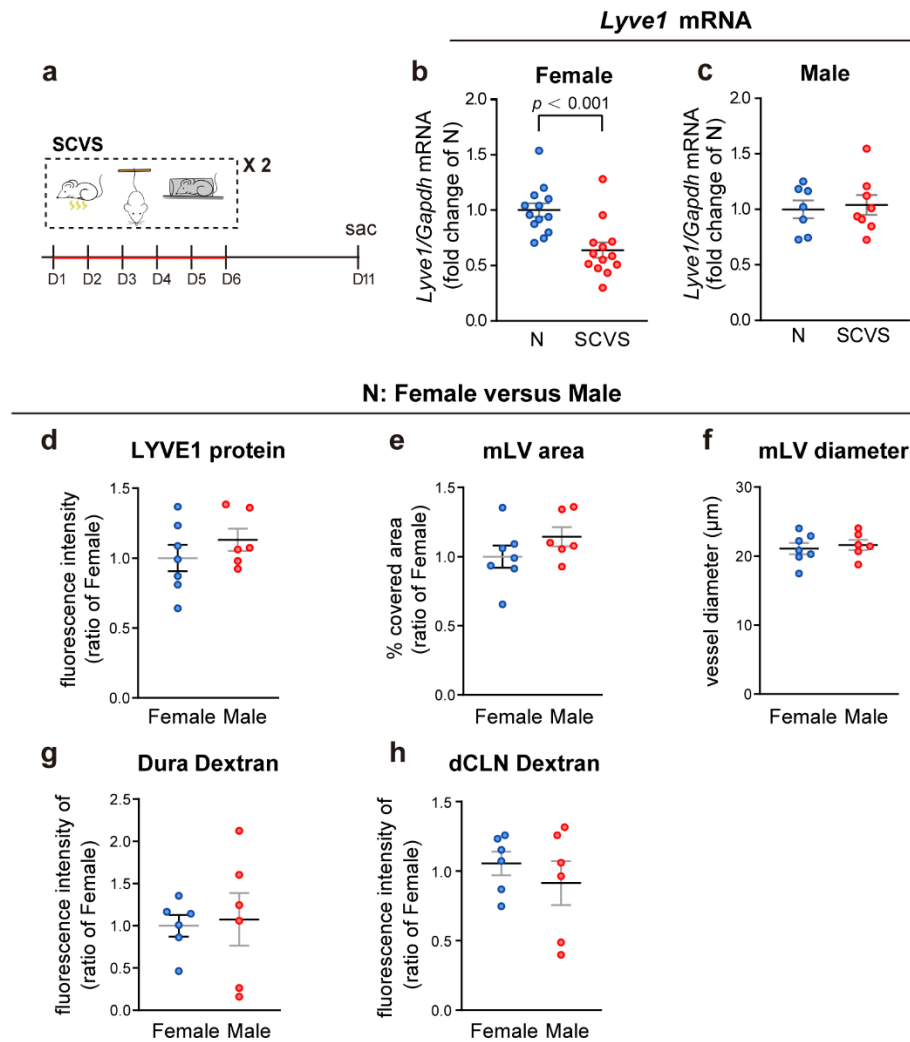

**Supplementary Figure 3. Sex difference in changes of *Lyve1* mRNA expression in the dura mater by sub-chronic variable stress (SCVS), and comparison of meningeal lymphatics (mLV) in naïve (N) female and male mice. a** The experimental timeline of the SCVS paradigm and tissue collection (sac). **b-c** Quantification of fold changes of the *Lyve1* mRNA levels in the dura mater of female (**b**:  $n = 13$  per group; results from three independent experiments) and male (**c**:  $n = 7-8$  per group; results from two independent experiments) mice, comparing SCVS *versus* N mice. **d-f** Quantification of the fluorescence intensity of the

LYVE1 staining (**d**), the area covered by mLV (**e**) and the diameter of LYVE1-labelled mLV (**f**) in the superior sagittal sinus (SSS) and the confluence of sinus and transverse sinus (COS+TS) areas of dura mater in the N female and male mice. **g** Quantification of the fluorescence intensity of the intracisternally-injected dextran tracer in the SSS and COS+TS areas of dura mater. **h** Quantification of the fluorescence intensity of dextran tracer in the dCLN (**d-h**:  $n = 6-7$  per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by unpaired Student's  $t$  tests. Source data are provided as a Source Data file.

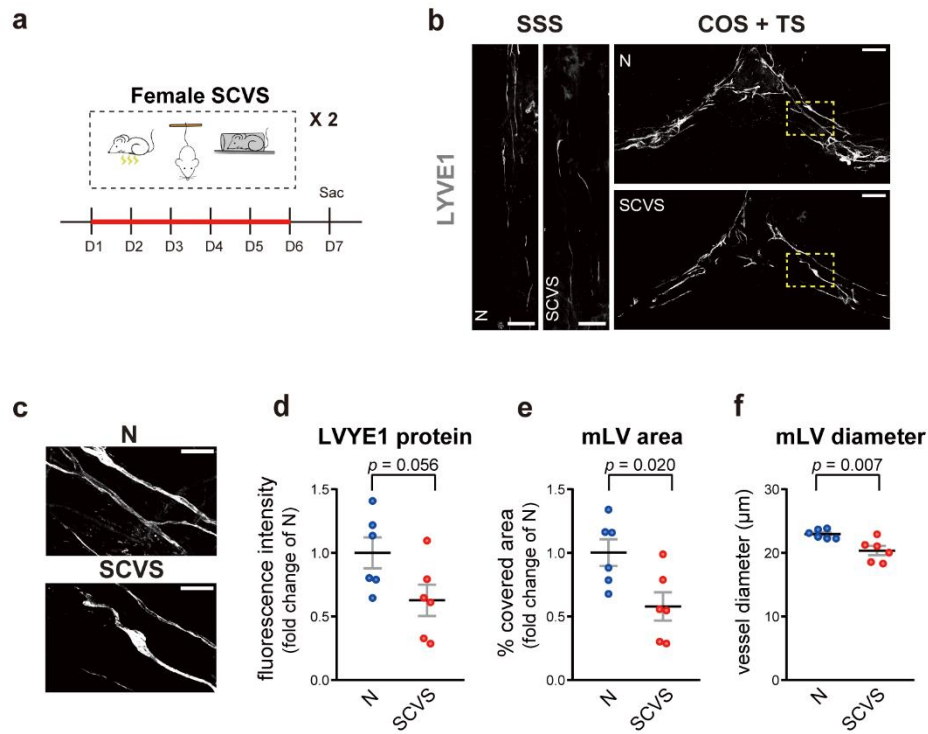

**Supplementary Figure 4. Meningeal lymphatics in female mice are impaired at 24 h after sub-chronic variable stress (SCVS).** **a** The experimental timeline of the SCVS paradigm and tissue collection (sac). **b** Representative images depicting the LYVE1 staining (grey) in the superior sagittal sinus (SSS) as well as the confluence of sinus and transverse sinus (COS+TS) areas of dura mater of female mice, comparing non-stressed naïve group (N) and the SCVS group. Scale bars: 500  $\mu\text{m}$ . **c** Representative images depicting LYVE1-labelled meningeal lymphatic vessels (mLV) of female mice at higher magnification. Scale bars: 200  $\mu\text{m}$ . **d-f** Quantification of the fluorescence intensity of the LYVE1 staining (**d**), the area covered by mLV (**e**) and the diameter of LYVE1-labelled mLV (**f**) in the SSS and COS+TS areas of dura mater in female mice (**d-f**:  $n = 6$  per group; results from two independent experiments) mice. All data are presented as mean  $\pm$  s.e.m. and analyzed by unpaired Student's  $t$  tests. Source data are provided as a Source Data file.

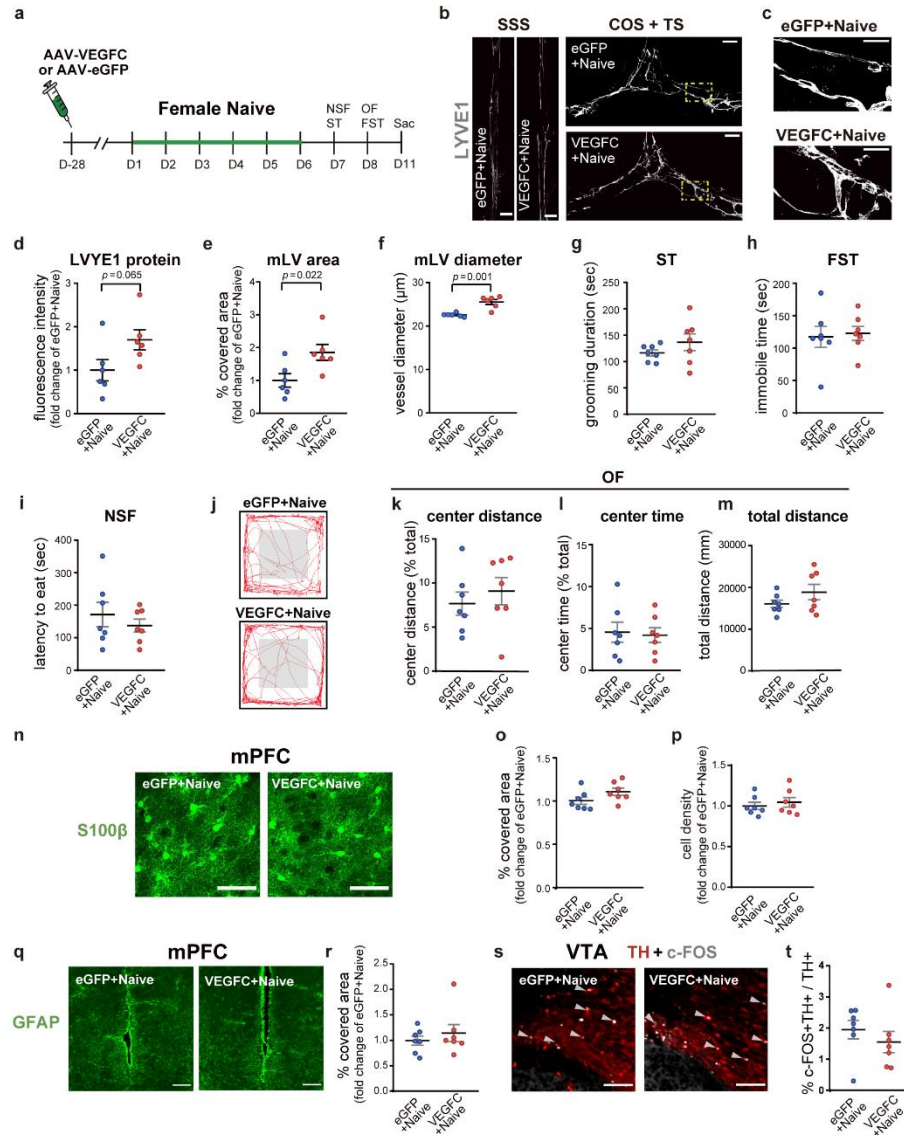

**Supplementary Figure 5. Intracisternal delivery of AAV-VEGFC improves meningeal lymphatics without affecting depression-like behaviors as well as astrocytic protein expression in the mPFC and c-FOS expression in the VTA dopaminergic neurons of non-stressed female mice.** **a** The experimental timeline of the intracisternal AAV infusion, behavioral tests and tissue collection (sac). **b** Representative images of the LYVE1 staining (grey) in the superior sagittal sinus (SSS) and the confluence of sinus and transverse sinus

(COS+TS) areas of dura mater, comparing female mice injected with AAV-VEGFC (VEGFC+Naïve) *versus* those injected with AAV-eGFP (eGFP+Naïve). Scale bars: 500  $\mu$ m.

**c** Representative images of LYVE1-labelled mLV at higher magnification. Scale bars: 200  $\mu$ m. **d-f** Quantification of the fluorescence intensity of the LYVE1 staining (**d**), the area covered by mLV (**e**), and the diameter of LYVE1-labelled mLV (**f**). **g-i** Quantification of grooming duration in the splash test (ST, **g**), the immobile time in the forced swim test (FST, **h**) and the latency to eat in the novelty-suppressed feeding test (NSF, **i**). **j** Representative traces of animal's paths in the open field (OF). **k-m** Quantification of the travelled distance in the center zone as a percentage of the total travelled distance (**k**), the time spent in the center zone as a percentage of the total time (**l**), and total travelled distance (**m**) in the OF. **n, q** Representative images of the S100 $\beta$  (**n**: scale bars: 50  $\mu$ m) and GFAP (**q**: scale bars: 200  $\mu$ m) staining in the mPFC. **o, r** Quantification of the percentage of covered area by S100 $\beta$  (**o**) and GFAP (**r**) staining in mPFC. **p** Quantification of the density of S100 $\beta$ -labelled astrocytes in mPFC. **s** Representative images of the TH (red) and c-FOS (grey) staining in the VTA. White arrowheads denote cells dual-labelled by c-FOS and TH. Scale bars: 100  $\mu$ m. **t** Quantification of the percentage of c-FOS<sup>+</sup> neurons in TH-labelled dopaminergic neurons in the VTA (**d-f**: n = 6 per group; **g-i, k-m, o-p, r, t**: n = 7 per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by unpaired Student's *t* tests (**d-i, k-m, o-p**) or Mann Whitney tests (**r, t**). Source data are provided as a Source Data file.

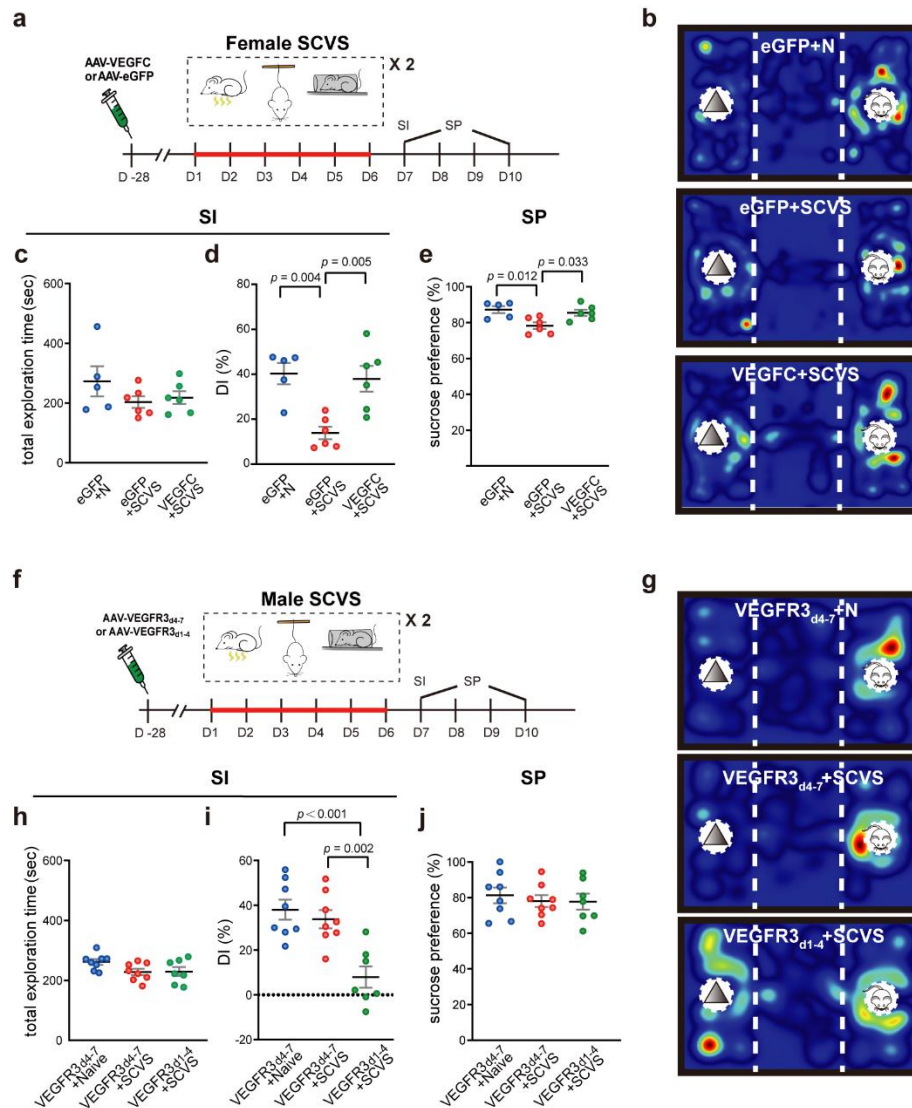

**Supplementary Figure 6 Regulation of sub-chronic variable stress (SCVS)-induced impairment in social interaction and sucrose preference by manipulation of meningeal lymphatics.** **a,f** The experimental timeline of the intracisternal AAV infusion, sub-chronic variable stress (SCVS) paradigm, behavioral tests for social interaction (SI) and sucrose preference (SP) of female (**a**) and male (**f**) mice. **b, g** Representative heatmaps of female (**b**) and male (**g**) mice's trace in SI. **c-d** Quantification of the total exploration time and

differential index (DI) in the SI, comparing naïve female mice intracisternally injected with AAV-eGFP (eGFP+N), female mice injected with AAV-eGFP and experienced SCVS (eGFP+SCVS) and female mice injected with AAV-VEGFC and experienced SCVS (VEGFC+SCVS). **e** Quantification of sucrose preference between the three groups of female mice (**c-e**: n = 5-6 per group; results from two independent experiments). **h-i** Quantification of the total exploration time and DI in the SI, comparing naïve male mice intracisternally injected with AAV-VEGFR3<sub>d4-7</sub> (VEGFR3<sub>d4-7</sub>+N), male mice injected with AAV- VEGFR3<sub>d4-7</sub> and experienced SCVS (VEGFR3<sub>d4-7</sub>+SCVS) and male mice injected with AAV-VEGFR3<sub>d1-4</sub> and experienced SCVS (VEGFR3<sub>d1-4</sub>+SCVS). **j** Quantification of sucrose preference between the three groups of male mice (**h-j**: n = 7-8 per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by one-way ANOVA followed by Tukey's *post hoc* tests. Source data are provided as a Source Data file.

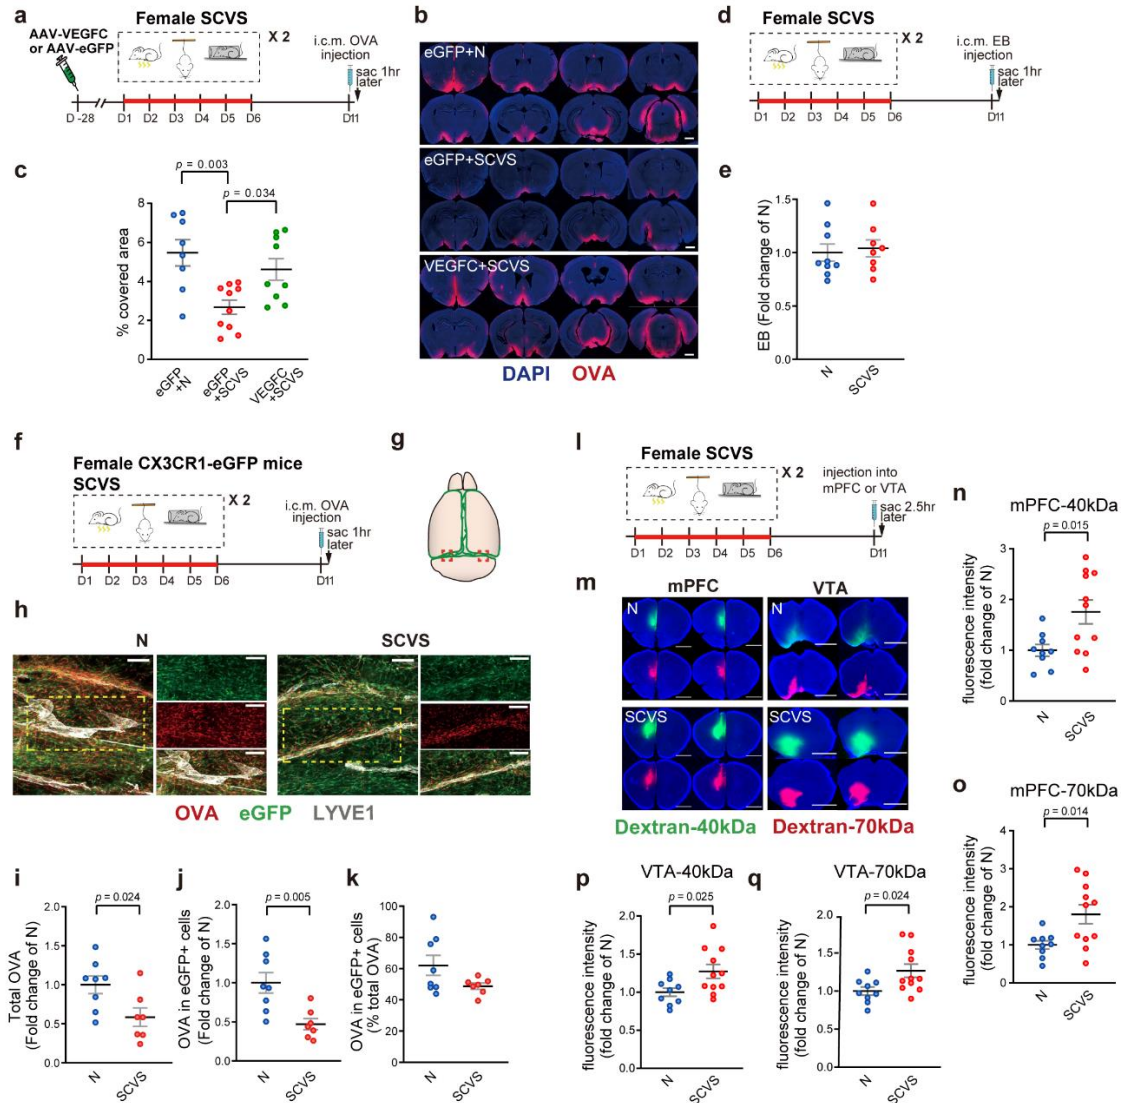

## Supplementary Figure 7 Distribution of intracisternally- or intracerebrally-injected

tracers in the brain of the female mice after sub-chronic variable stress (SCVS). **a, d, f**

The experimental timeline of the intracisternal AAV infusion, sub-chronic variable stress

(SCVS) paradigm, the intracisternal (i.c.m.) ovalbumin-Alexa Fluor 647 tracer (OVA) or

Evans Blue (EB) injection and tissue collection (sac). **b, c** Representative images (**b**) and

quantification (**c**) of intracisternally-injected OVA (red) distribution in the brain sections,

comparing naïve mice injected with AAV-eGFP (eGFP+N), mice injected with AAV-eGFP

and experienced SCVS (eGFP+SCVS) and mice injected with AAV-VEGFC and experienced SCVS (eGFP+SCVS). Nuclei were counterstained with DAPI (blue). Scale bars: 1000  $\mu$ m. (n = 8-10 per group; results from three independent experiments). **e** Quantification of the distribution of intracisternally-injected EB tracer in the brain homogenate, comparing naïve (N) female mice and those experienced SCVS (n = 8-9 per group; results from two independent experiments). **g** The schematic diagram of dura mater, with dotted red line bordering the transverse sinus (TS) areas chosen for image analyses. **h** Representative images of immunofluorescence staining of LYVE1 (grey), OVA (red) and eGFP-labelled macrophages (green) in the TS area of dura mater. Scale bars: 100  $\mu$ m. **i-k** Quantification of the percentage of covered area of total OVA (**i**), OVA in eGFP-labelled macrophages (**j**) and OVA in eGFP-labelled macrophages as a percentage of total OVA (**k**) in the TS area of dura mater (**i-k**: n = 7-8 per group; results from two independent experiments). **l** The experimental timeline of SCVS paradigm, the injection of 40kDa and 70kDa dextran tracer into the mPFC and VTA, and tissue collection (sac). **m** Representative images of tracer distribution in the mPFC and VTA, comparing N and SCVS groups. Scale bars: 500  $\mu$ m. **n-q** Quantification of the 40kDa (**n, p**) or 70kDa (**o, q**) dextran tracer left in the mPFC (**n, o**) or VTA (**p, q**) at 2.5 h post-injection (n = 9-11 per group; results from three independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by one-way ANOVA followed by Tukey's *post hoc* tests or unpaired Student's *t* tests. Source data are provided as a Source Data file.

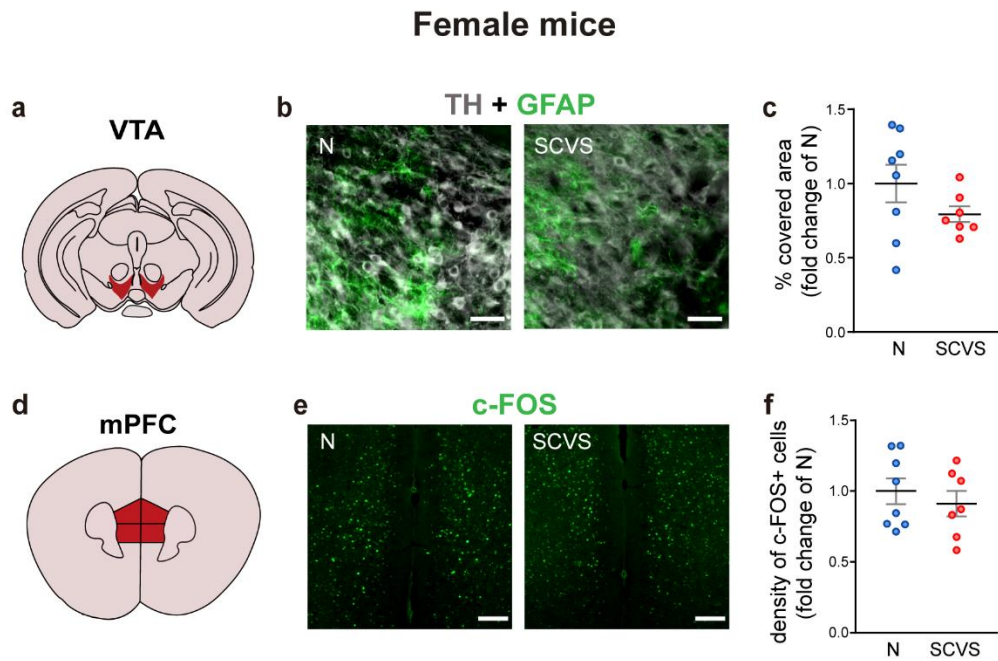

**Supplementary Figure 8 Sub-chronic variable stress (SCVS) does not significantly alter GFAP expression in the VTA or c-FOS expression in the mPFC of female mice.** **a** The coronal atlas with the VTA highlighted in red. **b-c** Representative images (**b**: scale bars = 50  $\mu$ m) and quantification (**c**) of GFAP (green) immunofluorescence staining in the VTA, comparing female mice experienced SCVS with non-stressed naïve mice (N). Dopaminergic neurons were co-stained with TH (grey). **d** The coronal atlas with the mPFC highlighted in red. **e-f** Representative images (**e**: scale bars: 200  $\mu$ m.) and quantification (**f**) of c-FOS immunofluorescence staining in the mPFC, comparing SCVS female mice with non-stressed naïve mice (N). (**c, f**:  $n = 7-8$  mice per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by unpaired Student's  $t$  tests. Source data are provided as a Source Data file.

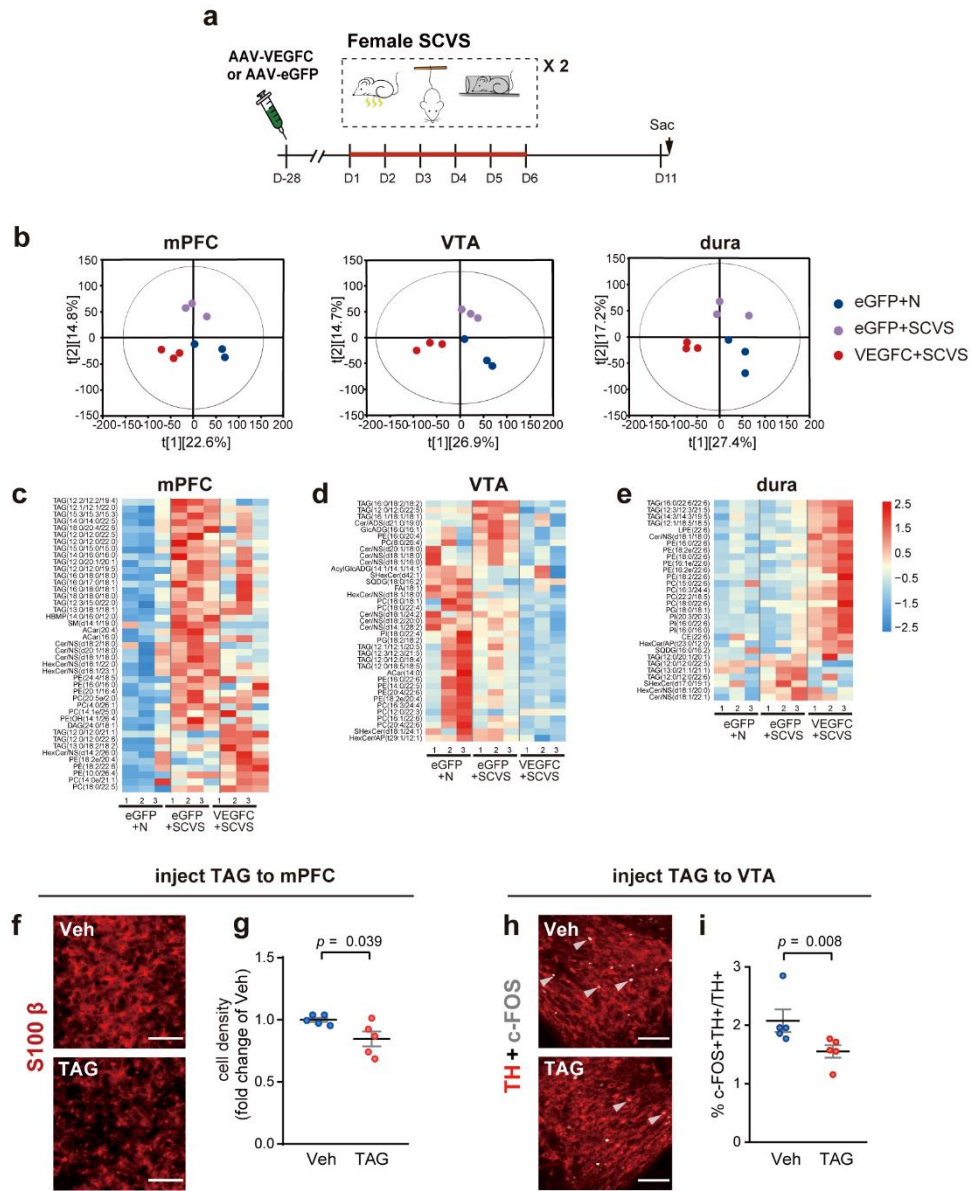

**Supplementary Figure 9 Sub-chronic variable stress (SCVS) and intracisternal delivery of AAV-VEGFC alter lipidomic profiles of the mPFC, the VTA and the dura mater of female mice.** **a** The experimental timeline of the AAV infusion, SCVS paradigm, and tissue collection (sac). **b** The partial least squares discriminant analysis (PLS-DA) score plots of the lipidomic profiles in the mPFC, the VTA and the dura mater, comparing naïve mice

injected with AAV-eGFP (eGFP+N), mice injected with AAV-eGFP and experienced SCVS (eGFP+SCVS), and mice injected with AAV-VEGFC and experienced SCVS (VEGFC+SCVS). **c-e** Heatmaps showing relative expression levels of significantly changed lipid species ( $VIP > 1$  and  $p < 0.05$ ) in the three groups of samples. Color scale bar values represent standardized rlog-transformed values across samples (3 biological replicates per group, each pooled from samples collected from 4 animals). **f** Representative images of the S100 $\beta$  staining in the mPFC. Scale bars: 100  $\mu$ m. **g** Quantification of the density of S100 $\beta$ -labelled astrocytes in the mPFC. **h** Representative images of the TH (red) and c-FOS (grey) staining in the VTA. White arrowheads denote cells dual-labelled by c-FOS and TH. Scale bars: 100  $\mu$ m. **i** Quantification of the percentage of c-FOS<sup>+</sup> neurons in TH-labelled dopaminergic neurons in the VTA (**g**, **i**:  $n = 5$  per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by unpaired Student's  $t$  tests (**g**) or Mann Whitney tests (**i**). Source data are provided as a Source Data file.

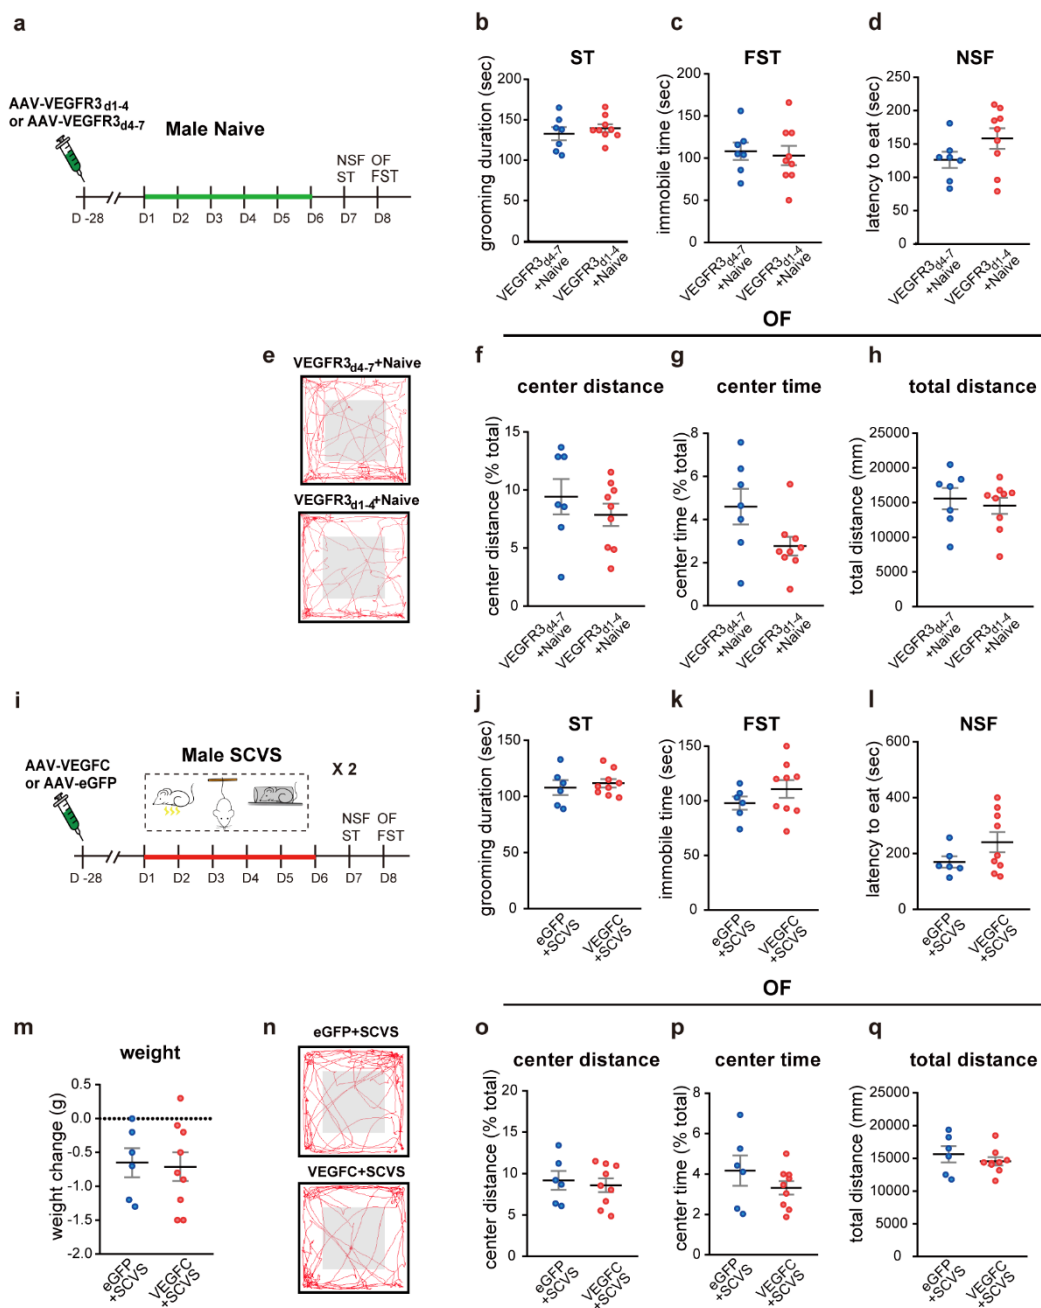

**Supplementary Figure 10 Intracisternal delivery of AAV-VEGFR3<sub>d1-4</sub> in naïve male mice or AAV-VEGFC in male mice experienced sub-chronic variable stress (SCVS) does not alter depression- and anxiety-like behaviors.** **a** The experimental timeline of intracisternal AAV infusion and behavioral tests. **b-d** Quantification of grooming duration in

the splash test (ST, **b**), the immobile time in the forced swim test (FST, **c**) and the latency to eat in the novelty-suppressed feeding test (NSF, **d**), comparing naïve male mice intracisternally injected with AAV-VEGFR3<sub>d4-7</sub> as control (VEGFR3<sub>d4-7</sub>+Naïve) or AAV-VEGFR3<sub>d1-4</sub> (VEGFR3<sub>d1-4</sub>+Naïve). **e** Representative traces of animal's paths in the open field (OF). **f-h** Quantification of the travelled distance in the center zone as a percentage of the total travelled distance (**f**), the time spent in the center zone as a percentage of the total time (**g**), and total travelled distance (**h**) in the OF (**b-d, f-h**:  $n = 7-9$  per group; results from two independent experiments). **i** The experimental timeline of intracisternal AAV infusion, SCVS and behavioral tests. **j-l** Quantification of grooming duration in the ST (**j**), the immobile time in the FST (**k**) and the latency to eat in the NSF (**l**), comparing male mice intracisternally injected with AAV-eGFP as control (eGFP+SCVS) or AAV-VEGFC (VEGFC+SCVS). Both groups of male mice experienced SCVS. **m** Quantification of changes in the body weight by SCVS. **n** Representative traces of animal's paths in the OF. **o-q** Quantification of the travelled distance in the center zone as a percentage of the total travelled distance (**o**), the time spent in the center zone as a percentage of the total time (**p**), and total travelled distance (**q**) in the OF (**j-m, o-q**:  $n = 6-9$  per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by unpaired Student's *t* tests. Source data are provided as a Source Data file.

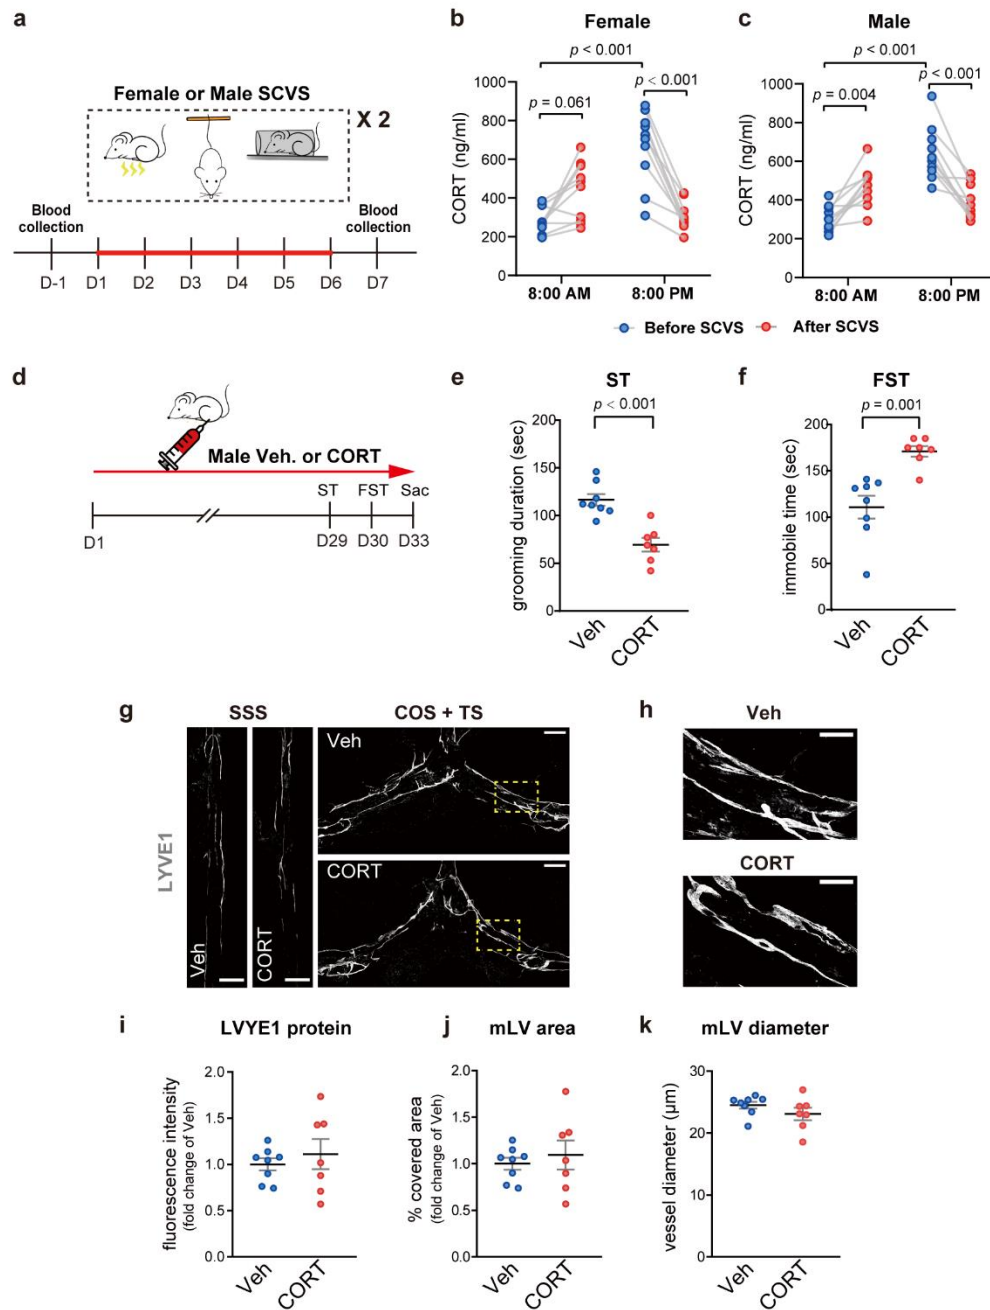

**Supplementary Figure 11 Corticosterone (CORT) is not involved in sex-different impairment of meningeal lymphatics by sub-chronic variable stress (SCVS).** **a** The experimental timeline of the SCVS paradigm and blood collection. **b-c** Quantification of serum CORT concentration at 8:00 AM and 8:00 PM before and after SCVS in female (**b**)

and male **(c)** mice ( $n = 10$  per group; results from two independent experiments). **d** The experimental timeline of intraperitoneal injection of vehicle (Veh) or CORT into male mice, behavioral tests and tissue collection (sac). **e** Quantification of grooming duration in the splash test (ST). **f** Quantification of the immobile time in the forced swim test (FST). **g** Representative images of the LYVE1 staining (grey) in the SSS and COS+TS areas of dura mater, comparing male mice injected with vehicle and CORT. Scale bars: 500  $\mu\text{m}$ . **h** Representative images depicting LYVE1-labelled mLV at higher magnification. Scale bars: 200  $\mu\text{m}$ . **i-k** Quantification of the fluorescence intensity of the LYVE1 staining (**i**), the area covered by mLV (**j**) and the diameter of LYVE1-labelled mLV (**k**). (**e-f, i-k**:  $n = 7-8$  per group; results from two independent experiments). All data are presented as mean  $\pm$  s.e.m. and analyzed by two-way ANOVA followed by Tukey's *post hoc* tests (**b-c**) or unpaired Student's *t* tests (**e-f, i-k**). Source data are provided as a Source Data file.

# Supplementary material for: A functional role of meningeal lymphatics in sex difference of stress susceptibility in mice
**Source:** Nat Commun. 2022 Aug 16;13:4825. doi: 10.1038/s41467-022-32556-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

When possible, behavioral tests were recorded and analyzed using EthoVision XT software (version 15.0.1416, Noldus, Netherlands) and DigBehv software (version 4.1.7.171129, Ji-Liang, Shanghai, China).

## Data analysis

Statistical analysis and graph generation: GraphPad Prism (version 7.0).

Immunofluorescent image: ImageJ (version 1.52n).

FACS and data analysis: MoFlo Astrios EQs (version Summit 6.2), FlowJo software (version 10).

RNA-seq data analyses: The processed sequences were aligned to the mm9 mouse reference genome (UCSC) using Hisat2 (version 2.0.1). Statistical analysis was performed using DESeq2 (version 1.32.0). The heatmap (pheatmap, version 1.0.12) and volcano plot of the DEGs were generated with pheatmap and plot packages in R (version 4.1.0). The gene-set enrichment analysis (GSEA) was performed to identify KEGG pathways (c2.cp.kegg.v7.4.symbols.gmt) and gene ontology (GO, c5.go.bp.v7.4.symbols.gmt, c5.go.mf.v7.4.symbols.gmt and c5.go.cc.v7.4.symbols.gmt) that were differentially enriched between groups. The top 10 gene sets enriched in each group were plotted with ggplot2 (version 3.3.5) in R (version 4.1.0).

Lipidomic analyses: the raw data files were converted to files in mzXML format using the 'msconvert' program from ProteoWizard. The CentWave algorithm in XCMS (version 3.2) was used for peak detection, extraction, alignment, and integration. Lipid identification was achieved through a spectral match using LipidBlast library, which was developed using R and based on XCMS (version 3.2). The Partial least squares discrimination analysis (PLS-DA) was used to determine lipid differences between the three groups. For paired comparison, the score plots of Orthogonal Partial Least Squares-Discriminant Analysis (OPLS-DA) model was generated on the positive- and negative-mode MS data obtained from the XCMS program, which had been centered and scaled to unit variance scaling. Both PLS-DA and OPLS-DA were performed using the SIMCA (version 16.0.2, Sartorius Stedim Data Analytics AB, Umea, Sweden). Differentially changed lipid were visualized as heatmaps using the pheatmap (version 1.0.12) package in R (version 4.1.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data generated for this study can be found in the GEO repository under accession number GSE201368 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201368>). Source data are provided as a Source Data file. Further information of this study is available upon reasonable request from the corresponding authors Xiaojing Ye (), Wei-Jye Lin () and Yan Zhang ()

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

No human research participants were included in this study.

### Population characteristics

No human research participants were included in this study.

### Recruitment

No human research participants were included in this study.

### Ethics oversight

No human research participants were included in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size for subchronic variable stress (SCVS) mouse cohorts were calculated based on previous studies of SCVS and depression-like behaviors (Zhang S, et al., 2018; Jiang C, et al., 2019). Sample size for intracisternal injection experiments was determined based on the previous studies of meningeal lymphatics (Da Mesquita S, et al., 2018; Xavier ALR, et al., 2018). For RNA-seq and metabolomic analysis, no statistical method was used and sample size was determined based on similar experiments conducted previously (Rustenhoven J, et al., 2021).

### Data exclusions

Outliers in the behavioral datasets which passed Shapiro-Wilk normality test were identified as being greater than 2 standard deviations from the mean, and were excluded from statistical analysis as described previously (Dion-Albert L, et al., 2022).

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | All experiments (behavioral tests, immunofluorescence and tracer quantification, RNA-seq analysis, and metabolomics analysis) were performed with at least two cohorts of mice to ensure reproducibility of the results. When automatic tracking was not available, data were analyzed by the observers blinded to the experimental conditions to avoid bias.                                                                                                                      |
| Randomization | Mice were randomized upon arrival and were randomly assigned to different groups immediately before the start of the experiments.                                                                                                                                                                                                                                                                                                                                                  |
| Blinding      | The open field tests were performed with automated tracking systems. Scoring for other behavioral experiments was done by experimenters blinded to experimental conditions (for splash test, sucrose preference test, novelty suppressed feeding, social interaction test and forced swim test). For immunofluorescence and tracer quantification, sample IDs were renamed to render the experimenter 'blind', and true subject IDs were revealed once data analysis was finished. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following antibodies were used in the study.

anti-c-FOS (IF, 1:500, cat# 2250, lot# 12, clone# 9F6, Cell Signaling Technologies, Danvers, MA, USA);  
 anti-GFAP (IF, 1:5000, cat# ab4674, lot# GR3349945-1, Abcam, Biomedical Campus, Cambridge, UK);  
 anti-TH (IF, 1:8000, cat# MAB7566, lot# CGU00120071, clone# 779427, R&D Systems, Emeryville, CA, USA);  
 anti-LYVE1 (IF, 1:500, cat# ab14917, lot# GR3392340-6, Abcam, Biomedical Campus, Cambridge, UK);  
 anti-S100 $\beta$  (IF, 1:500, cat# ab52642, lot# GR3215095-15, clone# EP1576Y, Abcam, Biomedical Campus, Cambridge, UK);  
 anti-CD45-BB515 (FACS, 1:200, cat# 564590, lot# 0216978, clone# 30-F11, BD Bioscience, San Jose, California, USA);  
 anti-CD31-Alexa Fluor 647 (FACS, 1:200, cat# 563608, lot# 9199302, clone# 390, BD Bioscience, San Jose, California, USA);  
 anti-Podoplanin-PE (FACS, 1:200, cat# 12-5381-82, lot# 2120142, clone# eBio8.1.1, eBioscience, San Diego, California, USA);  
 anti-CCL6 (Neutralization, 1  $\mu$ g/ $\mu$ L, cat# MAB487, lot# UPR0221021, clone# 262016, R&D system, USA);  
 anti-IgG (Neutralization, 1  $\mu$ g/ $\mu$ L, cat# MAB0061, lot# HBI1021101, clone# 141945, R&D system, USA).

### Validation

Antibodies used in this studies were all reported and validated by the manufacturer and in the literature.

-c-FOS (Rabbit mAb, IF validated, cat# 2250, Cell Signaling Technologies, Danvers, MA, USA) [https://www.cellsignal.cn/products/primary-antibodies/c-fos-9f6-rabbit-mab/2250?\\_=1657204754059&Ntt=2250&thead=true](https://www.cellsignal.cn/products/primary-antibodies/c-fos-9f6-rabbit-mab/2250?_=1657204754059&Ntt=2250&thead=true)  
 -GFAP (Chicken pAb, IHC validated, cat# ab4674, Abcam, Biomedical Campus, Cambridge, UK) <https://www.abcam.cn/gfap-antibody-ab4674.html>  
 TH (Mouse mAb, IHC validated, cat# MAB7566, R&D Systems, Emeryville, CA, USA) [https://www.rndsystems.com/cn/products/human-mouse-tyrosine-hydroxylase-antibody-779427\\_mab7566](https://www.rndsystems.com/cn/products/human-mouse-tyrosine-hydroxylase-antibody-779427_mab7566)  
 -LYVE1 (Rabbit pAb, IHC validated, cat# ab14917, Abcam, Biomedical Campus, Cambridge, UK) <https://www.abcam.cn/lyve1-antibody-bsa-and-azide-free-ab14917.html>  
 -S100 $\beta$  (Rabbit mAb, IF validated, cat# ab52642, Abcam, Biomedical Campus, Cambridge, UK) <https://www.abcam.cn/s100-beta-antibody-ep1576y-astrocyte-marker-ab52642.html>  
 -CD45-BB515 (Rat mAb, FACS validated, cat# 564590, BD Bioscience, San Jose, California, USA) <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=564590>  
 -CD31-Alexa Fluor 647 (Rat mAb, FACS validated, cat# 563608, BD Bioscience, San Jose, California, USA) <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=563608>  
 -Podoplanin-PE (Hamster mAb, FACS validated, cat# 12-5381-82, eBioscience, San Diego, California, USA) <https://www.thermofisher.cn/cn/zh/antibody/product/Podoplanin-Antibody-clone-eBio8-1-1-8-1-1-Monoclonal/12-5381-82>  
 -CCL6 (Mouse mAb, Neutralization validated, cat# MAB487, R&D system, USA) [https://www.rndsystems.com/cn/products/mouse-ccl6-c10-antibody-262016\\_mab487](https://www.rndsystems.com/cn/products/mouse-ccl6-c10-antibody-262016_mab487)  
 -IgG (Rat mAb, cat# MAB0061, R&D system, USA) [https://www.rndsystems.com/cn/products/rat-igg-2b-isotype-control\\_mab0061](https://www.rndsystems.com/cn/products/rat-igg-2b-isotype-control_mab0061)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Three months old female and male C57BL/6J mice, and female CX3CR1-GFP transgenic mice (stock #005582; the Jackson Laboratory), were used for the experiments. The sex of animals used in each experiment was specified in the figure legends. The animals were housed in groups of 4-5 in an environmentally controlled (temperature: $23 \pm 2^\circ\text{C}$ , humidity: 50–60%) animal facility on a 12 h/12 h dark/light cycle, with access to food and water ad libitum. All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University (Approval number: SYSU-IACUC-2019-000010). |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | The sex of the animals used for each experiments were reported in the Results section and Figure legends.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Mice transcardially perfused with ice-cold PBS for 1 min under anesthesia. Individual meninx was quickly dissected from the skullcap in DMEM with 2% FBS (Thermo Scientific, Waltham, MA, US), and digested in preheated DMEM with 2% FBS, 1 mg/mL collagenase VIII, 0.5 mg/mL DNase I (Sigma-Aldrich, St. Louis, MO), 45 $\mu\text{M}$ actinomycin D (Selleck, Houston, TX, US) for 12 min at $37^\circ\text{C}$ . At the end of the digestion, 1 mL DMEM with 10% FBS were added to the solution to terminate digestion. Individual samples consisted of cell suspensions pooled from 3-4 meninges were filtered through a 70 $\mu\text{m}$ nylon-mesh filter and washed with ice-cold fluorescence-activated cell sorting (FACS) buffer (PBS free of calcium and magnesium, 1 mM EDTA and 1% BSA, pH 7.4). The cells were pelleted by centrifugation at 400 g, $4^\circ\text{C}$ for 5 min, resuspended in 400 $\mu\text{L}$ FACS buffer with anti-CD45-BB515 (BD Biosciences, clone 30-F11, 1:200), anti-CD31-Alexa Fluor 647 (BD Biosciences, clone 390, 1:200), anti-Podoplanin-PE (eBioscience, clone 8.1.1, 1:200) and DAPI (Sigma, 0.2 $\mu\text{g/mL}$ ), and incubated for 15 min at $4^\circ\text{C}$ . Cells were then washed and resuspended in ice-cold FACS buffer. |
| Instrument                | MoFlo Astrios EQs (Beckman Coulter, Indianapolis, IN, USA)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Software                  | FlowJo software (Tree Star, Ashland, OR, USA).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Cell population abundance | CD45- cells was 88.5%.<br>CD45+ cells was 10.1%.<br>Meningeal lymphatic endothelial cells was 0.42%.<br>Blood endothelial cells was 5.44%.<br>Other stromal cells was 84.3%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Gating strategy           | Meningeal lymphatic endothelial cells gated as CD45-PDPN+CD31+.<br>Blood endothelial cells gated as CD45-PDPN-CD31+.<br>CD45+ leukocytes gated as CD45+.<br>Other stromal cells gated as CD45-CD31-.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

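RNA from meningeal LECs of female mice was sequenced in 5 biological replicates from naive mice and 5 from mice after 6 days of SCVS, with cells pooled from 3 to 4 animals in each replicate. The authors amplified the RNA with a whole-transcriptome amplification kit, filtered the reads for adapters, primers, poly-A tails and low-quality bases, and aligned them to the mm9 mouse genome with Hisat2. They deposited raw counts, 1 value per gene and replicate, with no normalization and no filter on low counts. The paper's text does not name the program that counted the reads, the annotation it used or whether it used strand. Replicates were grouped by the condition in their labels, and the number that each label gives to a replicate was read as an index within its group. Same-numbered replicates are pools of different animals, so the main test has no replicate block. The paper's reporting summary states that more than 1 cohort of mice was used, but neither it nor the labels say which replicate came from which cohort or sequencing run, so no comparison within cohorts was made.

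The total count per replicate lay between 9984743 and 14094155. The floor of 3 counts used throughout covers counting error only, because amplified reads are not independent molecules. Gene identifiers and symbols are those of the deposited table. Coordinates are those of the mm9 annotation (GENCODE M1), in which 32589 of the 55401 identifiers (58.8%) and all 47 named genes were found. They are 1-based. Genes that overlap another annotated gene are named as such, since reads from an overlap cannot be assigned with certainty when the use of strand is not stated.

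Genes with more than 5 counts in at least 3 of the 10 replicates were tested, which is the filter of the paper's methods, and 14815 genes passed. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the deposited counts after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.1 on the adjusted p, as in the paper. The standard error given with a log2 fold change is its absolute value divided by the square root of the test's F statistic. Where every replicate of 1 group had at most 3 counts, the mean CPM of the other group was divided by a floor. This floor is the mean CPM that 3 counts would give in the group with at most 3 counts. The ratio is a lower bound as to counting error only. It does not cover the spread between replicates or the loss of transcripts before amplification. CPM were computed from the total count of each replicate and compared with a two-sided exact permutation test of the difference in means, 5 replicates against 5. Gene families were defined by symbol and tested with camera, using a preset correlation between genes of 0.01, with adjustment over the 4 families. Marker scores are the mean of log2(CPM + 1) over a list of genes, compared with the same exact permutation test and adjusted over 12 lists, which were written before the counts were seen. Relations between 2 measures across the 10 replicates are given as Pearson's r and Spearman's rho with permutation p from 100000 resamples, adjusted over 4 relations. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 was used for these steps.

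The genes named are all those that the paper names in its text or in Fig. 7h and j to l, and the 3 genes with the smallest p in each direction among the tested genes whose groups do not overlap in CPM, because fewer passed the threshold. The alternatives were DESeq2 1.42.0, the tool of the paper in a later version, with and without its Cook's filter and its independent filtering, limma 3.58.1 with voom and quality weights, edgeR's likelihood ratio test and robust quasi-likelihood test, other scalings and filters, a block for the replicate number, the number of detected genes as a covariate, a pseudocount of 0.1, fgsea 1.28.0 with 1000 permutations of genes in place of camera, camera with an estimated correlation, and leaving out each replicate in turn. Further filters in DESeq2, DESeq2 with each replicate left out, and CPM over the genes with at least 5 counts in at least 3 replicates were added after the counts had been seen. Adjusted p from DESeq2 below 1e-10 are given as at most 1e-10, a limit set after the counts had been seen, because the estimate of Ccl6, with 0 counts in all naive replicates, stopped at the largest number of iterations and its p varied between runs.

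The tests were checked on simulated counts with the means and library sizes of the real genes, in which 200 genes were changed by a log2 fold change of 4. With a low spread between replicates, edgeR and DESeq2 each recovered all 200 genes, with 17 and 45 unchanged genes past the threshold. With the spread of the real genes, edgeR recovered 67 (33.5%) and called 3 unchanged genes, and DESeq2 recovered 131 (65.5%) and called 264 unchanged genes. The enrichment analysis with MSigDB, the data on aged mice and on patients that the paper compares with, and its other experiments were not analysed here.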

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

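All the tests in this part were chosen after the values they explain had been seen, and the lists of marker genes were written before the data were examined. In each group of 5 replicates, the replicate farthest from the others was compared with the rest by the gap to its nearest neighbor divided by the range of the group, for which 0.71 is the 95% critical value. Of 98 groups tested, 19 lay above it, 5 of the 30 groups of marker scores and library measures among them. The value assumes normally distributed measures, and in genes whose other replicates are near 0 counts a few reads in 1 replicate suffice for a large ratio, as with Efs in SCVS mice, so no number expected by chance is given. The 98 are the groups with at least 1 replicate above 3 counts, a restriction that was made after the data had been seen.

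Naive replicate 5 was far below the other naive replicates in the score of all endothelial markers (4.93 against 8.91 to 9.14, ratio 0.945), of blood endothelial markers (2.41 against 8.36 to 9.26, ratio 0.8675) and of fibroblast markers (1.76 against 5.40 to 6.87, ratio 0.712), and in Col6a1 (ratio 0.717). Its median correlation with the other naive replicates was 0.432, whereas the lowest correlation among those 4 was 0.558. A small library is not a candidate, since its total count of 13329263 lay within the range of the other replicates. RNA of neural cells is a candidate explanation: the neural marker score of naive replicate 5, 7.33, was the highest of the 10 replicates. SCVS replicates 4 and 5 came next, at 6.15 and 5.72, and scored 8.55 and 8.42 for all endothelial markers. A high neural score therefore did not always go with a low endothelial score. The neural counts of naive replicate 5 had been seen before this was tested, and its pattern cannot be told apart from neural RNA. The other naive replicates had the same condition, so no biological explanation was tested.

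SCVS replicate 5 had an erythroid marker score of 8.92, mostly from haemoglobin genes, against 1.22 to 2.06 in the other SCVS replicates (ratio 0.891). Because of it, the mean SCVS score of 3.05 lay above every naive replicate, in genes that the paper does not discuss, and the groups did not differ (exact permutation test, two-sided, p = 0.151, adjusted p = 0.905 over 12 lists, with a difference of 1.91 between the means of the log2 scores). A library dominated by few genes is not a candidate, because the 50 most counted genes took 25.9% of its counts, within the range of the other replicates. The 1 marker of the list that is not a haemoglobin gene, Alas2, had 1015 counts in this replicate and at most 189 in any other. RNA of red blood cells was not tested as a source with genes outside this list. SCVS replicate 4 stood apart in granulocyte markers (2.12 against 0.043 to 0.542, ratio 0.76), and it also had the highest myeloid score, 7.68. No biological explanation was tested for either replicate, since each has the condition of the others in its group.

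The other replicates that stood apart did so in single genes, with a ratio of 0.870 for Kcna2 in SCVS replicate 2, 0.798 for Antxr2 in naive replicate 2, 0.940 for Itgb3 in naive replicate 1, 0.881 for Slc6a4 in SCVS replicate 2, 0.946 for Nos1 in naive replicate 4, 0.740 for Gpm6b in SCVS replicate 1, 1.0 for Efs in SCVS replicate 3, 0.907 for Slc25a45 in naive replicate 4, 0.7865 for Slc25a45 in SCVS replicate 3, 0.853 for Oxnad1 in naive replicate 1, 0.715 for Oxnad1 in SCVS replicate 1, 0.776 for Fermt3 in SCVS replicate 3 and 0.8615 for Ccr1 in naive replicate 1. A technical candidate is the loss of transcripts when little RNA is amplified. If so, genes that every cell uses should also vanish from single replicates, and 6.12% of 147 proteasome and respiratory chain genes in naive mice and 4.08% in SCVS mice had 0 counts in one replicate and at least 100 in another. Some of these genes did vanish from single replicates, 9 in naive and 6 in SCVS mice. Of all tested genes, 34.8% in naive and 32.5% in SCVS mice had 0 counts in one replicate and at least 100 in another. The share of 5% that both groups should reach was set on these 147 genes. It cannot decide the explanation for the named genes, which are other genes. The genes were selected by the paper from these same data, so their uneven counts are not an independent sign of either a technical or a biological source, and no biological explanation was tested.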

How the results depend on the processing

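The alternatives were set before the data were examined, except where a sentence says otherwise. In edgeR's quasi-likelihood test, 0 genes had an adjusted p under 0.1 and 460 an unadjusted p under 0.05. The count of 0 stayed with other size factors, library totals alone, the robust test, 3 other filters, the number of detected genes as a covariate and each replicate left out. Without naive replicate 5 the smallest adjusted p in that test was 0.3345, and 601 genes had an unadjusted p under 0.05. In each other fit that left out 1 replicate, the smallest adjusted p was at least 0.9997. A stricter threshold of 0.05 could only give 0 as well. It was 114 in DESeq2, 114 in DESeq2 without independent filtering, 123 in DESeq2 without Cook's filter, 38 in edgeR's likelihood ratio test and 3 in limma with voom and quality weights. The causes were not tested.

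With the replicate number as a block, edgeR's quasi-likelihood test called 0 genes and 266 had an unadjusted p under 0.05. The deviations of same-numbered replicates from their group means had a mean correlation of 0.0529, against −0.0131 for other pairs, so the numbers do not show a pairing. Under the block the collagen family had an adjusted p of 0.0387 (camera in edgeR), and the log2 fold changes of Gpm6b and Lyve1 were 0.38 and 2.06.

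The number of genes DESeq2 calls was taken further after the data had been seen, with 114 as its starting value. With genes of more than 5 counts in at least 2 replicates it was 277, or 355 without Cook's filter, 273 without independent filtering and 340 without either. With at least 4 replicates it was 59, or 65 without Cook's filter, 59 without independent filtering and 65 without either, and with at least 5 replicates 17, 19, 17 and 19 in the same order. With no filter it was 339, 1851, 279 and 1711 in the same order. With at least 5 counts in at least 3 replicates it was between 116 and 124 in the same 4 fits. It ranged from 98 to 214 across the 10 DESeq2 fits that each left out 1 replicate, with 214 without naive replicate 5. The causes were not tested apart from the count filter and Cook's filter themselves.

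Among the genes named in the text, 46 passed the main filter. Over the planned fits, 855 results kept their direction and their side of the threshold, 84 passed the threshold only under the alternative, and 9 reversed, none of them past the threshold. Of the 84, 23 came from each of the 3 DESeq2 settings, 13 from edgeR's likelihood ratio test and 2 from limma. Over the added DESeq2 fits, 495 kept both, 646 passed the threshold and 5 reversed. The reversals were in 3 genes. Nos1 had a log2 fold change of −2.89 with the number of detected genes as a covariate. Gpm6b had 0.99 in limma with voom, and from −0.61 to 1.12 across the edgeR and DESeq2 fits that each left out 1 replicate. Lyve1 had 1.27 in limma with voom, and from −1.07 to 0.89 across such fits. The causes were not tested beyond the replicate left out.

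Of the gene families, collagen kept its direction under every scaling tried, with a median log2 fold change from −0.73 to −0.70, and it kept an adjusted p under 0.1 with each replicate left out and in fgsea. Under the replicate block its median was −0.62, with 14 of 34 genes higher in SCVS. With 1 replicate left out, collagen had a median from −1.40, without SCVS replicate 2, to −0.34, without naive replicate 2. With the correlation between genes estimated from the data, its adjusted p was 0.767, and its range over the alternatives was 6.93e-07 to 0.767. Between scalings, the median of all genes moved from −0.04 to 0.09. The respiratory chain family ranged from 0.00923 to 0.98 in adjusted p and the ribosomal family from 0.032 to 0.98 across the fits that left out 1 replicate (camera in edgeR), with the former reversed without naive replicate 5 and the latter without SCVS replicate 4. The lowest adjusted p of the proteasome family was 0.3525, without SCVS replicate 1.

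The difference in mean Ccl6 CPM ranged from 14.6 to 69.4 when 1 replicate was left out, and it passed 0.05 in the exact permutation test (p = 0.0476) only without SCVS replicate 1 or 2, which had no Ccl6 read. With all replicates it could not pass, because only 3 had reads. Ccr1 CPM kept its direction, and its p of 0.167 to 0.444 is set by the 2 replicates with most reads (exact permutation test). Of the marker lists, only the myeloid one passed 0.05 before adjustment, without naive replicate 4 (difference 2.82, exact permutation test, p = 0.0397, adjusted p = 0.476 over 12 lists), and none did after adjustment. Differences that changed sign ranged from −0.289 to 0.765 for all endothelial markers, −0.623 to 1.09 for blood endothelial, −0.183 to 0.337 for granulocyte, −0.221 to 0.0412 for lymphocyte, −0.132 to 0.0836 for melanocyte and −1.14 to 0.169 for neural markers across the fits that left out 1 replicate. With a pseudocount of 0.1 in place of 1, the lymphocyte difference was 0.0778 and the melanocyte difference 0.0452. Pearson's r of Ccl6 with the myeloid score was then 0.642. It passed 0.05 only before adjustment (permutation test, p = 0.0481, adjusted p = 0.139 over 4 relations). Spearman's rho of 0.619 did not pass (permutation test, p = 0.0638). For the collagens and the fibroblast score, r was 0.592 and no longer passed 0.05 (permutation test, p = 0.0695). Their rho of 0.673 still passed before adjustment (permutation test, p = 0.0395, adjusted p = 0.1275 over 4 relations). The causes were not tested.

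The depth of 9984743 to 14094155 counts sets a floor near 0.213 to 0.3005 CPM, below which a gene with no reads, such as Ccl6 in naive mice, cannot be called absent. In counts simulated at this depth, edgeR recovered 33.5% of 200 genes changed by a log2 fold change of 4 with the spread of the real genes, and all 200 with a low spread.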

Differences from the paper's values

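The paper reports 236 differentially expressed genes between SCVS and naive mice, 156 higher and 80 lower, at an adjusted p under 0.1 in DESeq2 (the paper's values). In edgeR's quasi-likelihood test at the same threshold there were 0, with 0 higher and 0 lower, and 460 at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of any of the 3 numbers: DESeq2 gave 114 genes (74 higher, 40 lower), 123 (79 higher, 44 lower) without Cook's filter and 114 without independent filtering, edgeR's likelihood ratio test 38 (24 higher, 14 lower), limma with voom and quality weights 3, and the remaining edgeR fits, those without one replicate included, 0. These DESeq2 fits used version 1.42.0, a later one than the paper's, with the filter the paper's methods state.

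Other settings were tried in DESeq2 after the paper's number had been set beside these, so they were chosen after seeing the values, and none of them gave 236. Within 1.5 times of 236 were 277 genes with more than 5 counts in at least 2 replicates, 273 for that filter without independent filtering and 340 without either filtering, 339 with no filter on low counts and 279 with neither that filter nor independent filtering, 169 without naive replicate 4 and 214 without naive replicate 5. Each of these also came within 1.5 times of 156 higher genes, with 137 to 218, as did the 355 genes with more than 5 counts in at least 2 replicates and without Cook's filter, with 226 higher. Within 1.5 times of 80 lower genes were 106 with more than 5 counts in at least 2 replicates, with or without independent filtering, 97 with no filter on low counts and without independent filtering, and 61 to 73 in the 4 fits that left out SCVS replicate 2, 3, 4 or 5.

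The paper lists 35 distinct genes in Fig. 7h, k and l as differentially expressed, of which edgeR's quasi-likelihood test called 0. Some of them were called by DESeq2, with 19 in each of its 3 settings, edgeR's likelihood ratio test, with 10, and limma with voom and quality weights, with 1. Every DESeq2 setting added after seeing the values also called some: 5 to 33 across the filters, the 33 being with no filter on low counts and without Cook's filter, and 12 to 18 across the fits that left out 1 replicate.

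The paper states that Col1a2, Col3a1 and Mmp23 were lower after SCVS at its threshold, and that Trpm1 was higher. The directions were the same here, and the adjusted p in edgeR's quasi-likelihood test was 0.975 for Col1a2, 1.0 for Col3a1, 0.964 for Mmp23 and 0.964 for Trpm1. Mmp23 passed the threshold in those 3 DESeq2 settings, with 0.0941 in the default one and a range of 0.0929 to 1.0 over all the settings chosen before any count was seen. Col1a2 passed it only in DESeq2 without naive replicate 5 or without SCVS replicate 5, and Trpm1 only in DESeq2 with genes of more than 5 counts in at least 2 replicates or with no filter, all chosen after seeing the values. Col3a1 did not pass in any setting that was run. Of the 6 genes in Fig. 7j, which its legend calls differentially expressed, Slc18a2 passed in DESeq2, and 2 others did so only in settings chosen after seeing the values: Itgb3 in DESeq2 without naive replicate 1, and Slc6a4 in DESeq2 without Cook's filter, with genes of more than 5 counts in at least 2 replicates or with no filter. Slc29a4, Nos1 and Gpm6b did not pass in any setting that was run. The paper names proteasome and ribosome gene sets as lower after SCVS. The proteasome family defined here by symbol had a median log2 fold change of 0.03, although camera placed it lower relative to the other genes, as in the paper, and an adjusted p of 0.619 (camera in edgeR). The ribosomal family had −0.06, was also placed lower and had an adjusted p of 0.437, with a range of 0.032, without SCVS replicate 3, to 0.98 over the settings chosen before any count was seen (camera in edgeR). Neither family is the gene set of the paper.

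The paper's mean CPM of Ccr1, 0.662 in naive and 19.660 in SCVS mice, differed from 0.657 and 19.4 by less than the replicate SD. CPM by the total over genes with at least 5 counts in at least 3 replicates gave 0.662 and 19.66, and this setting was chosen after seeing the values.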

Other observations

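The tests of regrouped replicates for the counts of genes at an unadjusted p and in DESeq2 and for the collagen family, and the simulation without changed genes, were chosen only after those results had been seen, as were the tests on single replicates. The tests of marker scores, of the number of detected genes and of regrouped replicates for the adjusted p in edgeR were written before.

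The 10 replicates were regrouped to see how often other groups of 5 give as large a result. Of 126 possible splits, 16 place the members of every same-numbered pair in different groups, as the real one does, and 100 were drawn from all splits, which also keep pairs together. All 16 and all 100 gave at least 0 genes in edgeR, which was fixed in advance by the real count of 0, and the most that any drawn split gave was 1. For the 460 genes at an unadjusted p under 0.05, 8 of the 16 splits and 81 of the 100 gave as many. For the 114 genes that DESeq2 called, 6 of the 16 splits gave as many, and 17 of 25 drawn splits did, with 76 to 281 genes over the 25. For genes whose groups do not overlap, 76 of the 126 splits gave at least the 93 observed, where chance alone gives 0.794% of untied genes. For the collagen family, 5 of the 16 splits and 21 of the 100 gave a p as small as 0.00268. The design of 16 splits cannot give a share under 0.05.

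The number of DESeq2 calls was also compared with counts simulated with no gene changed, from the means, library sizes and gene-wise spread (edgeR's dispersions) of the data. In 5 such draws DESeq2 called a median of 216 genes, from 195 to 249, and edgeR at most 1. The number of draws was raised from 1 to 5 after the first had been seen. Every draw gave more calls than the 114 of the real data, so the simulation did not reproduce that number. It also kept fewer genes after the filter, 13713 to 13791 against 14815. It shows only that DESeq2 can make at least as many calls with no gene changed at the simulated spread. Whether the spread explains the 114 calls is left as a hypothesis about the count, which says nothing of any single gene. Single genes were not tested in this way.

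The number of detected genes, a measure of library complexity, did not differ between the groups (exact permutation test, two-sided, p = 0.1508). With 0 genes called in edgeR's quasi-likelihood test there were no calls there for it to explain. The number of detected genes was used as a covariate in that test only, and not for the 114 genes that DESeq2 called. A difference in complexity could therefore be neither shown nor excluded as a source of calls.

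The LECs were sorted as CD45- cells, and Ccl6 and Ccr1 were tested against RNA of myeloid cells as a source. The myeloid score (16 genes) was 2.15 ± 1.75 (SD, n = 5) in naive and 4.25 ± 2.26 (SD, n = 5) in SCVS mice, a difference of 2.10 (exact permutation test, two-sided, p = 0.1508, adjusted p = 0.905 over 12 lists), or 2.82 without naive replicate 4 (exact permutation test, two-sided, p = 0.0397, adjusted p = 0.476). Across the 10 replicates, Pearson's r between Ccl6 and the myeloid score was 0.625 (permutation test, p = 0.0512, adjusted p = 0.102 over 4 relations) and Spearman's rho 0.619 (permutation test, p = 0.0639, adjusted p = 0.128). Without the 2 replicates farthest from the median of the score, r was 0.455, and within the 5 SCVS replicates it was 0.586, too few to test. For Ccr1, r was 0.4585 (permutation test, p = 0.186, adjusted p = 0.248) and rho 0.0273 (permutation test, p = 0.946, adjusted p = 0.946), with an r of 0.230 without the same 2 replicates. Naive replicate 4 had a myeloid score of 5.06 and no read of either gene, whereas SCVS replicate 5 had 3.91 and the most reads of both. Among single genes, Fcgr3 had 799, 2661 and 958 counts in SCVS replicates 3 to 5, which hold all Ccl6 reads, and at most 1 elsewhere. Cd48, a gene of Fig. 7l, also had reads only there (27, 211 and 106). Other genes went against this, with 741 Adgre1 and 3532 Lyz2 counts in naive replicate 4. Adgre1 had 0 counts in SCVS replicate 5. These genes were picked after the counts had been seen. Myeloid RNA may be a source of the Ccl6 and Ccr1 reads, but these values leave it undecided, and the difference between groups cannot be told apart from this explanation. No cohort or batch is given in the labels, so no relation was computed within batches.

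Fibroblast RNA was tested as a source of the lower collagen counts with 10 marker genes, which include another collagen, Col1a1, but none that the paper names. The fibroblast score was 5.19 ± 1.99 (SD, n = 5) in naive and 4.55 ± 1.08 (SD, n = 5) in SCVS mice (exact permutation test, two-sided, p = 0.5476). Without naive replicate 5, which stood apart in this score, the naive mean was 6.05 and the difference −1.50 (exact permutation test, two-sided, p = 0.0556, adjusted p = 0.3175 over 12 lists). The mean of Col6a1, Col1a2 and Col3a1 followed it across the 10 replicates, with Pearson's r of 0.686 (permutation test, p = 0.0275, adjusted p = 0.102 over 4 relations), Spearman's rho of 0.758 (permutation test, p = 0.0153, adjusted p = 0.0611) and r of 0.655 without the 2 farthest replicates. The size of the difference in the score depended on 1 replicate, and SCVS replicate 5 goes against the explanation, with a fibroblast score of 6.24, above naive replicates 1, 3 and 4, but 0 counts of Col6a1, 437 of Col1a2 and 101 of Col3a1. Fibroblast RNA as a source of the lower collagen counts was left open.

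For Trpm1 and melanocyte markers, Pearson's r was 0.241 (permutation test, p = 0.467, adjusted p = 0.467 over 4 relations), Spearman's rho −0.0675 (permutation test, p = 0.862, adjusted p = 0.946) and r 0.363 without the 2 farthest replicates. The melanocyte scores of all replicates lay at or below 0.878, near the floor. They did not differ between groups (difference −0.0235, exact permutation test, two-sided, p = 0.897). In SCVS replicates 1 and 3, with 131 and 118 Trpm1 counts, Tyr, Tyrp1 and Mlana had 0 counts. Dct had 0 and 9 there, Pmel 38 and 1, Slc45a2 1 and 0, and Mitf 11 and 258. Apart from Mitf in SCVS replicate 3, these counts argue against melanocyte RNA as the source of Trpm1 reads in these replicates. For the other replicates it was left open.

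The blood endothelial score was above the lymphatic endothelial score in 9 of the 10 replicates, naive replicate 5 being the other. The lists differ in the expression of their genes, so the 2 scores do not measure shares of cells. Pdpn and Prox1 had 0 counts in naive replicate 1, which had the lowest lymphatic endothelial score, 1.91. Lyve1 had 271 ± 344 CPM in naive and 233 ± 236 CPM in SCVS mice (SD, n = 5 each), with 2 counts in naive replicate 1 and 1 in naive replicate 5, and a log2 fold change of −0.19 (standard error 1.49, adjusted p = 1.0 in edgeR's quasi-likelihood test) that reversed with limma's voom and quality weights (1.27) and with a block for the replicate number (2.06).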
